# Flood resilience loci *SUBMERGENCE 1* and *ANAEROBIC GERMINATION 1* interact in seedlings established underwater

**DOI:** 10.1002/pld3.240

**Published:** 2020-07-21

**Authors:** Rejbana Alam, Maureen Hummel, Elaine Yeung, Anna M. Locke, John Carlos I. Ignacio, Miriam D. Baltazar, Zhenyu Jia, Abdelbagi M. Ismail, Endang M. Septiningsih, Julia Bailey‐Serres

**Keywords:** *AG1*, direct seeding, epistasis, *Oryza sativa*, pyramiding, *SUB1*, submergence tolerance

## Abstract

Crops with resilience to multiple climatic stresses are essential for increased yield stability. Here, we evaluate the interaction between two loci associated with flooding survival in rice (*Oryza sativa* L.). *ANAEROBIC GERMINATION 1* (*AG1*), encoding *trehalose 6‐phosphate phosphatase* 7 (*TPP7*), promotes mobilization of endosperm reserves to enhance the elongation of a hollow coleoptile in seeds that are seeded directly into shallow paddies. *SUBMERGENCE 1* (*SUB1*), encoding the ethylene‐responsive transcription factor *SUB1A‐1*, confers tolerance to complete submergence by dampening carbohydrate catabolism, to enhance recovery upon desubmergence. Interactions between *AG1/TPP7* and *SUB1/SUB1A‐1* were investigated under three flooding scenarios using four near‐isogenic lines by surveying growth and survival. Pyramiding of the two loci does not negatively affect anaerobic germination or vegetative‐stage submergence tolerance. However, the pyramided *AG1 SUB1* genotype displays reduced survival when seeds are planted underwater and maintained under submergence for 16 d. To better understand the roles of *TPP7* and *SUB1A‐1* and their interaction, temporal changes in carbohydrates and shoot transcriptomes were monitored in the four genotypes varying at the two loci at four developmental timeponts, from day 2 after seeding through day 14 of complete submergence. *TPP7* enhances early coleoptile elongation, whereas *SUB1A‐1* promotes precocious photoautotrophy and then restricts underwater elongation. By contrast, pyramiding of the *AG1* and *SUB1* slows elongation growth, the transition to photoautotrophy, and survival. mRNA‐sequencing highlights time‐dependent and genotype‐specific regulation of mRNAs associated with DNA repair, cell cycle, chromatin modification, plastid biogenesis, carbohydrate catabolism and transport, elongation growth, and other processes. These results suggest that interactions between *AG1/TPP7* and *SUB1/SUB1A‐1* could impact seedling establishment if paddy depth is not effectively managed after direct seeding.

## 1 INTRODUCTION

Rice (*Oryza sativa* L.) is unusual among crops for its ability to withstand flooding. Rice germplasm collections include accessions that can survive varied prolonged inundation scenarios, although some flooding survival strategies are absent in Green Revolution high‐yielding varieties, such as the widely grown *indica* cultivar IR64. There is a heightened need for cultivars with resilience to varied flooding scenarios because of climate change impacts on rain‐fed lowland ecosystems, comprising over 30% of international rice acreage (Bailey‐Serres et al., 2010). This need is most significant in regions where climate models predict increased frequency and severity of flooding events, such as in South and Southeast Asia (Hirabayashi et al., 2013).

Heavy rainfall or poor soil drainage can result in oxygen‐deficient soil (Greenway & Setter, 1996; Ismail, Ella, Vergara, & Mackill, 2009). Unusual among cereal crops, rice can germinate anaerobically in flooded soils by prioritizing the elongation of the coleoptile, a tubular embryonic first leaf, over the development and elongation of roots. This trait, known as anaerobic germination, can enable the hollow coleoptile to reach the aerated water surface, facilitating the oxygenation of seed tissues and promoting development (Angaji, Septiningsih, Mackill, & Ismail, 2009; Ella & Setter, 1999; Magneschi, Kudahettige, Alpi, & Perata, 2009; Taylor, 1942; Yamauchi, Aguilar, Vaughan, & Seshu, 1993). Anaerobic germination tolerance is agronomically advantageous, allowing the direct seeding of rice in paddies, reducing transplantation labor costs, water usage, and minimizing growth of flood‐intolerant weed species (Ismail et al., 2012; Septiningsih, Collard, et al., 2013; Tuong, Singh, Siopongco, & Wade, 2000). The quantitative trait locus (QTL) *ANAEROBIC GERMINATION 1* (*AG1*) was identified from the *japonica* landrace Khao Hlan On (Angaji et al., 2009) and defined as *TREHALOSE‐6‐PHOSPHATE PHOSPHATASE 7* (*TPP7*), encoding an enzyme that catalyzes the conversion of the low‐abundance metabolite trehalose‐6‐phosphate (T6P) to trehalose (Kretzschmar et al., 2015). T6P acts in the sensing of sucrose abundance, contributing to the control of catabolic carbon metabolism and the allocation of carbon from source to sink tissues (Figueroa & Lunn, 2016; Yadav et al., 2014). Elevated levels of T6P repress the activity of the catalytic subunit of the energy‐sensing kinase, SUCROSE NON‐FERMENTING‐1‐RELATED PROTEIN KINASE 1A (SnRK1A) (Zhang et al., 2009). Poor anaerobic germination of the high‐yielding variety IR64 is attributed to a chromosomal deletion that includes *TPP7* (Kretzschmar et al., 2015). The introduction of an ectopically‐expressed *TPP7* transgene into IR64 is sufficient to elevate trehalose in coleoptiles of seeds germinated underwater for 4 d, enhancing the activation of α‐*AMYLASE* (*AMY*) genes associated with endospermic starch catabolism, early elongation growth, and anaerobic germination tolerance (Kretzschmar et al., 2015). In *japonica* cultivars of rice possessing *TPP7,* additional genes contribute to elongation of the coleoptile during anaerobic germination (Nghi et al., 2019).

During anaerobic germination, *CBL‐INTERACTING PROTEIN KINASE 15* (*CIPK15*) is upregulated in embryo tissues in response to sugar starvation to promote SnRK1A activation, amplifying transcription of specific *AMY* genes in the scutellum, through which nutrients are transferred from the endosperm to the embryo (Lee et al., 2009; Lee, Chen, & Yu, 2014; Yu et al., 2015, Yu, Lee, Lo, & Ho, 2019). Nuclear localization of SnRK1A is required for its activation and is promoted by hypoxia and sucrose starvation (Ramon et al., 2019). Once activated, SnRK1A phosphorylates the transcription factor MYBS2 that represses *AMY3D* transcription. Phosphorylation promotes MYBS2 export to the cytoplasm, enabling nuclear‐localized MYBS1 to transactivate *AMY* genes (*i.e., AMY3D* and possibly *AMY3E*) via the same *cis*‐regulatory element as MYBS2 but at higher levels (Chen et al., 2019; Lee et al., 2014; Zhang et al., 2009). A third MYB, MYBGA, binds to a distinct motif in the *AMY3D* promoter and synergistically supports MYBS1 nuclear localization and *AMY3D* transcription (Hong et al., 2012). CIPK15 also contributes to the upregulation of *ALCOHOL DEHYDROGENASE* (*ADH*) (Lee et al., 2009), necessary to sustain NAD^+^ regeneration for anaerobic respiration. Coupling of SnRK1A‐dependent starch catabolism and anaerobic metabolism provides the energy to fuel underwater coleoptile elongation (Lee et al., 2014).

Rice plants often endure partial to complete submergence as a result of flash flooding and poor irrigation control. Submergence of photosynthetically active shoots entraps ethylene, which activates growth by elongation towards the water surface (Voesenek & Bailey‐Serres, 2015). Photosynthesis occurs in submerged rice through active gas exchange between surrounding floodwater and leaves if illumination, temperature, and dissolved CO_2_ and O_2_ conditions are favorable (Das, Panda, Sarkar, Reddy, & Ismail, 2009; Winkel, Colmer, Ismail, & Pedersen, 2013). The submergence escape strategy is effective if sufficient shoot tissue emerges from the inundation before photoassimilates are exhausted. An enhancement of complete submergence tolerance during vegetative development is provided by *SUBMERGENCE 1A‐1* (*SUB1A‐1*), identified as the submergene tolerance determinant within the *SUB1* QTL of the *aus* landrace FR13A (Fukao, Xu, Ronald, & Bailey‐Serres, 2006; Xu et al., 2006). By contrast to the effect of *TPP7* on early underwater coleoptile elongation*, SUB1A‐1* suppresses underwater elongation growth of seedlings after their transplantation into paddies (Septiningsih et al., 2009). SUB1A‐1 prolongs survival through quiescence of growth. This involves limiting starch catabolism (Fukao & Bailey‐Serres, 2008; Fukao et al., 2006) and promoting post‐submergence recovery (Alpuerto, Hussain, & Fukao, 2016; Fukao, Yeung, & Bailey‐Serres, 2011; Locke, Barding, Sathnur, Larive, & Bailey‐Serres, 2017).

*SUB1A‐1,* encoding an ethylene‐responsive transcription factor of subgroup VII (ERF‐VII), is upregulated by ethylene in submerged plants (Fukao et al., 2006), leading higher levels of two gibberellin (GA) signaling repressors, SLENDER LEAF 1 (SLR1) and SLENDER LEAF‐LIKE 1 (SLRL1) (Fukao & Bailey‐Serres, 2008). *SUB1A‐1* genotypes also alter brassinosteroid synthesis, elevating mRNAs associated with GA catabolism (Schmitz, Folsom, Jikamaru, Ronald, & Walia, 2013). As a result, SUB1A‐1 conditionally reduces GA‐responsiveness, dampening the upregulation of *AMY3D*, *AMY3E,* and *EXPANSIN* (*EXP*) mRNAs, the latter associated with anisotropic cell wall elongation in submerged shoot tissue (Fukao & Bailey‐Serres, 2008; Fukao et al., 2006; Jung et al., 2010; Locke et al., 2017; Mustroph et al., 2010). SUB1A‐1 promotes post‐submergence recovery by limiting reactive oxygen species production and accelerating the return to metabolic homeostasis (Alpuerto et al., 2016; Fukao et al., 2011; Locke et al., 2017). Recent studies show that *SUB1A‐1* transactivates genes encoding other ERF‐VIIs that, in turn, activate genes associated with submergence acclimation (Lin et al., 2019).

Molecular marker‐assisted introgression of *SUB1A‐1* into farmer‐preferred varieties including IR64, and cultivar adoption has increased the submergence tolerance of rice grown over 1.3 million hectares (Iftekharuddaula et al., 2011; Ismail, Singh, Singh, Dar, & Mackill, 2013; Mackill, Ismail, Singh, Labios, & Paris, 2012; Septiningsih, Collard, et al., 2013; Septiningsih et al., 2009, 2015; Septiningsih & Mackill, 2018; Singh et al., 2016). *AG1* has been introgressed into popular high‐yielding *indica* varieties, including IR64. Combining the flooding resilience conferred by *AG1/TTP7* and *SUB1/SUB1A‐1* by genetic pyramiding into farmer‐popular varieties could be advantageous to farmers. Indeed, genotypes carrying *AG1* and *SUB1* display anaerobic germination and vegetative‐stage submergence tolerance in small‐scale field trials (Toledo et al., 2015). Yet, the molecular consequences of genetic pyramiding of these two and other stress resilience loci are underexplored in crops.

Here, we investigated the interaction between *AG1* and *SUB1* loci, as their activities relative to submergence growth are contrasting, and their expression overlaps during submergence in the *japonica* cultivar M202(*SUB1*) (Jung et al., 2010; Mustroph et al., 2010). Four near‐isogenic genotypes differing at the *AG1* and *SUB1* loci were evaluated under three flooding scenarios experienced in rice plantations: (1) direct‐seeding in a shallow paddy to test anaerobic germination; (2) deep submergence of established seedlings to test vegetative‐stage submergence tolerance; and (3) direct‐seeding in a shallow paddy with submergence maintained for 16 days to test prolonged submergence tolerance from seeding through the transition to photoautotrophic growth. Neither anaerobic germination nor deep submergence tolerance was compromised in the pyramided genotype. Epistatic interactions between *AG1* and *SUB1* were evident in the third flooding scenario based on growth, survival, carbohydrates, and transcriptome analyses. Pyramiding of *AG1/TPP7* and *SUB1/SUB1A‐1* dampens early coleoptile elongation, delays the transition to photoautotrophy*,* and enhances the inhibition of elongation growth. This study predicts that the pyramided genotype may be less likely to thrive if submergence is prolonged after seeding, yet the IR64(*AG1,SUB1*) genotype should be effective in areas where shallow temporal flooding following direct seeding is well‐controlled, as shown by Chamara et al. (2018).

## 2 MATERIALS AND METHODS

### 2.1 Plant materials

Near‐isogenic lines in the IR64 cultivar were developed by introgression and bulked at the International Rice Research Institute (IRRI, Los Baños, Philippines). These included the genotypes IR64, IR64(*AG1*) (IR 93312‐30‐101‐20‐3‐66‐6), IR64*(SUB1*) (IR84194‐139), and IR64(*AG1,SUB1*) (IR 97703‐468‐21‐39) (Table S1a). The *SUB1A*, *SUB1C*, and *AG1/TPP7* alleles of these genotypes were confirmed by RNA‐sequencing (Figure S1). Additional IRRI lines included IR42 and the parental landraces KHO (Khao Hlan On) and FR13A (Flooding Resitant 13A). After postharvest drying, seeds were stored at 4°C and used within 3–18 months. To break dormancy, seeds were incubated at 50°C for 5 d. Plants for seed production were grown from the dry/winter season through the early wet season of 2013 at IRRI. Seeds for coleoptile and plumule length measurements were produced in 2012 in a greenhouse at the University of California, Riverside.

### 2.2 Survival evaluation of anaerobic germination and vegetative‐stage submergence

Seedling survival of underwater germinating seeds and shoot escape followed prior work (Septiningsih, Ignacio, et al., 2013) in biological triplicate. Experiments were performed in an alpha lattice design in an IRRI nethouse under ambient light (~11 hr photoperiod) and temperature. Thirty dry seeds of each genotype and parental controls were sown on trays with 1.5 cm soil and overlaid with 0.5 cm soil. Trays were submerged under 10 cm water measured from the soil surface with daily adjustment. Germination was scored based on a ≥1 mm coleoptile emergence. Survival was scored after 21 d of submergence. Control germination was performed in air.

Vegetative‐stage submergence survival was evaluated in cool months (December and February) at IRRI in biological triplicate following prior work (Septiningsih et al., 2012) in a randomized block design. Thirty seeds were dark‐germinated on moist paper towels for 2 d at 32°C and transplanted into the soil at 1 cm depth in plastic trays (54.0 × 38.5 × 9.6 cm), and placed in tanks in a nethouse. After 2 wk of growth, trays of seedlings at similar developmental age were submerged completely under 1.3–1.5 m water above the soil surface. Plants were desubmerged after 42 d, when IR42 control seedlings were visibly damaged. Control plants were grown in adjacent flats with standard watering. Survival was scored based on new tiller and leaf growth 21 d after desubmergence.

### 2.3 Combined anaerobic germination and vegetative‐stage submergence stress treatment

Triplicate biological experiments were performed under ambient temperature and ~12 hr photoperiod conditions in a nethouse at IRRI. Pots (14 × 9 × 9 cm) filled with 11 cm soil were covered with a cotton net (Figure S2a). One‐hundred dry seeds from IR64, IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1,SUB1*) were placed onto the cotton net and covered with 0.5 cm soil. Pots were submerged in acrylic plastic aquaria (80 × 74 × 74 cm) 5 cm above the soil. Water was added daily to maintain 5–10 cm above the tallest shoot tip. Pots were desubmerged every other day from 2 to 14 d for photodocumentation, measurement, and tissue harvest. After 16 d, plants were desubmerged and allowed to recover under standard watering for 21 d before scoring new tiller development. Control plants were grown in air. At harvest time points, desubmerged whole seedlings (*n* = 25) were weighed to determine fresh weight biomass and then dried at 50°C for 5 d to determine dry weight biomass. From photographs, shoot length and germination (≥1 mm coleoptile emergence) were scored using ImageJ. Seeds that failed to germinate or had inadvertently broken coleoptiles were not scored. For carbohydrate analyses, endosperm‐scutellar‐embryo tissue of 30 desubmerged seedlings was harvested from 2 to 14 d, and coleoptile‐shoot tissues were harvested at 8, 10, and 12 d. Coleoptile‐shoot tissues of younger seedlings were not harvested because tissue quantity was insufficient for the analyses. Embryo‐coleoptile‐shoot tissue from 45 seedlings was harvested for RNA isolation. All tissues were harvested within 12 min of desubmergence and stored at −80°C until use. The seedling regions harvested for each assay are summarized in Figure S3a.

For anaerobic germination (underwater) in darkness, dehulled seeds were surface‐sterilized with 2.6% (v/v) sodium hypochlorite containing 0.02% (v/v) Tween‐20 for 10 min, rinsed, and transferred to a 250 ml beaker containing 200 ml (6.3 cm depth) ddH_2_O and covered with foil. For aerobic germination, 5.5 ml ddH_2_O was used, and the foil cover was punctured to allow aeration. Samples were placed at 23°C in darkness for 4 d. The percentage of dissolved oxygen in the ddH_2_O was measured at the start and end of the experiment with a fiber optic oxygen meter (Neofox Sport, Ocean Optics, Dunedin, USA), in five replicates. Oxygen content was 18.25% at the start (0 d) and 18.33% at the end (4 d) of the anaerobic germination test.

### 2.4 Carbohydrate quantification from endosperm and shoot tissues

Starch and soluble sugar content measurements followed (Ismail et al., 2009). Briefly, 50 mg of pulverized endosperm‐scutellar‐embryo or coleoptile‐shoot freeze‐dried tissue was extracted 3× in 80% (v/v) ethanol (2× in 7 ml and 1× in 5 ml ethanol) heated at 80°C for 15 min, vortexed, cooled to 25°C and centrifuged at 4,500 *g* for 10 min at 4°C. The insoluble pellet was used for starch analysis, whereas the combined supernatant was used for soluble sugar analysis. Sugar was measured using anthrone reagent (AR; 2.67:1 anthrone:ethanol). 3 ml AR was added to 300 µl of supernatant, vortexed, heated at 95°C for 10 min, cooled on ice, and equilibrated to 25°C before spectrophotometric reading at 620 nm. A standard curve was constructed with 0, 12.5, 25, 50, 100, and 200 µg glucose reacting with 3 ml AR. To measure starch, the insoluble pellet was dried at 70°C for 24 hr for dry weight and processed following Ismail et al. (2009). The dried starch (≤20 mg) was solubilized in 2 ml of acetate buffer (25 mM sodium acetate, pH 4.6) in a boiling water bath for 3 hr with stirring every 20 min. The solution was further hydrolyzed using 1 ml of acetate buffer containing 1 ml amyloglucosidase (0.38 mg unit per reaction; Sigma‐Aldrich A1602) at 37°C for 24 hr. Samples were centrifuged at 4,500 *g* for 10 min, and the supernatant was reserved. The pellet was washed with 3 ml of water and centrifuged to collect the supernatant again. The volume of combined supernatant was raised to 25 ml with water. The hydrolyzed starch supernatant was analyzed colorimetrically using a Peroxidase/Glucose Oxidase (P/GO) enzyme mixture (1:5 units peroxidase:glucose oxidase, Sigma‐Aldrich P7119) and a color reagent (o‐dianisidine dihydrochloride; Sigma‐Aldrich F5803), prepared by mixing a P/GO enzyme capsule (100 units) with 100 ml water and 4 mg color reagent (500 units). 600 µl supernatant was mixed with 3 ml P/GO‐color reagent and dark‐incubated at RT for 30 min before recording the absorbance at 450 nm. A standard curve was constructed with 0, 10, 20, 40, and 60 µg starch in 3 ml reagent. Three technical and three biological replicates were assayed for these metabolites.

### 2.5 Molecular genotyping of *AG1/TPP7* and *SUB1A*

The mapped RNA‐seq data were used to genotype these loci (Figure S1). *AG1* was confirmed by the absence of the interval containing *TPP7* on chromosome 9 (Kretzschmar et al., 2015). *SUB1A* and *SUB1C* genotyped by visualization of known nucleotide polymorphisms (Xu et al., 2006).

### 2.6 RNA extraction, RNA‐seq libraries construction, and sequencing

Figure S4 illustrates the transcriptomics pipeline from harvest through bioinformatic analyses. Total RNA was extracted from 0.5 ml of pulverized tissue by vortexing in 800 µl extraction buffer I [100 mM Tris (pH 8.0), 150 mM LiCl, 50 mM EDTA, 1.5% (w/v) SDS, 1.5% (v/v) 2‐mercaptoethanol] (Li & Trick, 2005). Then, 500 µl of 1:1 phenol:chloroform (pH 4.7) was added and centrifuged at 13,000 *g* for 15 min at 4°C. The upper aqueous phase was collected and mixed with 500 µl extraction buffer II [70% (w/v) guanidinium sulfate, 0.75 M sodium citrate, 10% (w/v) lauryl‐sarcosine, 2 M sodium acetate (pH 4.0)], incubated for 10 min at 25°C, mixed with 400 µl 24:1 chloroform:isoamyl alcohol, and centrifuged. The supernatant was mixed with 500 µl isopropanol and 400 µl 1.2 M sodium chloride, incubated on ice for 15 min, and then centrifuged. RNA pellets were washed with 800 µl 70% (v/v) ethanol, dried for 15–20 min at 25°C, resuspended in 30 µl RNase‐free water, and stored at −80°C until further use. RNA quality was checked by agarose gel electrophoresis and quantified with a NanoDrop ND‐1000 spectrophotometer.

RNA‐Seq libraries were constructed following the high‐throughput Illumina strand‐specific RNA sequencing library protocol from Wang et al. (2011). Libraries had the expected fragment size (∼250 bp) with little or no primer contamination, based on agarose gel electrophoresis and Bioanalyzer (2100 Expert High Sensitivity DNA Assay) results. Library yield and concentration were evaluated with a Qubit 2.0 Fluorometer (Life Technologies). Index primers were used to amplify libraries (Table S1b). Paired‐end sequencing (2 × 50 cycles) was performed on the Illumina HiSeq 2500 by the Genomics Core Facility of the Institute for Integrative Genome Biology, UC Riverside.

### 2.7 Bioinformatic and statistical analyses

The flow diagram of the analyses is shown in Figure S4. Fastq files were processed by trimming with trim_galore (Babraham Bioinformatics, version 0.4.1). Sequencing reads overlapping with the adapter (Table S1c) for a minimum of 10 bp were trimmed using the full‐length adapters in paired‐end mode. Reads < 25 bp after trimming were discarded. Trimmed reads were aligned using Bowtie2 (version 2.2.5) and Tophat (version 2.0.14) to the *japonica* Nipponbare genome (IRGSP‐1.0.30 Ensembl) to which the *SUB1A‐1* gene sequence (DQ011598.1; Xu et al., 2006) was added. The Nipponbare genome encodes TPP7. Mapped reads were counted on exons using the “union mode.” Counting was performed using the GenomicFeatures and Rtracklayer packages. All bioinformatic analyses, except trimming, were done using R with the SystemPipeR workflow (Backman & Girke, 2016). Alignment statistics are listed in Dataset S1a. Libraries were prepared and sequenced in triplicate, and except IR64(*AG1,SUB1*) at 2 and 4 d, and IR64(*SUB1*) at 8 d, for which only two of three replicates were successfully sequenced.

RNA‐seq count data were analyzed using the edgeR package in R. The raw read count data were offset by adding five counts to each transcript isoform, so those with very low transcript count data could be included as genes in fold change analyses. The offset data were then normalized by the trimmed mean of M‐values (TMM) normalization in edgeR and analyzed to estimate dispersions (common, trended, and tagwise) and fitting to a negative binomial model. To determine differentially expressed genes (DEGs), the generalized linear model (GLM) likelihood ratio test was used in edgeR.

Linear regression model and ANOVA functions implemented in R (stats package) were used to analyze the log_2_ CPM (count per million read) data generated with edgeR. Genotypes and days of data collection were treated as categorical variables, and the main effects and interactions for these two variables were estimated and tested for each transcript. The Benjamini‐Hochberg Procedure was used to adjust the p‐values, providing a false discovery rate (FDR). DEGs (log_2_ FC > |1| and FDR < 0.05) were compared between genotypes on specific days (genotypic comparisons) or between days in specific genotypes (temporal comparisons) by Partitioning Around Medoids (PAM) clustering using FC values (FC Cluster Analysis) and log_2_ counts per million read (CPM) values (CPM Cluster Analysis). The BioMart database (‘plants.ensembl.org’ > ‘plants_mart’ > ‘osativa_eg_gene’) was used to obtain the GO terms (‘go_accession’ and ‘go_namespace_1006’).

### 2.8 Quantitative real‐time reverse transcriptase polymerase chain reaction (qRT‐PCR)

Total RNA was extracted with an RNeasy Plant Mini Kit (Qiagen). cDNA synthesis and qRT‐PCR were performed following (Juntawong, Girke, Bazin, & Bailey‐Serres, 2014). LOC_Os01g53520 was used for normalization. Primer information is in Table S1c.

### 2.9 Data deposition

The transcriptomic data that support the findings of this study are openly available in the NCBI GEO database (accession no. GSE136885).

## 3 RESULTS AND DISCUSSION

### 3.1 Anaerobic germination enhanced by *AG1* is not altered by the presence of *SUB1*

To investigate if enhanced anaerobic germination conferred by *AG1/TPP7* is influenced by *SUB1/SUB1A‐1*, near‐isogenic IR64 lines varying at *AG1* and *SUB1*, and parental accessions were dry seeded in soil under a column of water. The *AG1* donor KHO and both IR64 lines homozygous for *AG1* survived direct seeding at significantly higher frequencies than IR64 (Figure 1a). Survival rates for IR64(*AG1*; 70%) and IR64(*AG1,SUB1*; 58%) were statistically indistinguishable. IR64(*SUB1*) had higher survivability (33.3%) than IR64 (18.9% survival), although the difference was insignificant. Survivability was poor for the inbred IR42 (2.2%), a reference genotype for anaerobic germination intolerance (Angaji et al., 2009), and the *SUB1* donor FR13A (12.2%), as reported previously (Ismail et al., 2009). FR13A is unrelated to IR64 and contains QTL in addition to *SUB1* that contribute to submergence tolerance (Gonzaga, Carandang, Sanchez, Mackill, & Septiningsih, 2016). We conclude that pyramiding of *TPP7* and *SUB1A‐1* in IR64 does not impact establishment by direct‐seeding in shallow floodwaters.

**FIGURE 1:**
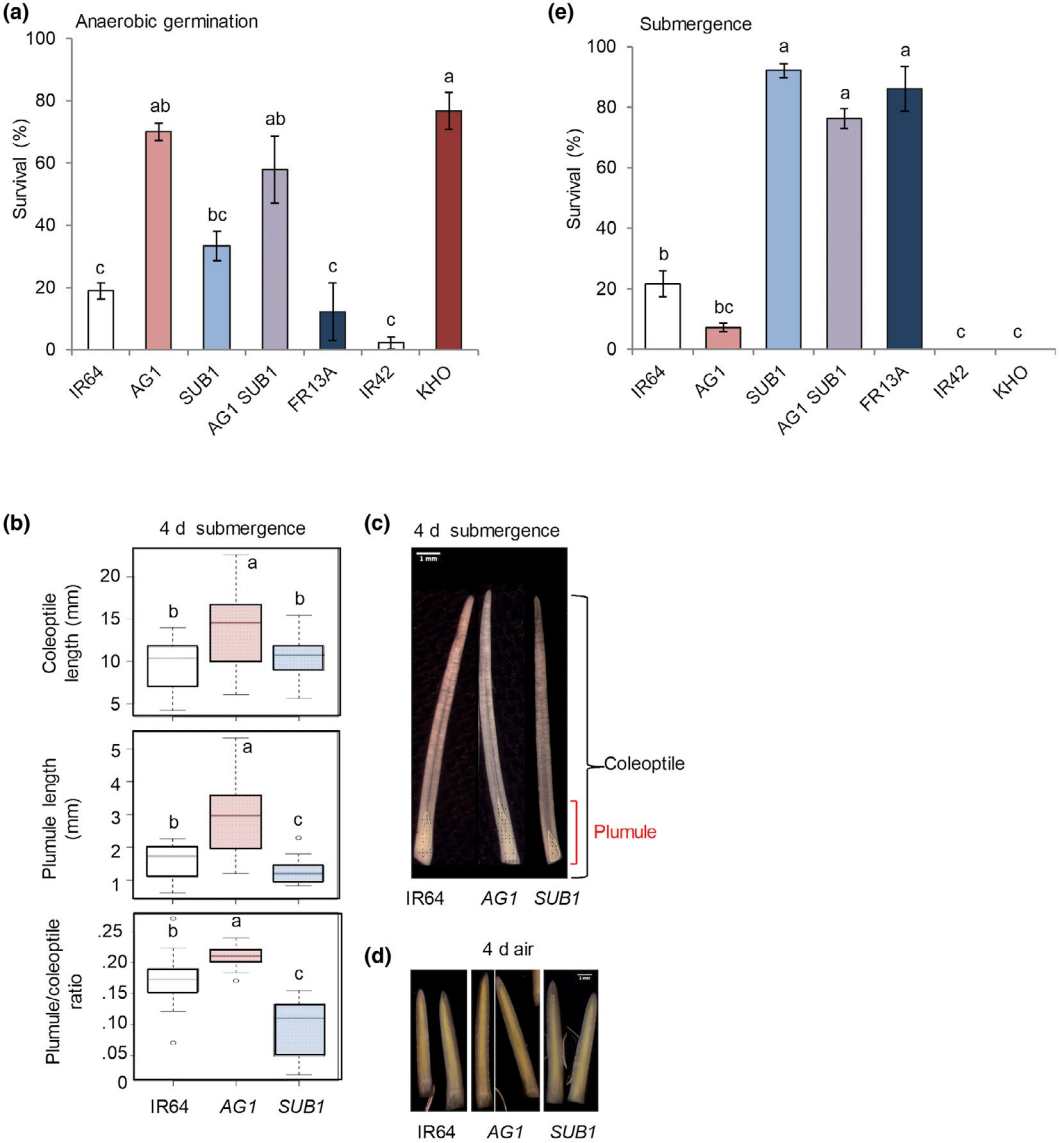
Pyramiding of *AG1* and *SUB1* in IR64 maintains anaerobic germination tolerance and vegetative‐stage submergence tolerance under respective submergence conditions. (a) *AG1* enhanced plant survival under anaerobic germination in genetic backgrounds with or without *SUB1*. This assay was performed in the soil by dry seeding under ambient light and temperature in a nethouse. IR64, IR64(*AG1*), IR64(*SUB1*), IR64(*AG1,SUB1*), FR13A, IR42, and KHO were dry seeded in soil and submerged at 10 cm water depth maintained for 21 d. Survival was scored if the shoot emerged above the water surface by day 21. (b–d) A hollow coleoptile develops from seeds grown under water. IR64, IR64(*AG1*), and IR64(*SUB1*) seeds were germinated in air or underwater (H_2_O) in complete darkness. After 4 d of growth, the length of the dissected coleoptile and plumule (leaf whorl surrounding the shoot apical meristem) were measured, and their was ratio calculated. Lower and upper whiskers indicate the minima and maxima, respectively; the box represents the interquartile range; the line in the box shows the median length from 3 independent biological replicates of 10 dissections. Circles indicate outliers. Dissected coleoptiles were observed with visible light at 5× magnification from underwater‐grown (b) and air‐grown (c) seeds. Plumules are outlined to enhance visualization. White bars indicate 1 mm. (e) *SUB1* maintained seedling survival of vegetative‐stage submergence in IR64(*AG1,SUB1*). 14‐d‐old seedlings of the seven genotypes were completely submerged at 1.3–1.5 m depth and desubmerged after 42 d when the majority of the IR42 plants displayed leaf death. Survival was confirmed as new tiller and leaf growth after 21 d of recovery. The data in panel (a) and (e) represent mean ± *SE* of 3 biological replicates (*n* = 30 seedlings of each genotype per replicate). Genotypes, indicated as *AG1*, *SUB1,* and *AG1 SUB1,* are in the IR64 background. Letters indicate significant differences (*p* < 0.05, ANOVA with Tukey HSD test)

Prior studies monitored germination and shoot development during underwater germination in darkness (Kretzschmar et al., 2015; Narsai et al., 2015) or low oxygen conditions (Lasanthi‐Kudahettige et al., 2007; Magneschi et al., 2009) for short durations to compare genotypes. Thus, we evaluated the length of the coleoptile and plumule (shoot meristem region and surrounding leaflets within the coleoptile sheath) after germination in air or underwater in complete darkness. The hollow “snorkel” coleoptile and plumule of IR64(*AG1*) was longer than that of IR64 and IR64(*SUB1*) after 4 d of dark submergence (Figure 1b,c). Germination in air produced a leaf whorl filling the entire coleoptile at 4 d, which split by 5 d to allow for the emergence of the expanding shoot (Figure 1d), confirming that the snorkel phenotype is conditional to anaerobic germination. The IR64(*AG1*) characteristics observed are consistent with those reported by Kretzschmar et al. (2015).

### 3.2 Submergence tolerance conferred by *SUB1* is not compromised by *AG1*

To evaluate if vegetative‐stage submergence tolerance provided by *SUB1* is influenced by *AG1*, we measured the submergence survival of the four genotypes. Sixteen‐d‐old plants were fully submerged until leaves of the highly submergence‐sensitive genotype IR42 had deteriorated. *SUB1*‐containing lines had significantly higher survival rates (76%–92%) than the other genotypes (Figure 1e). As anticipated, non‐*SUB1* lines had poor survivability: IR64 (21.6%) and IR64(*AG1*) (7.1%). None of the IR42 or KHO plants recovered from the prolonged submergence. This demonstrates that *SUB1A‐1* confers submergence tolerance in the presence of *TPP7*, which is consistent with the knowledge that the *japonica* M202(*SUB1*) cultivar that encodes *SUB1A‐1* and *TPP7*, is tolerant to submergence (Fukao et al., 2006). Thus, pyramiding *AG1* with *SUB1* does not compromise the submergence resilience contributed by *SUB1A‐1* to vegetative stage seedlings.

### 3.3 *AG1* and *SUB1* interact when direct‐seeding is followed by extended submergence

Kretzschmar et al. (2015) demonstrated that the *TPP7* promoter is active in the aleurone, scutellum/embryo axis, coleoptile, and root of seeds after 2 and 4 d of germination underwater in darkness. Data of other studies show that *SUB1A‐1* mRNA accumulates in shoots of 14‐d‐old plants within one hour of submergence and is maintained for more than two weeks (Fukao et al., 2006; Xu et al., 2006) and *TPP7* mRNA accumulates during submergence in both near isogenic cultivars varying at *SUB1A* (Jung et al., 2010; Mustroph et al., 2010). Given the opposing roles of these genes in underwater growth at the germination and vegetative stage, respectively, an interaction between loci may occur in underwater‐seeded rice that is unable to emerge into the air before exhaustion of seed reserves or transitioning to photoautotrophy. To evaluate this hypothesis, we dry seeded and maintained the four genotypes under complete submergence for 16 d (Figure S2a,d). None of the genotypes had germinated after 2 d underwater, IR64(*AG1*) had the highest percentage of germinated seeds (78%) after 4 d, all genotypes except IR64(*AG1,SUB1*) matched IR64(*AG1*) germination after 6 d, and all genotypes approached 100% germination after 8 d (Figure 2a).

**FIGURE 2:**
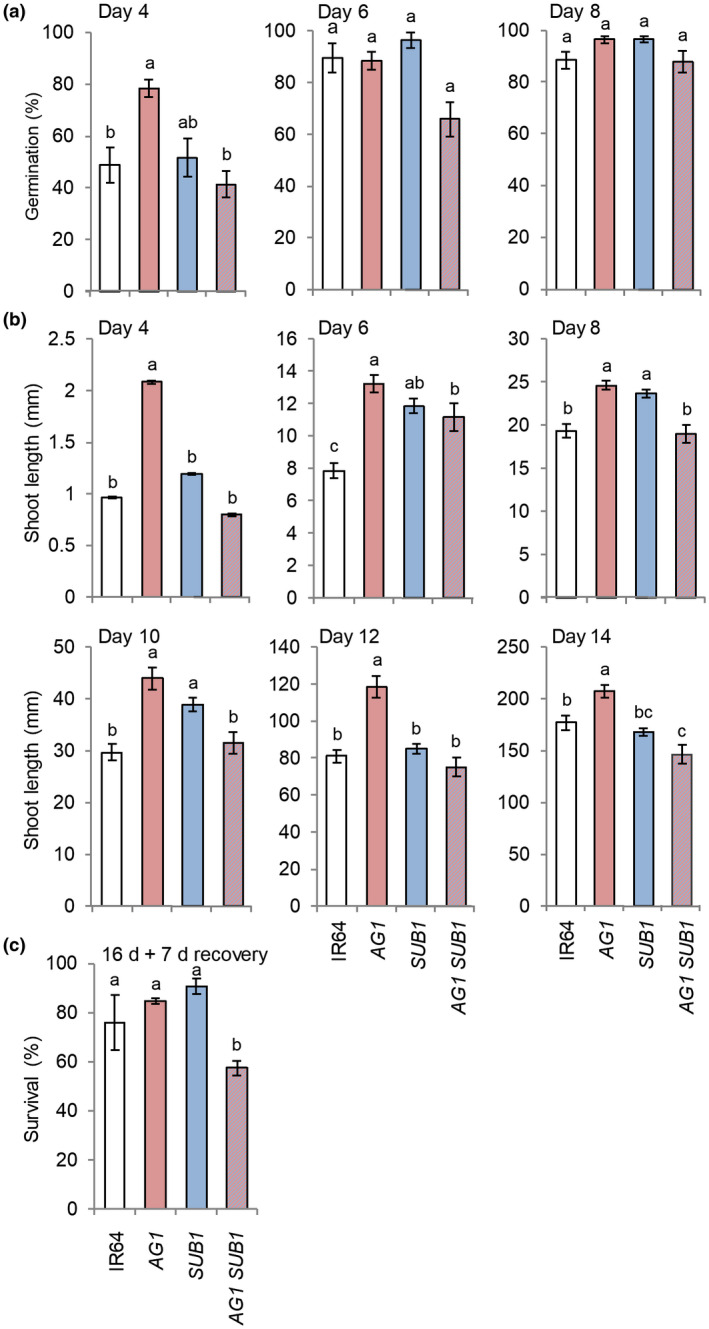
Germination, shoot growth, and survival of near‐isogenic lines, continually submerged up to 16 d, indicate *AG1* and *SUB1* interactions. IR64, IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1,SUB1*) were dry seeded in soil and submerged completely with incremental addition of water for up to 16 d. (a) Percentage of germinated seed (coleoptile emergence ≥ 1 mm) at 4, 6, and 8 d of submergence. (b) Coleoptile/shoot length at 4, 6, 8, 10, 12, and 14 d of submergence. (c) Percentage of plants surviving 16 d of submergence, based on tiller and leaf growth, scored 7 d after desubmergence. Data represent mean ± *SE* of three biological replicates (*n* = 25–30 seedlings of each genotype per replicate). Letters represent significant differences (*p* < 0.05, ANOVA with Tukey HSD test)

To evaluate genotypic control of shoot elongation, we measured the length of the coleoptile and emergent shoot from day 4 through 14 of submergence (Figure 2b; Figure S2). Differences in temporal elongation were observed between genotypes. The rapid coleoptile elongation conferred by *TPP7* was clear at 4 d for IR64(*AG1*) but conspicuously absent in IR64(*AG1,SUB1*). IR64, IR64(*SUB1*), and IR64(*AG1,SUB1*) had comparable coleoptile lengths at 4 d. After 6 d, etiolated coleoptiles of all genotypes extended from the soil, with no emergent leaves (Figure S2c). IR64(*SUB1*) and IR64(*AG1,SUB1*) had similar coleoptile/shoot length, whereas that of IR64 was significantly shorter. Coleoptiles split, the first true leaves emerged, and greening became evident after day 6. A similar number of green shoots was visible for IR64(*AG1*) and IR64(*SUB1*) at 8 d, with fewer visible for the other two genotypes. This transition was marked by a near‐doubling in shoot length every 2 d in all genotypes. IR64(*AG1*) shoots were consistently the most elongated, whereas elongation of IR64(*SUB1*) and IR64(*AG1,SUB1*) slowed between 12 and 14 d (Figure 2b; Figure S2d), characteristic of dampened underwater elongation conferred by *SUB1A‐1* (Fukao et al., 2006).

The recovery of new tillers after prolonged submergence (16 d) was the most compromised in IR64(*AG1,SUB1*) of the four near‐isogenic lines (Figure 2c). The percentage of seedling survival of the pyramided genotype (57%) was statistically distinguishable from IR64 (76%), IR64(*AG1*) (85%), and IR64(*SUB1*) (91%). This sensitivity contrasts with the vegetative‐stage submergence tolerance (Figure 1e) observed when submegence began after the transition to photoautotrophic growth. Following desubmergence, leaves of IR64(*SUB1*) were the most and IR64(*AG1,SUB1*) the least erect (Figure S2e), indicative of weakened cell wall rigidity associated with underwater elongation (Vreeburg et al., 2005). Survival of transient submergence is associated with changes in metabolism and growth that occur during submergence and post‐submergence recovery period (Fukao et al., 2011; Yeung, Bailey‐Serres, & Sasidharan, 2019; Yeung et al., 2018). The presence of *SUB1A‐1* dampens post‐submergence stresses that include a rapid burst in ROS and leaf dehydration (Fukao et al., 2011), it also accelerates recovery of carbon and nitrogen de‐subhomeostasis following desubmergence (Locke et al., 2017). Pyramiding *TPP7* with *SUB1A‐1* may have a negative consequence on these post‐submergence events. Taken together, these data demonstrate a genetic interaction between *TPP7* and *SUB1A‐1* that is of negative consequence if submergence at seeding continues through the transition to photoautotrophic development.

### 3.4 *AG1* and *SUB1* similarly influence biomass, soluble sugars, and starch of seed and shoot tissues during prolonged submergence

Based on prior observation that the embryo‐coleoptile region of dark‐grown (4 d) seeds of IR64(*AG1*) and transgenic IR64(*promoterTPP7:TPP7*) elevate α‐amylase activity and sucrose content relative to IR64 (Kretzschmar et al., 2015), we monitored nonhydrolyzable starch and soluble sugar contents over the 14 d submergence time course in endosperm and shoot tissue (Figure S3a–e). We also measured changes in whole seedling biomass. Seedling fresh weight (Figure S3f) increased after 10 d of submergence as shoot tissues elongated and expanded (Figure 2b), becoming significantly higher in IR64(*SUB1*) and lower in IR64(*AG1,SUB1*) by 14 d, relative to IR64. By contrast, seedling dry weight and the soluble sugar and starch contents of the endosperm were statistically indistinguishable between genotypes (Figure S3b,d,g), with the exception of a significant elevation of endospermic soluble sugar content in IR64(*SUB1*) at 12 d. The endosperm of IR64(*AG1*) and IR64(*SUB1*) tended to have lower starch content at later time points. Endospermic starch and sugar levels were progressive lower and higher, respectively, from 2 to 14 d underwater in all genotypes, indicating that seed reserves are tapped but not fully consumed during underwater seedling establishment, even after 14 d under submergence.

We also monitored sugar and starch content of shoots from 8 to 14 d (Figure S3c,e), commensurate with the greening and rapid elongation phase of underwater seedling development. Genotypes had statistically indistinguishable levels of these carbohydrates, except for modestly higher soluble sugar in IR64(*SUB1*) and IR64(*AG1,SUB1*) at 8 d. The presence of shoot starch in these illuminated plants is evidence of underwater photosynthesis. Thus, all four genotypes progressively mobilized endosperm reserves and transitioned to the production of photosynthate when maintained under constant submergence for 14 d following seeding underwater. Despite limited differences in starch and sugar metabolites, the distinction in coleoptile and shoot elongation dynamics and survival in these four genotypes motivated us to examine interactions between *TTP7* and *SUB1A‐1* using transcriptomics.

### 3.5 Transcriptomic survey of near‐isogenic genotypes differing at *AG1* and *SUB1*

A transcriptome analysis was performed with the same tissue used for the growth and metabolite study to identify transcripts regulated over developmental time by *AG1*/*TPP7* or *SUB1*/*SUB1A‐1* or as a result of their genetic interaction. Transcriptomes were sequenced at four time points: at 2 d after initiation of germination; at 4 d, when *AG1* enhanced coleoptile elongation in IR64(*AG1*); at 8 d, when leaves emerged from the senescencing coleoptile and shoot length doubled every 48 hr; and at 14 d, when a *SUB1A‐1* effect on shoot elongation was evident. 

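Embryo, coleoptile and shoot tissue of IR64, IR64(AG1), IR64(SUB1) and IR64(AG1,SUB1) was sampled at 2, 4, 8 and 14 d after seeding underwater, which gave 16 groups of genotype and day. IR64(AG1,SUB1) had 2 libraries at 2 d and 2 at 4 d, IR64(SUB1) had 2 at 8 d, and the other 13 groups had 3, for 45 libraries in all. The authors deposited the number of reads counted on the exons of 35677 genes in each library, without normalization, after alignment to the Nipponbare genome with the SUB1A-1 sequence added. Of these genes, 4043 had no count in any library. The total count per library ranged from 12256409 to 24870831, with a median of 20459708. At 2 d, the totals ran from 13589509 to 19652117 (median 15023325) in IR64, from 13126967 to 19933089 (median 16830770) in IR64(AG1), from 12256409 to 21859954 (median 16080154) in IR64(SUB1) and from 12768107 to 14549453 (median 13658780) in IR64(AG1,SUB1). At 4 d, they ran from 14183209 to 21601743 (median 15533274) in IR64, from 16739586 to 21856515 (median 20165211) in IR64(AG1), from 13199636 to 22143298 (median 17641355) in IR64(SUB1) and from 13200512 to 23143186 (median 18171849) in IR64(AG1,SUB1). At 8 d, they ran from 20112846 to 21641091 (median 20619603) in IR64, from 20778795 to 21661785 (median 21214614) in IR64(AG1), from 20759859 to 24657341 (median 22708600) in IR64(SUB1) and from 18191142 to 21642057 (median 20032534) in IR64(AG1,SUB1). At 14 d, they ran from 22782598 to 24583898 (median 23063479) in IR64, from 20459708 to 23940223 (median 22890114) in IR64(AG1), from 21494245 to 24870831 (median 21925822) in IR64(SUB1) and from 19923917 to 22994729 (median 20262674) in IR64(AG1,SUB1). The depth was lower at 2 and 4 d than at 8 and 14 d in most libraries.
The counts were analysed in a single edgeR fit of the 16 groups after TMM normalization, with the 26180 genes that passed edgeR's filter on low counts. A gene was called differentially expressed at a Benjamini-Hochberg FDR under 0.05 in the quasi-likelihood test with a log2 fold change above 1 or below -1, the thresholds of the paper. Expression levels are given as CPM with TMM library sizes, as mean and SD over the libraries of a group. The identifiers of the count table could be paired with the names in the text for 13 genes and SUB1A only, through the paper's datasets, so TPP7 and the other named genes are not analysed here. Reads of near-identical copies within a gene family, such as the CAB or expansin genes, could be split between copies by the counting, which leaves the levels of single members uncertain.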

Figure S4 illustrates the flow chart of mRNA‐sequencing and transcriptome analysis. 

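In Dataset S1a, the paper lists between 33160017 and 66267624 alignments for each of the 45 libraries in the count table, with 94.8 to 96.0% of the reads aligned. The total count over all genes of the count table was 33.8 to 40.6% of the number of alignments in each library. The reads are paired, and whether a count stands for a pair or for a single read was not determined, so this is not the share of alignments that fell on genes.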

RNA‐sequencing libraries produced 33 to 66 million reads, of which 95% mapped uniquely to exons (Dataset S1a).

As a first step, we compared *TPP7* and *SUB1A* transcript abundance determined by RNA‐sequencing over the developmental time course (2, 4, 8, and 14 d). qRT‐PCR validation was performed with additional sampling at 6, 10, and 12 d (Figure S5a–d). The sequence differences at *TPP7* and *SUB1A* of the four genotypes are shown in Figure S1a–d. As mentioned, IR64 lacks *TPP7* due to a deletion. IR64(*SUB1*) encodes *SUB1A‐1*, whereas IR64 encodes *SUB1A‐2*. Submergence tolerance is associated with pronounced induction of *SUB1A‐1,* whereas intolerance is correlated with limited upregulation of *SUB1A‐2* (Fukao et al., 2006; Iftekharuddaula et al., 2016; Sharma et al., 2018; Singh et al., 2010; Xu et al., 2006). Tolerance also correlates with a nucleotide polymorphism that distinguishes *SUB1A‐1* and *SUB1A‐*2 (Xu et al., 2006), conferring a serine residue in SUB1A‐1 that can be phosphorylated in vitro by mitogen‐activated protein kinase 3 (Singh & Sinha, 2016). *SUB1A‐1* transcripts were at the limit of detection in coleoptiles harvested at 2 and 4 d and increased between 4 and 14 d in IR64(*SUB1*) and IR64(*AG1,SUB1*) (Figure S5a). 

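The count table held SUB1A as 1 entry, which does not distinguish SUB1A-1 from SUB1A-2. At 2 d, no library of IR64(SUB1) or IR64(AG1,SUB1) had a SUB1A count. At 4 d, the highest count was 1 in IR64(SUB1) and 2 in IR64(AG1,SUB1), below the floor of 3 counts used here. At 8 d, SUB1A rose to 60.2 ± 15.0 CPM (SD, n = 2) in IR64(SUB1) and to 53.4 ± 18.7 CPM (SD, n = 3) in IR64(AG1,SUB1), at least 226-fold and 199.8-fold higher than the floor at 4 d. At 14 d, the level was 139 ± 33.3 CPM (SD, n = 3) in IR64(SUB1) and 153 ± 20.4 CPM (SD, n = 3) in IR64(AG1,SUB1). The log2 fold change from 8 to 14 d was 1.52 in IR64(AG1,SUB1) (standard error 0.32, FDR 0.000282, edgeR quasi-likelihood test) and 1.21 in IR64(SUB1) (standard error 0.36, FDR 0.00944, edgeR quasi-likelihood test). The rise in IR64(SUB1) was not past the FDR threshold with DESeq2's size factors and Wald test (FDR 0.2), and past it in the other alternatives (FDR from 0.00102 to 0.0133).

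**Figure D1:**
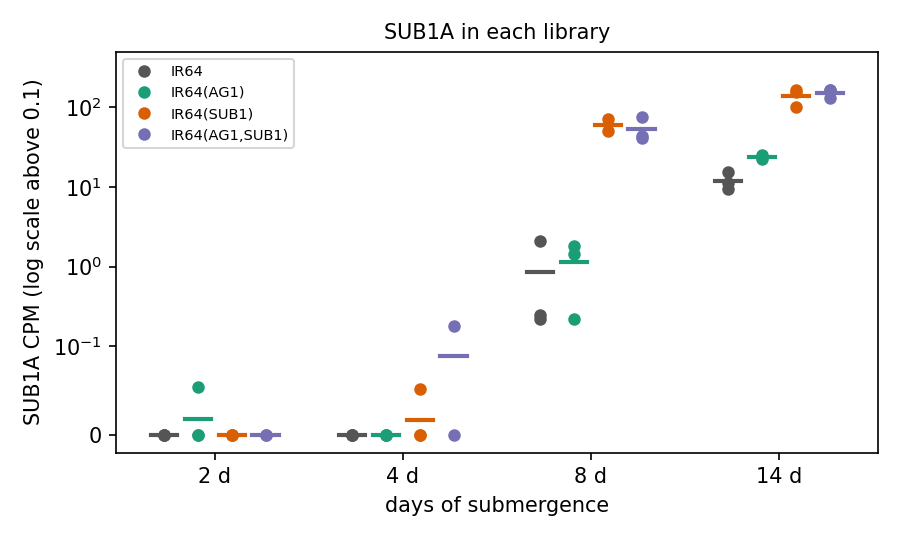
SUB1A in CPM (y axis, log scale above 0.1) in each library at 2, 4, 8 and 14 d (x axis), with a point per library and a bar at the mean of each genotype. At 8 and 14 d, every library of IR64(SUB1) and IR64(AG1,SUB1) lies above every library of IR64 and IR64(AG1).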

*SUB1A‐2* mRNA increased, although insignificantly, between 8 and 14 d in IR64 and IR64(*AG1*)*,* with maximum levels significantly lower than that of *SUB1A‐1* at both time points. 

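In IR64 and IR64(AG1), the SUB1A entry of the count table had at most 1 count in any library at 2 and 4 d. At 8 d, it stood at 0.849 ± 1.07 CPM (SD, n = 3) in IR64, with counts from 5 to 45, and at 1.16 ± 0.835 CPM (SD, n = 3) in IR64(AG1), with counts from 5 to 44. At 14 d, it reached 12.0 ± 2.92 CPM (SD, n = 3) in IR64 and 23.8 ± 1.27 CPM (SD, n = 3) in IR64(AG1). The log2 fold change from 8 to 14 d was 3.85 in IR64 (standard error 0.46, FDR 3.75e-08, edgeR quasi-likelihood test) and 4.33 in IR64(AG1) (standard error 0.43, FDR 1.63e-09, edgeR quasi-likelihood test), and in both lines every library of 14 d lay above every library of 8 d. Against IR64, IR64(SUB1) was higher by a log2 fold change of 6.18 at 8 d (FDR 2.42e-10, edgeR quasi-likelihood test) and 3.54 at 14 d (FDR 4.99e-08, edgeR quasi-likelihood test). Against IR64(AG1), IR64(AG1,SUB1) was higher by 5.50 at 8 d (FDR 2.65e-10, edgeR quasi-likelihood test) and 2.68 at 14 d (FDR 2.63e-06, edgeR quasi-likelihood test).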

*TPP7* mRNA was low at day 2 and rose significantly by 8 d in IR64(*AG1*) and IR64(*AG1,SUB1*) and was undetectable due to a deletion in IR64 and IR64(*SUB1*) (Figures S1b and S5b), validating the absence of this gene. As *SUB1A‐1* and *TPP7* are co‐expressed after 6 d (Figure S5c,d), we hypothesized that *SUB1A‐1* would have a limited impact on the transcriptome before day 4 of development underwater.

### 3.6 Transcriptome variations of the pyramided genotype demonstrate epigenetic interaction between *TPP7* and *SUB1A‐1*

A multidimensional scaling (MDS) analysis was performed to gain an overall perspective of how the 16 transcriptomes varied by genotype and time. This revealed moderate genotypic differences and pronounced temporal variation over the submergence time course (Figure 3a). All genotypes grouped together at each time point, with the similar 2 and 4 d transcriptomes grouping separately from the 8 and 14 d transcriptomes on Dimension 1 (71.5% of the total variation). 

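With the 500 genes of largest pairwise difference in log2 CPM, Dimension 1 of the MDS of the 45 libraries held 67.4% of the variation (jackknife standard error 1.88). All 2 d libraries lay at or below -3.79 on Dimension 1 and the 4 d libraries between -3.74 and -3.40. All libraries of 8 and 14 d lay above 0 on this dimension, the lowest at 1.42. With all 26180 genes in place of 500, which moved the share most among the alternatives set in advance, Dimension 1 held 72.7%. With each library left out in turn, its share stayed between 66.9 and 68.2%.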

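On Dimension 1, the 11 libraries of 8 d ranged from 1.42 to 3.27 and the 12 libraries of 14 d from 4.24 to 4.76, without overlap. On Dimension 2, which held 8.52% of the variation (jackknife standard error 1.34), the 8 d libraries ranged from -2.47 to -1.43 and the 14 d libraries from 0.51 to 1.93.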

The 8 and 14 d samples separated on both Dimension 1 and Dimension 2 (9.5% of the total variation). This indicates that a major transcriptome transition occurs between 4 and 8 d that is followed by changes between 8 and 14 d. 

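The number of genes called between 4 and 8 d was 7961 in IR64, 9278 in IR64(AG1), 9179 in IR64(SUB1) and 7813 in IR64(AG1,SUB1). Between 2 and 4 d, 2639 genes were called in IR64, 2179 in IR64(AG1), 3134 in IR64(SUB1) and 3052 in IR64(AG1,SUB1). Between 8 and 14 d, the numbers were 7324, 5771, 4746 and 5497 in the same order. Fitting only the 2 groups compared moved these numbers most for IR64(AG1,SUB1) between 2 and 4 d, from 3052 to 1839. In that setting, IR64 had 6613 genes between 4 and 8 d and 6658 between 8 and 14 d. In the fits that each left out a library, the number between 4 and 8 d ranged from 7461 to 7988 in IR64 and from 8714 to 9003 in IR64(SUB1).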

Transcriptomes of genotypes were most clearly separated at 14 d. 

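Genotype accounted for 49.8% of the squared distance in log2 CPM between libraries at 14 d, 46.3% at 2 d, 43.1% at 8 d and 41.7% at 4 d. Much of each share arises without a genotype effect. With rearranged genotype labels, the median share was 26.9% at 14 d, 29.8% at 2 d, 29.6% at 8 d and 29.8% at 4 d. At 2, 4 and 14 d, no other arrangement of the genotype labels gave a share as large (exact permutation test, 15400 arrangements, p = 6.49e-05, the smallest they can give; Benjamini-Hochberg adjusted over the 4 days, 8.66e-05). At 8 d, 1 other arrangement did (exact permutation test, p = 0.00013). The mean distance between libraries of different genotypes exceeded that between libraries of the same genotype by 24.3% at 14 d, 20.4% at 2 d, 12.1% at 8 d and 11.7% at 4 d. The differences between days were not tested. With the 500 most variable genes of each day, the setting that moved these shares most, genotype accounted for 80.1% at 14 d and 71.4, 69.3 and 69.7% at 2, 4 and 8 d. Rearranged labels gave median shares from 26.5 to 29.3% in this setting.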

Next, we identified differentially expressed genes (DEGs; FC [fold change] > |2|; FDR < 0.05) based on comparisons between genotypes and time points (Dataset S1). 

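Of the 26180 genes tested, 3857 were called in any of the 24 comparisons between genotypes on the same day and 15933 in any of the 12 comparisons between successive days. Against IR64, 239 genes were called in IR64(AG1) at 2 d, 156 at 4 d, 661 at 8 d and 88 at 14 d. In IR64(SUB1), the numbers were 402, 224, 924 and 183. In IR64(AG1,SUB1), they were 1121, 284, 237 and 461. Fitting only the 2 groups compared moved these counts most, for IR64(AG1) against IR64 at 8 d from 661 to 71 genes. At 8 d, single libraries also moved them. IR64(SUB1) against IR64 gave 388 genes without replicate 1 of IR64 and 1449 without replicate 2 of IR64, and IR64(AG1) against IR64 gave 223 genes without replicate 3 of IR64(AG1) and 1148 without its replicate 1.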

The pair‐wise comparison of DEG numbers between genotypes at each time point illustrates that IR64(*AG1,SUB1*) is the most distinct genotype (Figure 3b). This was most evident early (at 2 d) and late (at 14 d) when several hundred transcripts were dampened or elevated relative to the three other genotypes respectively.

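Each genotype entered 3 of the 6 pair-wise comparisons of a day, and the mean number of genes called over these 3 was taken as its distance from the others. At 2 d, the mean was 1016 genes for IR64(AG1,SUB1), against 587 for IR64, 631 for IR64(AG1) and 646 for IR64(SUB1). At 4 d, it lay between 221 genes for IR64 and 249.7 for IR64(AG1,SUB1). At 8 d, IR64 had the highest mean with 607 genes and IR64(AG1,SUB1) the lowest with 321. At 14 d, IR64(AG1,SUB1) again had the highest with 532, against 244 for IR64, 282 for IR64(AG1) and 333 for IR64(SUB1). The differences between these means were not tested.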

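At 2 d, 252 genes were called lower in IR64(AG1,SUB1) than in each of the other genotypes and 45 higher than in each. At 14 d, 12 were called lower and 243 higher. At 4 d, 15 were lower and 7 higher, and at 8 d, 12 were lower and 8 higher. Of the 1121 genes called against IR64 at 2 d, 738 were lower in the pyramided line, and of the 461 called at 14 d, 363 were higher. The pyramided line had 2 libraries at 2 d. Its replicate 3 had a count in 21560 genes, the fewest of all 45 libraries. Replicate 2 had one in 23114 genes at a lower total count. Whether this raised the number of lower calls was not tested. Neither of these libraries was left out for these counts, since a single library would remain.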

**FIGURE 3:**
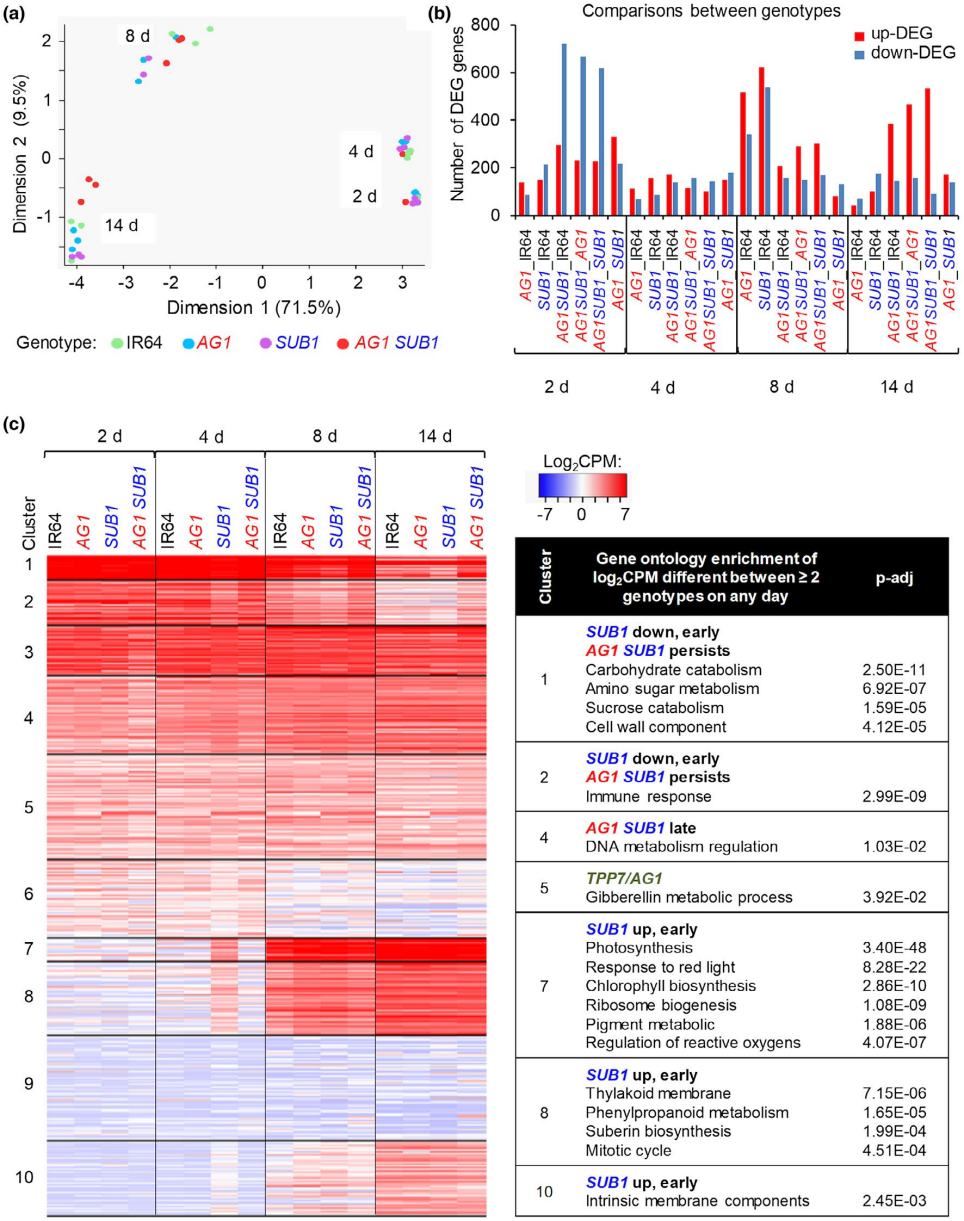
Transcriptomic changes during germination and seedling establishment of genotypes grown under prolonged submergence. (a) MDS analysis with dimensions 1 and 2 of transcriptomes from four time points and four genotypes determined using mean log_2_CPM values. (b) Differentially expressed gene (DEG; log_2_ FC > |1|; FDR < 0.05) numbers based on genotypic comparisons of log_2_CPM values over four submergence time points. (c) Cluster analyses (*n* = 10) of DEGs using mean log_2_CPM values of genotypes over four submergence time points. Representative Gene Ontology (GO) categories reflect analyses of key clusters for the degree of *AG1* and *SUB1* loci regulation. Genes and corresponding log_2_CPM values and GO terms in each cluster are in Dataset S1d, e

To better view the interactions between *TPP7* and *SUB1A‐1*, we displayed the log_2_CPM values of DEGs between genotypes at each time point (Figure 3c; Dataset S1c,d,e), again exposing a transcriptome transition between 4 and 8 d. 

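Between 4 and 8 d, more genes rose than fell in each genotype. In IR64, 5919 rose and 2042 fell. In IR64(AG1), 6481 rose and 2797 fell. In IR64(SUB1), 6269 rose and 2910 fell, and in IR64(AG1,SUB1), 5692 rose and 2121 fell. From 2 to 4 d, the share of rising genes among those called was 61.6% in IR64, 62.1% in IR64(AG1), 65.8% in IR64(SUB1) and 68.1% in IR64(AG1,SUB1).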

Based on Gene Ontology (GO) enrichment, days 2 and 4 represent a seed germination phase characterized by transcripts associated with seed nutrient reserve mobilization and cellular wall development (cluster 1). 

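Cluster 1 is listed only in part in the copy of Dataset S1c used here, so the fall of transcripts was followed in the 2042 genes that fell in IR64 between 4 and 8 d. At 4 d, 11 of these genes were called lower than in IR64 and 10 higher in IR64(SUB1), 12 lower and 5 higher in IR64(AG1), and 25 lower and 9 higher in IR64(AG1,SUB1). At 8 d, 243 were called lower and 20 higher in IR64(SUB1), 112 lower and 20 higher in IR64(AG1), and 20 lower and 16 higher in IR64(AG1,SUB1). The genes were chosen on the same IR64 libraries the lines were compared with, which by itself lowers a line at 4 d and raises it at 8 d.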

IR64(*SUB1*) was the first and IR64(*AG1,SUB1*) the last to downregulate these transcripts. The 4 to 8 d transition was marked by the upregulation of genes associated with plastid biogenesis, photosynthesis, and mitotic cell cycle genes (clusters 7, 8, and 10). This reconfiguration of the transcriptome coincides with the emergence and greening of shoot tissue by 8 d (Figure S2c). IR64(*SUB1*) displayed this transition early (4 d), followed by IR64(*AG1*) at 8 d.

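Each library of 4 d was placed between the mean transcriptomes of 2 d (score 0) and 8 d (score 1) over all genotypes, using the log2 CPM of all tested genes. The mean score was 0.171 ± 0.0171 (SD, n = 3) in IR64(SUB1), 0.170 ± 0.00711 (SD, n = 3) in IR64(AG1), 0.145 ± 0.0168 (SD, n = 2) in IR64(AG1,SUB1) and 0.138 ± 0.0124 (SD, n = 3) in IR64. Replicate 3 of IR64(SUB1), at 0.151, lay within the range of IR64, and IR64(SUB1) did not differ from the other genotypes (exact permutation test, 2-sided, p = 0.158 over 165 splits; Benjamini-Hochberg adjusted over 12 such tests, 0.315). IR64 lay lowest (exact permutation test, 2-sided, p = 0.0364; adjusted, 0.17). Placed in the same way between 4 d (score 0) and 14 d (score 1), the 8 d libraries had means of 0.726 ± 0.0104 (SD, n = 2) in IR64(SUB1), 0.703 ± 0.062 (SD, n = 3) in IR64(AG1), 0.623 ± 0.0299 (SD, n = 3) in IR64(AG1,SUB1) and 0.577 ± 0.0519 (SD, n = 3) in IR64 (IR64 against the others, exact permutation test, 2-sided, p = 0.0424; adjusted, 0.17). The 2 libraries of IR64(SUB1) at 8 d are replicates 2 and 3. Of the 5919 genes that rose in IR64 between 4 and 8 d, 59 were called higher than in IR64 at 4 d and 12 lower in IR64(SUB1), 55 higher and 13 lower in IR64(AG1), and 57 higher and 27 lower in IR64(AG1,SUB1). At 8 d, 290 were called higher and 47 lower in IR64(SUB1), 307 higher and 28 lower in IR64(AG1), and 35 higher and 18 lower in IR64(AG1,SUB1). Choosing the genes on the same IR64 libraries by itself raises a line against IR64 at 4 d and lowers it at 8 d.

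**Figure D2:**
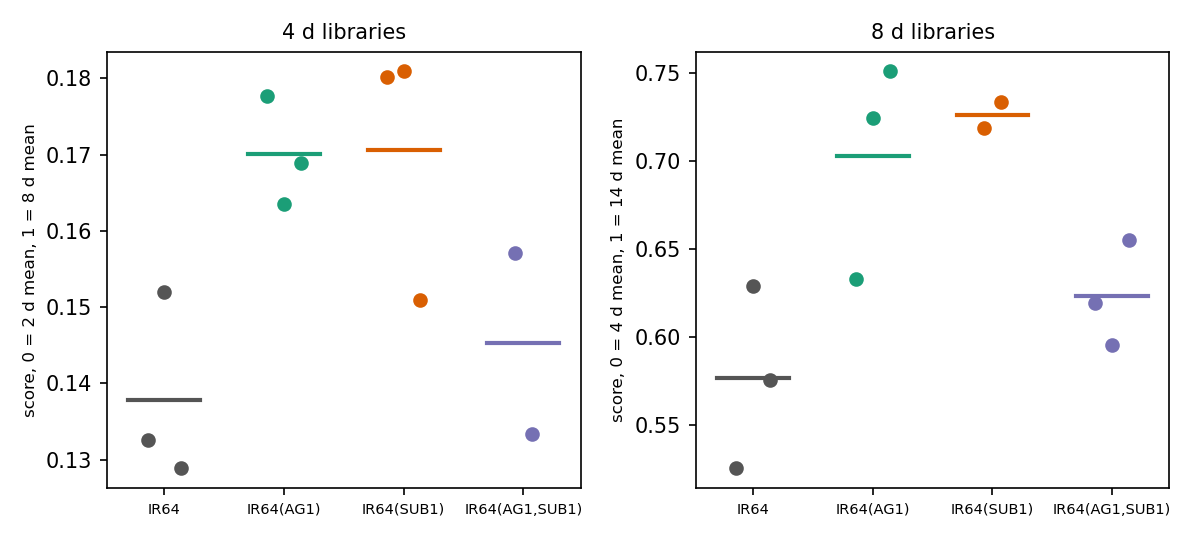
Score of each library of 4 d between the means of 2 d and 8 d (left) and of each library of 8 d between the means of 4 d and 14 d (right), by genotype (x axis), with a point per library and a line at the group mean. At 4 d, IR64(SUB1) spans 0.151 to 0.181 and IR64(AG1) 0.164 to 0.178.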

A multifactorial analysis of variance (ANOVA) was performed to resolve major genotypic signatures of the three introgression lines relative to IR64. To do so, the average log_2_CPM value across all sampling dates of IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1,SUB1*) were compared with the average log_2_CPM value across all sampling days of IR64 for each transcript as depicted in Figure S6 (Genotype vs. IR64; Dataset S2a, b, c). This consolidated the data into three comparisons, identifying 817 gene transcripts that were differentially enriched or depleted relative to IR64 (log_2_FC [fold change] > |1|; FDR < 0.05) (Figure 4a). 

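The mean of the 4 days in each line was compared with that of IR64 in the quasi-likelihood fit. At an FDR under 0.05 and a log2 fold change above 1 or below -1, 813 genes were called in any of the 3 lines. IR64(AG1) had 111 genes higher and 104 lower than IR64, IR64(SUB1) had 173 higher and 227 lower, and IR64(AG1,SUB1) had 230 higher and 262 lower. A linear model on log2 CPM with 5 counts added, the alternative that moved these numbers most, called 357 genes in any line, and the steps the paper describes called 434. The coefficients at 2 d of a factorial model on log2 CPM, which are not means over the days, called 817. In the fits that each left out a library, the count ranged from 190 to 238 genes in IR64(AG1), from 349 to 442 in IR64(SUB1) and from 451 to 527 in IR64(AG1,SUB1).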

By sorting these into five clusters and using GO enrichment, we found that IR64(*SUB1*) had depleted levels of mRNAs associated with abscisic acid (ABA) and ethylene responses (cluster 1_G) and increased levels of ADP binding and F‐box proteins for proteolysis (cluster 2_G). In clusters 3_G and 4_G, the enriched mRNAs of IR64(*AG1*) and IR64(*SUB1*) were more similar to one another than the pyramided line, which had lower levels of these transcripts compared to IR64. 

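Over all days, 56 of the 215 genes called in IR64(AG1) were called in the same direction in IR64(SUB1) and 9 in the opposite direction. The pyramided line shared 87 genes in the same direction and 10 in the opposite direction with IR64(AG1), and 168 and 9 with IR64(SUB1). Across genes, the log2 fold changes against IR64 of IR64(AG1) and IR64(SUB1) had a Pearson r of 0.379 at 2 d, 0.393 at 4 d and 0.282 at 14 d. Because both lines were compared with the same IR64 libraries, simulated lines with no genotype effect gave a median r of 0.499, 0.510 and 0.497 on these days. At 8 d, r lay above the simulated median, with 0.669 against 0.452. IR64(SUB1) and IR64(AG1,SUB1) had an r of 0.474 at 2 d, 0.506 at 4 d and 0.319 at 14 d, against simulated medians of 0.437, 0.452 and 0.496. At 8 d, their r was 0.587 against 0.450. Genes are not independent replicates, so no p is given. Among the genes called in either line, the alternative tried, r between IR64(AG1) and IR64(SUB1) was 0.296, 0.233, 0.639 and 0.130 at 2, 4, 8 and 14 d.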

The similarity between IR64(*AG1*) and IR64(*SUB1*) transcriptomes is consistent with the greater early shoot elongation (6 to 12 d) and better survival of prolonged submergence (Figure 2b,c). IR64(*AG1,SUB1*) was distinguished by elevated transcripts of calcium dependent kinases (cluster 3_G) and depleted transcripts associated with hydrogen peroxide catabolism (cluster 4_G) and chromatin structure/modification (cluster 5_G). Clusters 1_G and 2_G patterns indicate that *TPP7* acts epistatically to *SUB1A‐1* when pyramided in IR64. 

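Of the 400 genes called in IR64(SUB1) against IR64 over all days, 168 were also called in the same direction in the pyramided line, 223 were not called and 9 were called in the opposite direction. Of the 215 genes called in IR64(AG1), 87 were called in the same direction in the pyramided line, 118 were not called and 10 were opposite. As these genes were selected for a large change in the single-locus line, fewer calls in another line also arise from selection. A gene called in a line and not in another was not by that shown to differ between them.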

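In the pyramided line, 492 genes were called against IR64 over all days. Of these, 315 were not called in IR64(SUB1) and 395 not in IR64(AG1). In the same direction, 168 were called in IR64(SUB1) and 87 in IR64(AG1), and 9 and 10 were called in the opposite direction. Whether the lines differed in the genes called in the pyramided line alone was not tested by these counts.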

The other three clusters indicate that synergistic interactions arise when the two flooding loci are pyramided. Some genotypic differences observed in this and subsequent comparisons may reflect insertion/deletion and copy number and other chromosomal variations between genotypes, such as the known deletion encompassing *TPP7* in IR64.

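Genes past the threshold in the same direction on all 4 days numbered 48 in IR64(AG1) (18 higher and 30 lower than IR64), 69 in IR64(SUB1) (31 higher and 38 lower) and 101 in IR64(AG1,SUB1) (43 higher and 58 lower). By the chromosome number in their identifiers, 27 of the 48 genes of IR64(AG1) were on chromosome 2, which holds 11.6% of the tested genes. In IR64(SUB1), 31 of the 69 were on chromosome 7, which holds 7.65%, and in IR64(AG1,SUB1), 37 of the 101 were on chromosome 7. The fullest window of 100 neighbouring tested genes held 18 of the genes of IR64(AG1), from OS02G0139900 to OS02G0157000, where permutations of the gene positions gave 6 at most (permutation test, p = 1e-04, the smallest they can give). It held 10 in IR64(SUB1), from OS07G0499900 to OS07G0521800, and 14 in IR64(AG1,SUB1), from OS02G0140200 to OS02G0157000, where permutations gave at most 5 and 7 (permutation test, p = 1e-04 for each). In IR64(AG1), these 48 genes made up 54.5% of the 88 genes called at 14 d and 7.26% of the 661 called at 8 d.
The genes with the largest changes over all days whose libraries did not overlap those of IR64 on any day were near absence in one of the lines. OS09G0373800 was 57.4 ± 25.5 CPM (SD, n = 12) in IR64(AG1), at least 232-fold higher than the floor of 3 counts in IR64, where no library had more than 2 counts. In the pyramided line, OS09G0337300 was 31.8 ± 13.2 CPM (SD, n = 10), at least 129-fold higher than that floor. OS02G0142800, which Dataset S3c describes as a DUF1677 family protein, was 8.87 ± 4.62 CPM (SD, n = 12) in IR64 and at least 36.1-fold lower in IR64(AG1). In IR64(SUB1), OS07G0520100 fell by 9.18 on the log2 scale (standard error 0.26, FDR 1.13e-23, edgeR quasi-likelihood test). There, OS07G0454200 and OS09G0255200 fell further, with log2 fold changes of -9.85 and -9.56.

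**Figure D3:**
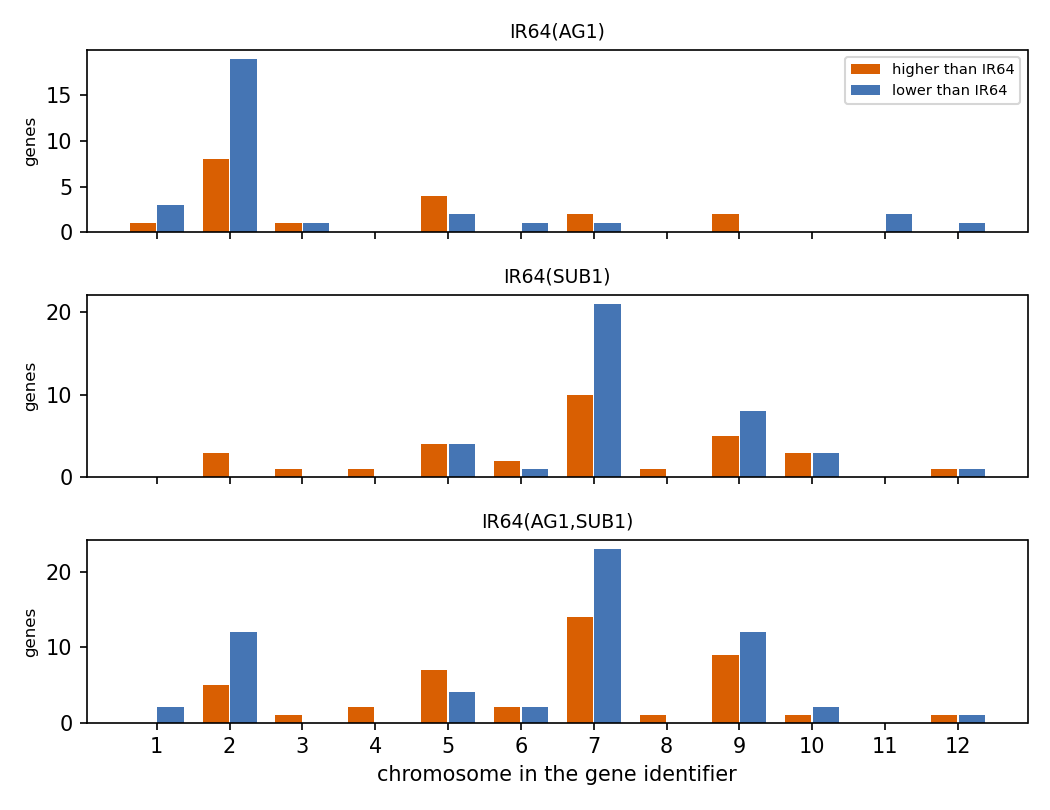
Number of genes (y axis) called higher or lower than IR64 in the same direction at 2, 4, 8 and 14 d, by the chromosome number in the gene identifier (x axis), in each introgression line. Chromosome 2 holds 27 genes in IR64(AG1) and chromosome 7 holds 31 in IR64(SUB1).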

**FIGURE 4:**
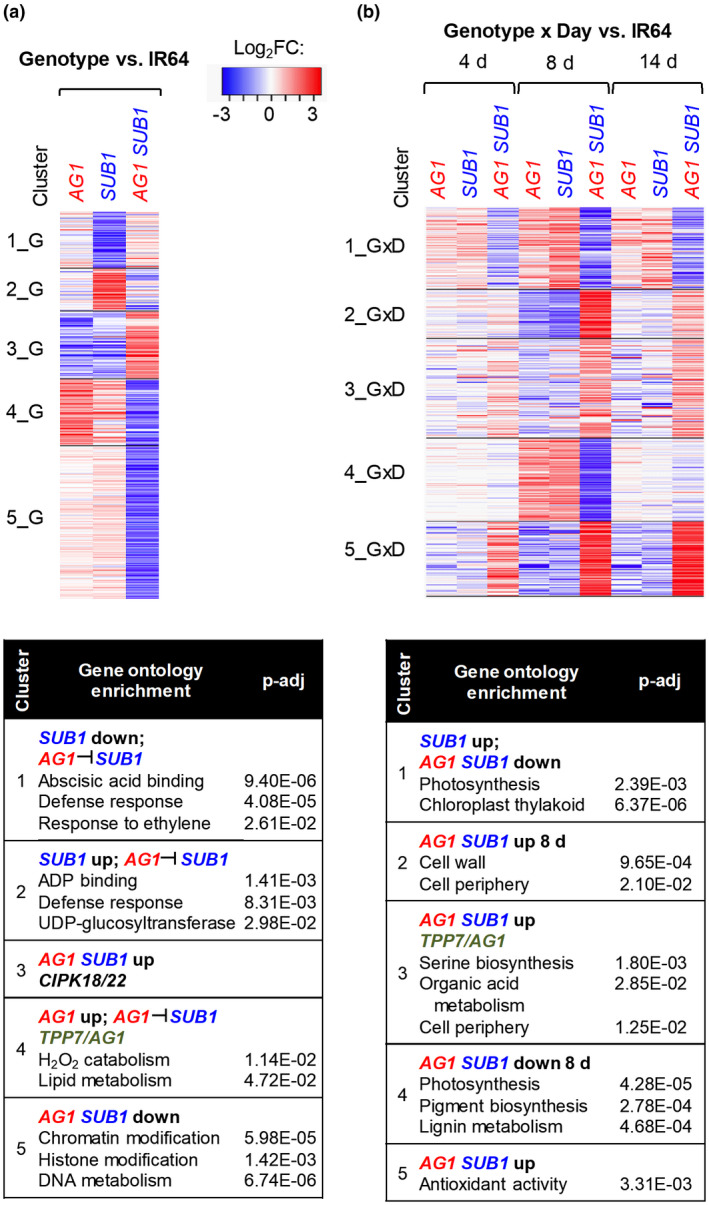
Genotypically controlled transcriptome changes during seedling establishment under prolonged submergence. (a) Clustering of DEGs identified in the genotypic comparisons (log_2_ FC > |1|; FDR < 0.05) of IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1,SUB1*) with IR64 for all submergence days combined. (b) PAM clustering of DEGs identified by day comparison of IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1,SUB1*) relative to the IR64 2 d transcriptome during specified submergence days (Genotype × Day vs. IR64; GxD). Representative GO enrichment of notable clusters and genes are listed. Genotype interactions diagrammed in Figure S6. A comprehensive list of DEGs, log_2_FC values, and GO term association are in Dataset S2

A second multifactorial ANOVA was performed to evaluate genotype‐by‐day (GxD) interactions, identifying genes that were distinctly regulated in one or more genotypes at a specific time point relative to IR64 (Figure 4b; Dataset S2a, d, e). Gene log_2_CPM values at 2 d in IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1,SUB1*) were individually compared to the 2 d log_2_CPM value of IR64 as illustrated in Figure S6. The resulting genotype versus IR64 values were individually compared to the log_2_CPM of 4, 8, and 12 d for each genotype. This identified 742 genes with specific regulation relative to IR64 (Figure 4b; Dataset S2a, d, e). 

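For each line and day, the difference from IR64 was compared with the difference from IR64 at 2 d in the quasi-likelihood fit, and 1351 genes were called in any of the 9 comparisons. At 4 d, 13 genes were called in IR64(AG1), 31 in IR64(SUB1) and 189 in IR64(AG1,SUB1). At 8 d, the numbers were 203, 375 and 543, and at 14 d they were 74, 162 and 640. Factorial coefficients on log2 CPM, in which the value of the pyramided line is what remains after both loci, moved these numbers most, to 9 at 4 d and 120 at 14 d in that line. DESeq2 in place of edgeR gave 115, 126 and 429 at 4 d. Single libraries also moved some of them, with 541 genes for IR64(AG1) at 8 d without replicate 1 of IR64(AG1) and 84 without its replicate 3, and 612 genes for IR64(SUB1) at 8 d without replicate 2 of IR64 and 172 without its replicate 1.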

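At 8 d, the log2 fold changes against IR64 of IR64(AG1) and IR64(SUB1) had a Pearson r of 0.669 across genes, above the 0.434 to 0.477 that 100 simulations of unchanged lines against the same IR64 libraries gave. Between IR64(SUB1) and IR64(AG1,SUB1), r was 0.587 (simulated, 0.434 to 0.466), and between IR64(AG1) and IR64(AG1,SUB1), it was 0.512 (simulated, 0.482 to 0.523). Of the genes called at 8 d, 351 were shared in the same direction by IR64(AG1) and IR64(SUB1), 151 by IR64(SUB1) and IR64(AG1,SUB1), and 90 by IR64(AG1) and IR64(AG1,SUB1). With each library left out in turn, r between IR64(AG1) and IR64(SUB1) ranged from 0.585 to 0.754.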

Clustering of the GxD values that were differentially enriched or depleted in at least one genotype (log_2_ FC > |1|; FDR < 0.05) confirms the developmental transition between 4 and 8 d and provides a condensed view of the similarities between IR64(*AG1*) and IR64(*SUB1*) that contrast with IR64(*AG1,SUB1*). For example, cluster 1_GxD exposes the precocious activation of genes associated with photosynthetic enzyme complexes by *SUB1A‐1* at 8 d. 

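The genes of cluster 1_GxD could not be listed from the copy of the datasets used here. Among all genes, 154 were called higher and 221 lower in IR64(SUB1) at 8 d relative to IR64 and to 2 d. At 8 d, the differences of IR64(SUB1) from IR64 followed the change between 4 and 14 d in the mean of all genotypes, with a Pearson r of 0.543 across genes, and 832 of the 924 genes called (90.0%) lay on the side of that change. In IR64(AG1), r was 0.526 and 602 of the 661 genes called (91.1%) lay on that side. Within groups of 3 libraries at 8 d, the difference of a single library from the others had an r between -0.339 and 0.309 with the same change.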

Cluster 4_GxD genes are also enriched for photosynthesis, photorespiration, and light signaling, but these were similarly regulated in IR64(*AG1*) and IR64(*SUB1*) and delayed in IR64(*AG1,SUB1*). By contrast, clusters 2_GxD and 5_GxD group genes associated with cell wall biosynthesis and antioxidant metabolism that are amplified in the pyramided genotype at 8 d.

For further resolution, we performed pairwise comparisons between genotypes at each submergence time point (*i.e*., *AG1* vs. the other three genotypes) to identify DEGs and enriched gene ontologies as illustrated in Figures S6 and S7; Dataset S3d–k). Collectively, this systematic analysis determined that *AG1* and *SUB1A‐1* influence the timing of expression of genes associated with chloroplast biogenesis and amplitude of regulation of genes associated with nutrient mobilization, cell growth, immunity, and chromatin remodeling. *TPP7* and *SUB1A‐1* can act synergistically or antagonistically in the pyramided genotype. 

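The interaction of the loci was tested on each day as the difference of IR64(AG1,SUB1) from IR64(AG1) less that of IR64(SUB1) from IR64. Each genotype was a single line, so other differences between the genomes of the lines also enter this test. At 2 d, 641 genes were called, of which 513 were lower in the pyramided line than the effects of both loci add up to and 128 were higher. At 4 d, 127 were lower and 41 higher. At 8 d, 984 were lower and 920 higher, and at 14 d, 44 were lower and 434 higher. Over the 4 days, 2728 genes were called on at least 1 day. DESeq2 in place of edgeR moved the number most at 4 d, from 168 to 313. Without replicate 1 of IR64 on the same day, the count was 98 at 4 d and 1212 at 8 d. Without replicate 1 of IR64(AG1) at 8 d, it was 2562 on that day. At 2 d, replicate 3 of the pyramided line had the fewest genes with a count of all 45 libraries, and its part in the lower calls was not tested.

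**Figure D4:**
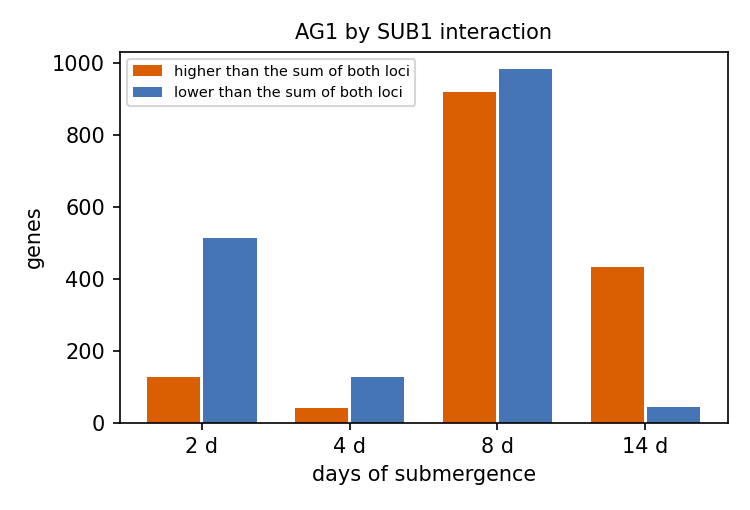
Number of genes (y axis) with a called AG1 by SUB1 interaction at 2, 4, 8 and 14 d (x axis), split by whether IR64(AG1,SUB1) was higher or lower than the summed effects of both loci. At 2 d, 513 genes were lower and 128 higher, and at 14 d, 44 were lower and 434 higher.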

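When SUB1A had no more than 2 counts in any library, at 2 and 4 d, IR64(SUB1) already differed from IR64. At 2 d, 179 genes were higher and 223 lower, and at 4 d, 138 were higher and 86 lower. Of these, 69 genes were past the threshold in the same direction on all 4 days, which is 17.2% of the genes called at 2 d and 30.8% of those called at 4 d. In the fits that each left out a library, the count ranged from 296 to 372 genes at 2 d and from 158 to 204 at 4 d. With both loci in the pyramided line, 203 of the 402 genes of 2 d and 117 of the 224 genes of 4 d were called in the same direction against IR64.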

Counter to our initial hypothesis, *SUB1A‐1* influences the transcriptome during early seedling development, despite its low steady‐state transcript abundance.

### 3.7 Acceleration of underwater chloroplast development by *SUB1A‐1* is dampened by *TPP7*

A major finding is that IR64(*SUB1*) accelerates the activation of genes associated with the transition to photoautotrophy by day 4 of underwater development (Figures 3c and 4a,b; Figure S7). 

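Of 13 genes named in the text that could be paired with the count table, 4 had an FDR under 0.05 in IR64(SUB1) against IR64 at 4 d in edgeR's quasi-likelihood test over all genes, and 4 when adjusted over the list alone. At 2 d, 3 had one over all genes and 6 adjusted over the list alone, and at 8 d, 5 and 6. The authors chose these genes from the same libraries, so the adjustment over the list is not independent evidence. The 13 genes include genes for other processes, so these numbers do not bear on genes for photoautotrophy alone. From the clusters of mean log2 CPM in Figure 3c and the genotypic comparisons, the paper concludes that SUB1 brings forward the activation of genes for photoautotrophy to 4 d.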

Clusters 7 and 8 of the time course analysis of the log_2_CPM data (Figure 3c) identify upregulated genes involved in chlorophyll biosynthesis. These include chlorophyll synthase (*GUN4*, LOC_Os11g16550) and protochlorophyllide reductases (*PORA*, LOC_Os04g58200; *PORB/FADED GREEN LEAF*, LOC_Os10g35370) as well as numerous chlorophyll a/b‐binding (*CAB*) proteins (i.e., a type I *CAB* already elevated in IR64(*SUB1*) at 2 d (LOC_Os01g52240)). 

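The type I CAB (OS01G0720500) was 7.85 ± 1.77 CPM (SD, n = 3) in IR64(SUB1) at 2 d and 1.56 ± 0.0931 CPM (SD, n = 3) in IR64, a log2 fold change of 2.30 (standard error 0.55, FDR 0.00822, edgeR quasi-likelihood test). At 4 d, it was 9.22 ± 2.37 CPM (SD, n = 3) and 1.61 ± 0.869 CPM (SD, n = 3), a log2 fold change of 2.44 (standard error 0.54, FDR 0.00791, edgeR quasi-likelihood test). The libraries of the lines did not overlap on either day. The call at 4 d was lost without replicate 2 of IR64 (FDR 0.0814, edgeR quasi-likelihood test) and without replicate 3 of IR64(SUB1) (FDR 0.0553, edgeR quasi-likelihood test). At 8 d, CAB was 1163 ± 338 CPM (SD, n = 2) in IR64(SUB1) and 556 ± 345 CPM (SD, n = 3) in IR64, with overlapping libraries (FDR 0.0894, edgeR quasi-likelihood test; 0.00482 without replicate 2 of IR64).
GUN4 (OS11G0267000) was 3.54 ± 0.401 CPM (SD, n = 3) in IR64(SUB1) at 4 d and 2.69 ± 0.836 CPM (SD, n = 3) in IR64, a log2 fold change of 0.38 that was not past the threshold (standard error 0.33, FDR 0.855, edgeR quasi-likelihood test). At 8 d, its log2 fold change was 0.82 (FDR 0.0258, edgeR quasi-likelihood test), under the log2 threshold of 1, and 1.19 without replicate 2 of IR64. PORA and PORB could not be paired with the count table.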

The transcription factor *GOLDEN2‐LIKE 1* (*GLK1,* LOC_Os06g24070) is associated with chloroplast biogenesis (Nakamura et al., 2009). *GLK1* and *PORB* mRNAs were significantly higher in IR64(*AG1*) compared to IR64(*SUB1*) at day 2 (Figure S7a; cluster 1_A; Dataset S3f,g), but this trend is reversed by 4 d (Figure 3c, cluster 7; Figure S7b, cluster 8_S; Dataset S3h,i). A similar pattern was observed for *PORA*. The precociously upregulated genes included nucleus‐encoded photosystem I and II components, assembly factors, cytochrome *b6f,* ATP synthase subunits, and two plastid RNA polymerase sigma factors involved in transcription of plastid‐encoded photosystem machinery (*SIG2*, LOC_Os03g16430; *SIG6*, LOC_Os08g14450). Also advanced were mRNAs encoding light signaling components, ferredoxin, Calvin cycle (*i.e*., several Rubisco small subunit genes), and photorespiratory enzymes (*i.e., GLYCOLATE OXIDASE 1* [LOC_Os03g57220] and *3* [LOC_Os04g53210]). 

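GLO3 (OS04G0623500) was higher in IR64(SUB1) than in IR64 at 2 d, with 24.6 ± 1.09 CPM (SD, n = 3) against 6.97 ± 2.36 CPM (SD, n = 3), a log2 fold change of 1.83 (standard error 0.19, FDR 1.19e-08, edgeR quasi-likelihood test). At 4 d, it was 39.2 ± 2.98 CPM (SD, n = 3) against 11.8 ± 0.14 CPM (SD, n = 3), a log2 fold change of 1.74 (standard error 0.19, FDR 1.7e-08, edgeR quasi-likelihood test). At 8 d, the log2 fold change was 0.08 (FDR 0.873, edgeR quasi-likelihood test), and -0.05 without replicate 2 of IR64. GLO1 (OS03G0786100) was at 0.55 ± 0.211 CPM (SD, n = 3) in IR64(SUB1) and 0.534 ± 0.52 CPM (SD, n = 3) in IR64 at 4 d. Its log2 fold change of -0.20 (standard error 0.68) ranged from -0.56 to 1.12 with a library left out, so no direction was detectable at this depth. At 8 d, the log2 fold change of GLO1 was 0.96 in IR64(SUB1) (FDR 0.0302, edgeR quasi-likelihood test), just under the threshold of 1. It was past the threshold without replicate 2 of IR64 (FDR 0.00175, edgeR quasi-likelihood test) and had an FDR of 0.247 without replicate 1 of IR64 (edgeR quasi-likelihood test).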

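At 8 d, 6 of the 13 paired genes had an FDR under 0.05 in IR64(AG1) against IR64 in edgeR's quasi-likelihood test and 8 adjusted over the list alone, against 1 and 2 in IR64(AG1,SUB1). CAB was 1309 ± 477 CPM (SD, n = 3) in IR64(AG1) and 961 ± 69.2 CPM (SD, n = 3) in IR64(AG1,SUB1). Its log2 fold change in IR64(AG1) against IR64 was 1.24 (standard error 0.36, FDR 0.0337, edgeR quasi-likelihood test), and that of GLO1 was 1.08 (standard error 0.26, FDR 0.00946, edgeR quasi-likelihood test). Both calls rested on single libraries. CAB was not called in 4 of the 6 fits that left out a library (highest FDR 0.218, edgeR quasi-likelihood test), nor was GLO1 in 4 of the 6 (highest FDR 0.138). Between IR64(AG1) and IR64(SUB1), 156 genes were called at 8 d, 64 higher and 92 lower in IR64(AG1).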

IR64(*AG1*) only slightly lagged behind IR64(*SUB1*) in the activation of chloroplast biogenesis and photosynthesis genes (Figure S7b, cluster 9_S); moreover, the delay was less in IR64(*AG1,SUB1*) than in IR64. Thus, introgression of *SUB1A‐1* or *TPP7* advances upregulation of genes associated with underwater chloroplast biogenesis in the IR64 background, but epistatic interaction between these genes delays the activation of genes associated with this critical transition in the pyramided line. 

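At 8 d, 312 genes were called higher and 73 lower in IR64(AG1,SUB1) than in IR64(SUB1), and 237 higher and 105 lower than in IR64(AG1). Of the 385 genes called against IR64(SUB1), 33 (8.57%) lay on the side of the change between 4 and 14 d in the mean of all genotypes. Of the 342 called against IR64(AG1), 76 (22.2%) did, and of the 237 called against IR64, 144 (60.8%) did. Across genes, the interaction of the loci at 8 d had a Pearson r of -0.607 with that change, and 77 of its 1904 called genes (4.04%) lay on its side. These counts moved with single libraries of 8 d. Against IR64(SUB1), 233 genes were called without replicate 2 of IR64(AG1,SUB1). Against IR64(AG1), 195 were called without replicate 3 of IR64(AG1) and 564 without its replicate 1.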

Introgression of *SUB1A‐1* enables the *japonica* cultivar M202(*SUB1*) to recover photosystem II activity more quickly following prolonged darkness or vegetative‐stage submergence (Alpuerto et al., 2016; Fukao et al., 2011), although genes encoding the photosynthetic apparatus show only a modest advancement during recovery following short‐term submergence (Locke et al., 2017). The precocious activation of photoautotrophy during underwater development by *SUB1A‐1* may enable earlier production of photoassimilates and oxygen in the submerged seedlings and could account for the rapid increase in shoot length between day 4 and 8 in the IR64(*SUB1*) (Figure 2b). A role of *SUB1A‐1* in the transition to photoautotrophy has not been reported previously.

### 3.8 *SUB1A‐1* advances activation of genes associated with wax biosynthesis and deposition and control of ROS

Accompanying the upregulation of genes associated with photosynthetic competence was the elevation of genes involved in cuticular wax biosynthesis and deposition. These included *HYDROXYSTEROID DEHYDROGENASE 1*/*LEAF GAS FILM 1* (*HSD1*/*LGF1*; LOC_Os11g30560) and an ATP‐binding cassette transporter (*ABCG5/RCN1*; LOC_Os03g17350) (Figure 3c, clusters 7 and 8; Figure S7b, cluster 9_S). 

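RCN1 (OS03G0281900) had no count at 2 d in any library. At 4 d, no library of IR64(SUB1) had more than 3 counts, while those of IR64 had from 1 to 6. At 8 d, it was 21.1 and 23.1 CPM in the 2 libraries of IR64(SUB1), 17.1 ± 1.23 CPM (SD, n = 3) in IR64(AG1) and 7.11 ± 4.29 CPM (SD, n = 3) in IR64. Against IR64, its log2 fold change at 8 d was 1.63 in IR64(SUB1) (standard error 0.33, FDR 0.00193, edgeR quasi-likelihood test) and 1.26 in IR64(AG1) (standard error 0.31, FDR 0.0111, edgeR quasi-likelihood test). Both calls were lost with only the 2 groups compared in the fit (FDR 0.122 and 0.211, against 2.97e-06 to 0.00678 in the other alternatives), and that in IR64(AG1) also without replicate 1 of IR64 (FDR 0.121, edgeR quasi-likelihood test). HSD1 could not be paired with the count table.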

Mutant analysis demonstrated that *LGF1* is important in cuticle establishment and facilitates the formation of a thin gas film on the surface of submerged leaves (Kurokawa et al., 2018). *RCN1* is a plasma membrane transporter required for suberin deposition in the root hypodermis (endodermis) during waterlogging (Shiono et al., 2014). *RCN1* upregulation in shoot tissue may relate to cuticle estabilshment. Leaf gas film formation during submergence boosts gas exchange for photosynthesis (Colmer & Pedersen, 2008; Pedersen, Rich, & Colmer, 2009). Winkel, Pedersen, Ella, Ismail, and Colmer (2014) showed that underwater gas film retention, and net photosynthesis was similar between Swarna‐*SUB1* and Swarna. However, the *SUB1*‐donating FR13A displayed relatively higher gas film retention and photosynthesis, raising the possibility that early synthesis and deposition of a lipid barrier on the leaf epidermis may enhance submergence tolerance.

Photosynthesis, as well as other processes, produce ROS. In addition to their toxic effects, ROS are important for signaling, cell proliferation, and differentiation (Mittler, 2017). Consistent with the evidence of precocious chloroplast development, IR64(*SUB1*) had a higher abundance of transcripts associated with antioxidants at 4 d, compared to the other genotypes (Figure 3c, clusters 7 and 8). *SUB1A‐1* is known to limit the formation of ROS during submergence and upon desubmergence (Fukao et al., 2011), but the connection between these observations is not known.

### 3.9 Interactions between *TPP7* and *SUB1A‐1* are associated with starch catabolism, sucrose transport, anaerobic metabolism, and cell elongation

Based on the rise in *SUB1A‐1* transcript accumulation over the submergence time course, we hypothesized that the pyramided genotype would limit mRNAs associated with endosperm or shoot nutrient catabolism or mobilization. To evaluate this, we compared the log_2_CPM values of transcripts encoding known players in the hydrolysis of seed reserves and elongation growth during anaerobic germination, leveraging the statistical outcome of the genotypic comparisons (Dataset S1d; Dataset S3d‐k). This analysis is distilled in Figure 5.

**FIGURE 5:**
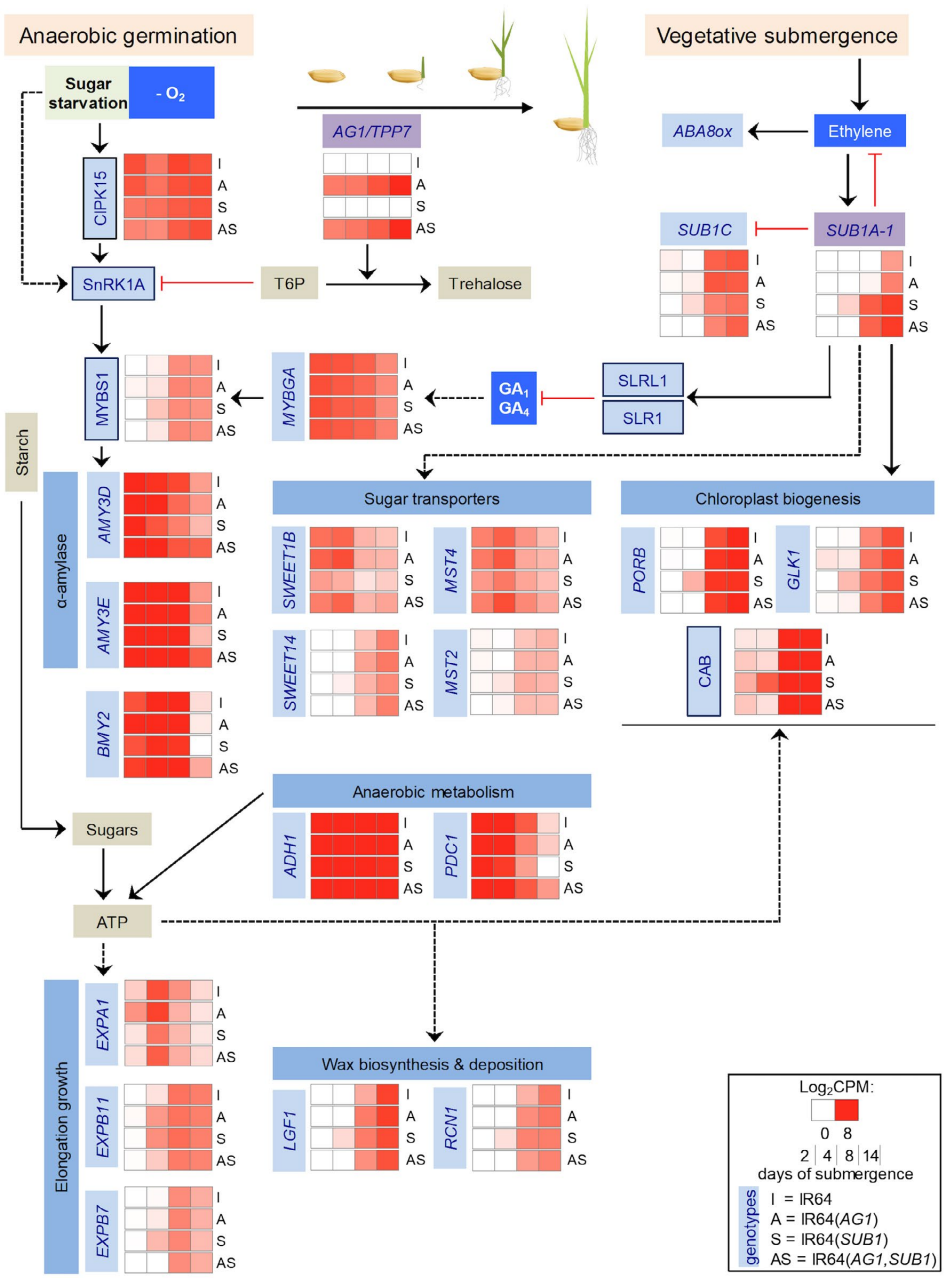
Overview of pathways involved in anaerobic germination and vegetative submergence influenced by *AG1*/*TPP7* and *SUB1*/*SUB1A‐1* respectively. The heatmap displays mean log_2_CPM values (representing on a scale of 0 to 8) of genes in embryo‐coleoptile‐shoot tissue. Proteins are displayed in black boxes, and genes are italicized. The left panel shows the mobilization of seed reserves that fuel elongation growth during anaerobic germination. The right panel shows the suppression of elongation growth during vegetative submergence. During anaerobic germination, low oxygen and sugar starvation promote the upregulation of *CALCINEURIN B‐LIKE INTERACTING PROTEIN KINASE 15* (*CIPK15*, LOC_Os11g02240) that promotes activation of the catalytic subunit of the energy‐sensing SUCROSE NON‐FERMENTING‐1‐RELATED PROTEIN KINASE 1 (SnRK1A, LOC_Os05g45420). SnRK1A activation enables the sugar starvation‐responsive MYBS1 (LOC_Os01g34060) transcription factor to enhance *α‐AMYLASE* transcription (*i.e., AMY3D*, LOC_Os08g36910; *AMY3E*, LOC_Os08g36900). During germination GA‐regulated MYB (*MYBGA*, LOC_Os01g59660) acts synergistically with MYBS1 to upregulate *AMYs*. These *AMYs* (and possibly *BMY2,* LOC_Os07g35940) hydrolyze endospermic starch into sugars that can be consumed in anaerobic ATP production within the embryo and developing seedling tissue. Two genes, *PYRUVATE DECARBOXYLASE 1* (*PDC1,* LOC_Os05g39310) and *ALCOHOL DEHYDROGENASE 1* (*ADH1,* LOC_Os11g10480) are vital during anaerobic respiration to produce ATP for growth and survival. This is accompanied by an elevation of *EXPANSINs* (*i.e*., *EXPA1*, LOC_Os04g15840; *EXPB11*, LOC_Os02g44108; *EXPB7*, LOC_Os03g01270, etc.). Trehalose‐6‐phosphate (T6P), a sensor of intracellular sucrose status, inhibits SnRK1A activation reducing catabolic metabolism. TPP7 (LOC_Os09g20390) catalyzes T6P conversion to trehalose, reducing the T6P to sucrose ratio to promote SnRK1A expression and coleoptile elongation. Submergence of vegetative‐stage plants entraps ethylene in shoot tissues, promoting the ethylene‐responsive transcription factor SUB1A‐1 to negatively regulate ethylene production. SUB1A‐1 stabilizes two gibberellin (GA) signaling repressors, GRAS domain transcription factors SLENDER RICE 1 (SLR1, LOC_Os03g49990) and SLR1‐LIKE 1 (SLRL1, LOC_Os01g45860) that reduce GA‐responsiveness. Our data indicate that SUB1A‐1 may also influence the upregulation of *SUGARS WILL EVENTUALLY BE EXPORTED TRANSPORTERs* (*i.e., SWEET1B,* LOC_Os05g35140; *SWEET14,* LOC_Os11g31190) sugar transporters (*i.e., MST2,* LOC_Os03g39710; *MST4,* LOC_Os03g11900) gene family members. Our data further indicate that in seedlings developing underwater SUB1A‐1 directly or indirectly promotes early activation of genes associated with chloroplast development (*i.e.,* type I chlorophyll a/b‐binding protein *CAB,* LOC_Os01g52240), enzymes involved in chlorophyll biosynthesis (*i.e., PORB*, LOC_Os10g35370) and a transcription factor associated with chloroplast biogenesis (*GOLDEN2‐LIKE 1*, *GLK1,* LOC_Os06g24070). Genes involved in leaf cuticular wax biosynthesis, including hydroxysteroid dehydrogenase (*LGF1*, LOC_Os11g30560) and deposition (ATP binding cassette transporter *RCN1*, LOC_Os03g17350), are also upregulated early by *SUB1A‐1*

Considering the activation of starch catabolism during anaerobic germination, IR64(*SUB1*) and IR64(*AG1,SUB1*) had lower *CIPK15* (LOC_Os11g02240) transcripts than IR64(*AG1*) and IR64 at 2 d, whereas levels of mRNA encoding its target SnRK1A (LOC_Os05g45420) were indistinguishable among genotypes at all time points (Dataset S1d). Shoots of vegetative stage (21 d post‐germination) M202(*SUB1*) seedlings maintain higher T6P content and significantly dampen *CIPK15* mRNA with no distinction in *SnRK1A* mRNA levels when submerged, as compared to near‐isogenic M202 (Locke et al., 2017). Here we found that the upregulation of *MYBS1* (LOC_Os01g34060) in IR64(*AG1*) precedes that of IR64(*SUB1*). 

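MYBS1 (OS01G0524500) was 1.04 ± 0.401 CPM (SD, n = 3) in IR64(AG1) and 0.575 ± 0.0313 CPM (SD, n = 3) in IR64(SUB1) at 2 d. Every library of IR64(AG1) lay above those of IR64(SUB1), but the log2 fold change of 0.88 was not past the threshold (standard error 0.39, FDR 0.181, edgeR quasi-likelihood test). At 4 d, the levels were 1.68 ± 0.181 CPM (SD, n = 3) and 1.36 ± 0.516 CPM (SD, n = 3), with overlapping libraries (FDR 0.849, edgeR quasi-likelihood test). From 2 to 4 d, the rise was called in IR64(SUB1), at a log2 fold change of 1.27 (standard error 0.37, FDR 0.00819, edgeR quasi-likelihood test), and not in IR64(AG1), at 0.66 (standard error 0.32, FDR 0.149, edgeR quasi-likelihood test). The call in IR64(SUB1) was lost without its replicate 1 of 4 d (log2 fold change 0.88, FDR 0.13, edgeR quasi-likelihood test). At 8 d, MYBS1 was 21.6 ± 2.24 CPM (SD, n = 3) in IR64(AG1) and 18.2 ± 2.26 CPM (SD, n = 2) in IR64(SUB1).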

*MYBGA* (LOC_Os01g59660)*,* which acts synergistically with MYBS1 during anaerobic germination (Hong et al., 2012)*,* was upregulated similarly in all genotypes, indicating that *SUB1A‐1*’s underwater dampening of GA‐responsiveness in shoot tissue is inconsequential to the upregulation of *MYBGA*. The starch catabolism genes *AMY3D* (LOC_Os08g36910)*, AMY3E* (LOC_Os08g36900), and *β‐AMYLASE 2* (*BMY2*; LOC_Os07g35940) were high in all genotypes at 2 to 8 d but tapered off the most rapidly in IR64(*SUB1*) and the most slowly in the pyramided genotype. *AMY3D* transcripts declined as early as by 8 d in IR64(*SUB1*) and IR64(*AG1*). These three *AMY* genes were significantly upregulated in IR64(*AG1,SUB1*) compared to other genotypes at 14 d (Figure S7c, cluster 6_AS, Dataset S3j,k), suggesting that it is less able to temper underwater catabolic metabolism.

Next, we investigated genes encoding transporters involved in the regulation of resource allocation (*i.e*., from the endosperm (source) to the elongating coleoptile and developing plumule (sink) or from photosyntheticl to non‐photosynthetic cells). Based on studies in multiple plant species, carbohydrate allocation to sink tissues is associated with elevated *TPP* gene transcripts and T6P low content (Paul, Gonzalez‐Uriarte, Griffiths, & Hassani‐Pak, 2018). In maize (*Zea mays* L.), expression of rice *TPP1* in the phloem cells of the ear pith and florets promotes transcription of genes encoding SUGARS WILL EVENTUALLY BE EXPORTED TRANSPORTERs (SWEETs), enhancing sucrose transport from leaves to developing kernels (Nuccio et al., 2015; Oszvald et al., 2018). Several *SWEET*s, *SUCROSE TRANSPORTERS* (*SUTs*), and *MONOSACCHARIDE TRANSPORTERS* (*MSTs*) genes showed temporal and genotypic regulation (Figure 3c; Dataset S1d). *SWEET1B* (LOC_Os05g35140, cluster_2) and *MST4* (LOC_Os03g11900, cluster_2) mRNAs were abundant in all genotypes at 2 and 4 d, but at significantly lower levels in IR64(*SUB1*) at 2 d (Figure 5). By contrast, *SWEET14* (LOC_Os11g31190, cluster_7) and *MST2* (LOC_Os03g39710*,* cluster_8) mRNAs were elevated at the later time points, with slightly early upregulation in IR64(*SUB1*). 

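MST4 (OS03G0218400) was 14.5 ± 2.09 CPM (SD, n = 3) in IR64(SUB1) at 2 d, 27.1 ± 1.68 CPM (SD, n = 3) in IR64, 34.7 ± 14.4 CPM (SD, n = 3) in IR64(AG1) and 33.8 ± 22.1 CPM (SD, n = 2) in IR64(AG1,SUB1). No library of IR64(SUB1) overlapped those of IR64, but the log2 fold change of -0.90 was not past the threshold (standard error 0.31, FDR 0.0923, edgeR quasi-likelihood test). IR64(AG1) was higher than IR64(SUB1) by a log2 fold change of 1.26 (standard error 0.31, FDR 0.00662, edgeR quasi-likelihood test), and IR64(AG1,SUB1) by 1.22 (standard error 0.34, FDR 0.018, edgeR quasi-likelihood test). The call of IR64(AG1) was lost without its replicate 3 (log2 fold change 0.87, FDR 0.107, edgeR quasi-likelihood test), and that of IR64(AG1,SUB1) without replicate 3 or replicate 1 of IR64(SUB1) (FDR 0.0649 and 0.0639, edgeR quasi-likelihood test). The log2 fold change of IR64(AG1,SUB1) was 0.33 without its replicate 2 and 1.77 without its replicate 3. At 4 d, MST4 was between 67.1 and 104 CPM in the 4 genotypes. SWEET1B could not be paired with the count table.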

The regulation of these genes in the pyramided genotype was similar to that of IR64(*AG1*). Plausibly, the predicted monosaccharide transporter SWEET1B participates in the movement of glucose or maltose, generated by endospermic starch hydrolysis, to the elongating coleoptile and developing plumule, whereas the mobilization of photoassimilates by phloem parenchymal SWEET14 (Chandran, 2015; Chen, 2013) could be needed to maintain cell activity during submergence.

Maintenance of ATP production under hypoxic conditions requires not only sugars but the regeneration of NAD^+^ through anaerobic fermentation (Bailey‐Serres & Voesenek, 2008). Key enzymes for this process include *PYRUVATE DECARBOXYLASE 1* (*PDC1*, LOC_Os05g39310; cluster 6_AS), *ADH1* and *ADH2* (LOC_Os11g10480; LOC_Os11g10510; Figure S7c, cluster 7_AS). 

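PDC1 (OS05G0469600) fell in all genotypes after 4 d, when it was 934 ± 117 CPM (SD, n = 2) in IR64(AG1,SUB1). At 8 d, it was 69.1 ± 20.0 CPM (SD, n = 3) in IR64(AG1,SUB1), 65.8 ± 21.2 CPM (SD, n = 3) in IR64, 24.6 ± 9.55 CPM (SD, n = 3) in IR64(AG1) and 13.0 ± 11.0 CPM (SD, n = 2) in IR64(SUB1). At 14 d, it was 13.6 ± 5.38 CPM (SD, n = 3) in IR64(AG1,SUB1), 3.77 ± 3.08 CPM (SD, n = 3) in IR64, 3.73 ± 1.95 CPM (SD, n = 3) in IR64(AG1) and 0.678 ± 0.236 CPM (SD, n = 3) in IR64(SUB1). Against IR64, the log2 fold change of the pyramided line was 0.07 at 8 d (standard error 0.39, FDR 0.989, edgeR quasi-likelihood test), ranging from -0.14 to 0.32 with a library left out, and 1.86 at 14 d (standard error 0.46, FDR 0.0144, edgeR quasi-likelihood test). Against IR64(SUB1), it was 2.42 at 8 d (FDR 0.00269, edgeR quasi-likelihood test) and 4.30 at 14 d (FDR 1.29e-06, edgeR quasi-likelihood test). Against IR64(AG1), it was 1.49 at 8 d (FDR 0.0335, edgeR quasi-likelihood test) and 1.87 at 14 d (FDR 0.0114, edgeR quasi-likelihood test). The call against IR64(AG1) at 8 d was lost in 3 of the 5 alternatives, with an FDR from 0.00608 to 0.0932 over all 5, and in 4 of the 6 fits without a library. The call against IR64 at 14 d was lost in 3 of the 6 fits without a library (highest FDR 0.13) and that against IR64(AG1) at 14 d in 3 of the 6 (highest FDR 0.13, edgeR quasi-likelihood test).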

The pyramided line continued to upregulate genes associated with anaerobic metabolism and alcoholic fermentation at 8 and 14 d relative to the other genotypes (Figure 5; Dataset S1d and Dataset S3j, k). Although *SUB1A‐1* dampens starch catabolism during submergence, it promotes the upregulation of *ADH* and *PDC* genes and enzymatic activities (Fukao et al., 2006). Our observations indicate that IR64(*AG1,SUB1*) may differ from both IR64(*AG1*) and IR64(*SUB1*) in the regulation of anaerobic metabolism and maintenance of energy homeostasis.

The use of ATP for growth and anisotropic cell expansion may also differ between genotypes. Corroborating early *AG1*‐promoted elongation growth (Figure 2b), IR64(*AG1*) had high expression of *EXPA1* (LOC_Os04g15840; 4–8 fold at 2 d), relative to the other genotypes (Figure 5; Figure S7a, cluster 1_A). 

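At 2 d, EXPA1 (OS04G0228400) was 16.7 ± 1.72 CPM (SD, n = 3) in IR64(AG1), 3.58 ± 1.56 CPM (SD, n = 3) in IR64, 1.73 ± 0.439 CPM (SD, n = 3) in IR64(SUB1) and 2.28 ± 0.254 CPM (SD, n = 2) in IR64(AG1,SUB1). IR64(AG1) was 4.73-fold higher than IR64 (log2 fold change 2.24, standard error 0.31, FDR 8.74e-06, edgeR quasi-likelihood test) and 9.69-fold higher than IR64(SUB1) (log2 fold change 3.28, standard error 0.34, FDR 7.29e-09, edgeR quasi-likelihood test). IR64(AG1,SUB1) was 7.33-fold lower than IR64(AG1) (log2 fold change -2.87, standard error 0.40, FDR 4.28e-06, edgeR quasi-likelihood test). No library of IR64(AG1) overlapped those of another genotype, and none of these calls was lost under an alternative or with a library left out.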

Between 4 to 8 d, IR64(*SUB1*) had the second‐highest elongation growth after IR64(*AG1*) (Figure 2b) and greater expression of *EXP*s and other cell wall‐related genes (cluster 3_S and 9_S), including *EXPB11* (LOC_Os02g44108) and *EXPB7* (LOC_Os03g01270). 

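EXPB11 (OS02G0658800) was 9.91 ± 1.36 CPM (SD, n = 3) in IR64(SUB1) at 4 d, 13.5 ± 1.45 CPM (SD, n = 3) in IR64(AG1), 3.64 ± 0.642 CPM (SD, n = 2) in IR64(AG1,SUB1) and 1.93 ± 0.874 CPM (SD, n = 3) in IR64. Against IR64, the log2 fold change of IR64(SUB1) was 2.40 (standard error 0.34, FDR 9.71e-06, edgeR quasi-likelihood test). IR64(AG1) did not differ from IR64(SUB1) past the threshold (log2 fold change 0.44, FDR 0.593, edgeR quasi-likelihood test). IR64(AG1,SUB1) was lower than IR64(SUB1) by a log2 fold change of -1.47 (standard error 0.36, FDR 0.0223, edgeR quasi-likelihood test), a call lost without replicate 1 or replicate 3 of IR64(SUB1) (FDR 0.0696 and 0.0555, edgeR quasi-likelihood test). At 8 d, the log2 fold change of IR64(SUB1) against IR64 was 0.17 (FDR 0.792, edgeR quasi-likelihood test), and -0.07 without replicate 3 of IR64. EXPB7 could not be paired with the count table.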

The early and sustained dampening of elongation in the pyramided line is consistent with the significant early downregulation of *EXPA6* (LOC_Os03g21820), expressed highly at the base of coleoptile in anaerobic seedlings (Narsai et al., 2015) (Figure S7c, cluster 8_AS). 

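EXPA6 (OS03G0336400) averaged 1.25 CPM in the 2 libraries of IR64(AG1,SUB1) at 2 d, with counts of 3 and 31. It was 3.51 ± 1.09 CPM (SD, n = 3) in IR64, 3.88 ± 0.803 CPM (SD, n = 3) in IR64(AG1) and 3.56 ± 0.78 CPM (SD, n = 3) in IR64(SUB1). The log2 fold change of the pyramided line was -1.41 against IR64 (standard error 0.39, FDR 0.0164, edgeR quasi-likelihood test), -1.55 against IR64(AG1) (standard error 0.39, FDR 0.008, edgeR quasi-likelihood test) and -1.45 against IR64(SUB1) (standard error 0.39, FDR 0.0143, edgeR quasi-likelihood test). The size rested on a single library. Against IR64, it was -0.65 without replicate 2 of the pyramided line and -3.71 without its replicate 3. With only the 2 groups compared in the fit, none of the 3 comparisons was called (FDR 0.217, 0.179 and 0.175). In the other alternatives, the FDR ranged from 0.000983 to 0.0896, and with replicates 2 and 3 only on day 2, the comparisons with IR64 and IR64(SUB1) were not called (FDR 0.0611 and 0.0896). At 4 d, EXPA6 was 5.09 ± 1.62 CPM (SD, n = 2) in the pyramided line and 8.66 ± 1.42 CPM (SD, n = 3) in IR64.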

Corroborating the *AG1*‐induced growth, IR64(*AG1*) had more cell wall synthesis‐associated transcripts compared to IR64(*SUB1*) and earlier induction of cell development compared to IR64(*AG1,SUB1*) at 8 and 14 d (Figure S7a; cluster 5_A). By 8 d, IR64(*SUB1*) dampened genes associated with cell division, wall/cuticle development, and fatty acid biosynthesis (Figure S7a,b, cluster 5_A, cluster 4_S). In IR64(*AG1,SUB1*), cell division, cell wall synthesis, and elongation growth were among the transcripts that were suppressed at 2 d (Figure S7c, cluster 8_AS) but remained high at 14 d (cluster 6_AS). This differential transcript regulation is consistent with the observed underwater development of the four genotypes.

### 3.10 DNA repair, cell cycle, and epigenetic regulation during early germination

DNA damage repair, DNA synthesis, and activation of mitosis are critical to germination‐performance and seedling (Waterworth, Bray, & West, 2019). We identified differential regulation of genes associated with these processes in the four genotypes. Replication protein A (RPA), a heterotrimeric DNA binding protein, is necessary for DNA replication, repair, and recombination (Aklilu & Culligan, 2016). The transcripts of *RPA70B* (LOC_Os03g11540) and *RPA32* (LOC_Os02g58220) are expressed strongly in proliferating tissues of rice (Ishibashi et al., 2001). 

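RPA70B (OS03G0214100) was 0.988 ± 0.86 CPM (SD, n = 3) in IR64(AG1) at 2 d, with counts from 0 to 29, and 0.139 ± 0.113 CPM (SD, n = 3) in IR64, with counts from 1 to 5. The log2 fold change of 2.67 was not past the FDR threshold (standard error 0.77, FDR 0.0694, edgeR quasi-likelihood test). It was past it without replicate 3 of IR64(AG1), the library with no count (FDR 0.00218, edgeR quasi-likelihood test), with DESeq2 (FDR 0.00237) and with 5 counts added and the likelihood ratio test of edgeR (FDR 0.03). It was also past the threshold with the replicate number within each day as a model term. Over all alternatives, its FDR ranged from 0.00237 to 0.416. In IR64(SUB1), the log2 fold change was 2.13 at 2 d (standard error 0.83, FDR 0.151, edgeR quasi-likelihood test) and past the FDR threshold with DESeq2 (FDR 0.0219, over all alternatives up to 0.38). At 4 d, RPA70B was 5.78 ± 1.36 CPM (SD, n = 3) in IR64(SUB1) and 2.32 ± 0.961 CPM (SD, n = 3) in IR64, a log2 fold change of 1.37 (standard error 0.36, FDR 0.0404, edgeR quasi-likelihood test) that was lost in 4 of the 6 fits without a library (FDR up to 0.429, edgeR quasi-likelihood test).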

Levels of *RPA70B* mRNA were significantly elevated by 2 d in IR64(*AG1*) and by 4 d in IR64(*SUB1*) along with *RPA32* (cluster 7; Dataset S1d). Formation of a pre‐replication complex precedes entry into the S‐phase of the cell cycle and requires the sequential association of origin recognition complex (ORC), DNA replication factor CDT1, CELL DIVISION CONTROL 6 (CDC6), and MINI‐CHROMOSOME MAINTENANCE 2–7 (MCM2‐7) (Bryant & Aves, 2011). IR64(*SUB1*) precociously upregulated transcripts encoding several of these proteins at day 2 or 4 of underwater development, including *ORC1* (LOC_Os06g08790), *CDT1A* (LOC_Os04g10650, cluster 8), *CDT1B* (LOC_Os10g34820, cluster 4), and *CDC6* (LOC_Os01g63710; Dataset S1d). 

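CDT1A (OS04G0185100) was 2.32 ± 0.508 CPM (SD, n = 3) in IR64(SUB1) at 2 d and 0.903 ± 0.206 CPM (SD, n = 3) in IR64, without overlap between the libraries. The log2 fold change was 1.36 (standard error 0.39, FDR 0.0347, edgeR quasi-likelihood test), and the FDR lay between 0.0533 and 0.161 in the 6 fits that each left out a library (edgeR quasi-likelihood test), so the call was lost in each. At 4 d, CDT1A was 2.62 ± 1.21 CPM (SD, n = 3) in IR64(SUB1) and 1.61 ± 0.512 CPM (SD, n = 3) in IR64, with overlapping libraries (log2 fold change 0.73, FDR 0.567, edgeR quasi-likelihood test). ORC1, CDT1B and CDC6 could not be paired with the count table.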

Rice *MCM2* (LOC_Os11g29380, cluster 7) is generally expressed but downregulated by a nutrient shortage, reflecting the need for adequate energy supply for cell cycle progression (Cho, Kim, Kim, & Choi, 2008). *MCM2* and *MMC7* (LOC_Os12g37400, cluster 8) were significantly downregulated in IR64(*AG1,SUB1*) by comparison to IR64(*AG1*) and IR64(*SUB1*) at 2 d. IR64(*SUB1*) also significantly elevated levels of mRNAs encoding two B‐type cyclin‐dependent kinases (*CDKB2;1*, LOC_Os08g40170, *CYCB2;2*, LOC_Os06g51110) and numerous cyclins after 4 d of germination underwater (Dataset S1d).

Epigenetic regulation, including DNA methylation and histone modifications, is indispensable for plant development and environmental response. IR64(*SUB1*) had elevated levels of mRNAs encoding *DNA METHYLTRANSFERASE 1B* (LOC_Os07g08500) associated with CG methylation and *CHROMOMETHYLASE 3A* (LOC_Os10g01570) associated with CHG methylation and transposon silencing (Dataset S1d). We saw little difference in expression of mRNAs encoding histone‐modifying enzymes, but several core histone protein genes were upregulated in IR64(*SUB1*). The latter contrasts with the observation by Locke et al. (2017) that M202(*SUB1*) shoots limit upregulation of histone genes in response to submergence. Overall, our data suggest that *SUB1A‐1* promotes cell cycle activity earlier during underwater germination, and epistatic interaction between *SUB1A‐1* and *TPP7* may impact cell division as well as epigenetic modifications.

## 4 CONCLUSIONS

This study demonstrates that seeds encoding the flooding trait loci *AG1/TPP7* and *SUB1/SUB1A‐1,* in the widely grown IR64 genetic background, can be used for direct‐seeding into paddies of controlled depth and will display submergence tolerance if inundated after establishment of vegetative‐stage seedlings. The direct‐seeding advantage provided by *TPP7* involves early and efficient mobilization of seed reserves to fuel coleoptile elongation (Kretzschmar et al., 2015). This germination and seedling establishment trait is not negatively impacted by the addition of *SUB1A‐1* to the genetic background (Septiningsih et al., 2009), despite *SUB1A‐1*’s opposing function to control carbohydrate catabolism and elongation growth during a deep submergence event (Fukao et al., 2006; Yeung et al., 2019). Yet, growth, survival, and transcriptomic data demonstrate that *TPP7* and *SUB1A‐1* interact when seeds are sown underwater, and the developing seedlings restrained from submergence escape through the transition to photoautotrophy.

In the pyramided line, *TPP7* and *SUB1A‐1* act epistatically in a temporal and likely spatial (tissue‐ and cell‐specific) manner by dampening the activation of genes associated with cell division, epigenetic modifications, photoautotrophy, and by delaying and prolonging the expression of genes associated with carbohydrate catabolism and elongation growth. All of these factors may contribute to lower germination rates, poor seedling establishment, and ultimately reduced survival after desubmergence. Our data indicate that the pyramided genotype utilizes endospermic and photoassimilate starch in a temporally distinct manner. As compared to IR64(*AG1*) and IR64(*SUB1*), this may slow the initiation of seed starch hydrolysis but prolong its catabolism. Although the metabolite data on whole tissues were largely uninformative, the transcriptome data raise the hypothesis that the pyramided genotype is programmed by *TPP7* to tap endosperm starch efficiently, but that this is dampened at the level of carbohydrate transport by *SUB1A‐1* (*i.e., SWEET1B*). We discovered that *SUB1A‐1* confers early investment of energy into the conversion to photoautotrophy, but this may be limited in the pyramided genotype by the maintenance of low T6P levels that promote seed nutrient use. Our findings indicate that underwater seedling establishment includes the switch from reliance on seed reserves for coleoptile elongation to the biogenesis of chloroplasts in leaflets to provide photosynthate to advance development. Further understanding of this balance will require monitoring of T6P dynamics, metabolite flux, and gene activity in specific tissues or individual cells of submerged germinating rice.

The *AG1* and *SUB1* combination may be beneficial in many rice plantations, but genetic interactions between these high‐value loci could be disadvantageous if seedlings fail to escape after the transition to vegetative growth. Genotypes with *SUB1A‐1* can also be less productive when plants are forced to endure prolonged stagnant flooding during later vegetative development (Kato, Collard, Septiningsih, & Ismail, 2019). Nonetheless, there are genetic combinations that include *SUB1* that display stagnant flooding tolerance and other anaerobic germination loci that may be effective in combination with *SUB1* (Toledo et al., 2015). Knowledge from this study can help rice researchers to understand the consequence of pyramiding *AG1*, *SUB1,* and other valued loci in farmers’ preferred varieties.

## CONFLICT OF INTEREST

The authors declare no conflict of interest associated with the work described in this manuscript.

## AUTHOR CONTRIBUTIONS

R.A., E.S., and J.B.‐S. conceived the project; R.A., A.M.I., E.S., and J.B.‐S. designed the experiments; R.A. performed the stress experiments and acquired samples and data at the International Rice Research Institute and the University of California, Riverside; A.M.I., E.S., and J.B.‐S. supervised the experiments; R.A. acquired and analyzed agronomic, physiological, and biochemical data; R.A. constructed RNA‐sequencing libraries; M.H. performed the bioinformatic analyses; R.A., M.H., E.Y., and J.B.‐S. analyzed the transcriptomic data and constructed figures; E.Y. performed critical data interpretation and curation; J.C.I.I. and M.D.B. developed IR64(*AG1,SUB1*) and prepared seed materials; R.A., M.H., A.L., and Z.J. designed and implemented the statistical methodology; R.A. wrote the first draft of the manuscript; E.Y. and J.B.‐S. recrafted the manuscript with assistance of R.A. and M.H.; A.L., A.M.I., and E.S. reviewed the manuscript that was approved by all other authors; R.A. acquired fellowship funding with sponsorship of E.S. and J.B.‐S.; E.S., A.M.I., and J.B.‐S. acquired research funding. J.B‐S. agrees to serve as the author responsible for contact and ensures communication.

## Supporting information

Fig S1 Click here for additional data file.

Fig S2 Click here for additional data file.

Fig S3 Click here for additional data file.

Fig S4 Click here for additional data file.

Fig S5 Click here for additional data file.

Fig S6 Click here for additional data file.

Fig S7a–b Click here for additional data file.

Fig S7C_D Click here for additional data file.

Table S1 Click here for additional data file.

Dataset S1 Click here for additional data file.

Dataset S2 Click here for additional data file.

Dataset S3 Click here for additional data file.

Fig S1‐S7 Click here for additional data file.

Supplementary Material Click here for additional data file.

## References

[pld3240-bib-0001] Aklilu, B. B. , & Culligan, K. M. (2016). Molecular evolution and functional diversification of Replication Protein A1 in plants. Frontiers in Plant Science, 7, 33.2685874210.3389/fpls.2016.00033PMC4731521

[pld3240-bib-0002] Alpuerto, J. B. , Hussain, R. M. F. , & Fukao, T. (2016). The key regulator of submergence tolerance, *SUB1A*, promotes photosynthetic and metabolic recovery from submergence damage in rice leaves. Plant, Cell and Environment, 39, 672–684.10.1111/pce.1266126477688

[pld3240-bib-0003] Angaji, S. A. , Septiningsih, E. M. , Mackill, D. J. , & Ismail, A. M. (2009). QTLs associated with tolerance of flooding during germination in rice (*Oryza sativa* L.). Euphytica, 172, 159–168. 10.1007/s10681-009-0014-5

[pld3240-bib-0004] Backman, T. W. H. , & Girke, T. (2016). systemPipeR: NGS workflow and report generation environment. BMC Bioinformatics, 17, 388.2765022310.1186/s12859-016-1241-0PMC5029110

[pld3240-bib-0005] Bailey‐Serres, J. , Fukao, T. , Ronald, P. , Ismail, A. , Heuer, S. , & Mackill, D. (2010). Submergence tolerant rice: *SUB1*’s journey from landrace to modern cultivar. Rice, 3, 138–147. 10.1007/s12284-010-9048-5

[pld3240-bib-0006] Bailey‐Serres, J. , & Voesenek, L. A. C. J. (2008). Flooding stress: Acclimations and genetic diversity. Annual Review of Plant Biology, 59, 313–339. 10.1146/annurev.arplant.59.032607.092752 18444902

[pld3240-bib-0007] Bryant, J. A. , & Aves, S. J. (2011). Initiation of DNA replication: Functional and evolutionary aspects. Annals of Botany, 107, 1119–1126. 10.1093/aob/mcr075 21508040PMC3091809

[pld3240-bib-0008] Chamara, B. S. , Marambe, B. , Kumar, V. , Ismail, A. M. , Septiningsih, E. M. , & Chauhan, B. S. (2018). Optimizing sowing and flooding depth for anaerobic germination‐tolerant genotypes to enhance crop establishment, early growth, and weed management in dry‐seeded rice (*Oryza sativa* L.). Frontiers in Plant Science, 9, 1654 10.3389/fpls.2018.01654 30532759PMC6265439

[pld3240-bib-0009] Chandran, D. (2015). Co‐option of developmentally regulated plant SWEET transporters for pathogen nutrition and abiotic stress tolerance. IUBMB Life, 67, 461–471.2617999310.1002/iub.1394

[pld3240-bib-0010] Chen, L. Q. (2013). SWEET sugar transporters for phloem transport and pathogen nutrition. New Phytologist, 201, 1150–1155. 10.1111/nph.12445 24649486

[pld3240-bib-0011] Chen, Y. S. , Ho, T. H. D. , Liu, L. , Lee, D. H. , Lee, C. H. , Chen, Y. R. , … Yu, S. M. (2019). Sugar starvation‐regulated MYBS2 and 14–3‐3 protein interactions enhance plant growth, stress tolerance, and grain weight in rice. Proceedings of the National Academy of Sciences of the United States of America, 116(43), 21925–21935. 10.1073/pnas.1904818116 31594849PMC6815185

[pld3240-bib-0012] Cho, J. H. , Kim, H. B. , Kim, H.‐S. , & Choi, S.‐B. (2008). Identification and characterization of a rice MCM2 homologue required for DNA replication. BMB Reports, 41, 581–586.1875507310.5483/bmbrep.2008.41.8.581

[pld3240-bib-0013] Colmer, T. D. , & Pedersen, O. (2008). Underwater photosynthesis and respiration in leaves of submerged wetland plants: Gas films improve CO_2_ and O_2_ exchange. New Phytologist, 177, 918–926.1808622210.1111/j.1469-8137.2007.02318.x

[pld3240-bib-0014] Das, K. K. , Panda, D. , Sarkar, R. K. , Reddy, J. N. , & Ismail, A. M. (2009). Submergence tolerance in relation to variable floodwater conditions in rice. Environmental and Experimental Botany, 66, 425–434. 10.1016/j.envexpbot.2009.02.015

[pld3240-bib-0015] Ella, E. S. , & Setter, T. L. (1999). Importance of seed carbohydrates in rice seedling establishment under anoxia. Acta Horticulturae, 504, 209–218.

[pld3240-bib-0016] Figueroa, C. M. , & Lunn, J. E. (2016). A tale of two sugars: Trehalose 6‐phosphate and sucrose. Plant Physiology, 172, 7–27. 10.1104/pp.16.00417 27482078PMC5074632

[pld3240-bib-0017] Fukao, T. , & Bailey‐Serres, J. (2008). Submergence tolerance conferred by *Sub1A* is mediated by SLR1 and SLRL1 restriction of gibberellin responses in rice. Proceedings of the National Academy of Sciences of the United States of America, 105, 16814–16819. 10.1073/pnas.0807821105 18936491PMC2575502

[pld3240-bib-0018] Fukao, T. , Xu, K. , Ronald, P. C. , & Bailey‐Serres, J. (2006). A variable cluster of ethylene response factor‐like genes regulates metabolic and developmental acclimation responses to submergence in rice. The Plant Cell, 18, 2021–2034. 10.1105/tpc.106.043000 16816135PMC1533987

[pld3240-bib-0019] Fukao, T. , Yeung, E. , & Bailey‐Serres, J. (2011). The submergence tolerance regulator *SUB1A* mediates crosstalk between submergence and drought tolerance in rice. The Plant Cell, 23, 412–427. 10.1105/tpc.110.080325 21239643PMC3051255

[pld3240-bib-0020] Gonzaga, Z. J. C. , Carandang, J. , Sanchez, D. L. , Mackill, D. J. , & Septiningsih, E. M. (2016). Mapping additional QTLs from FR13A to increase submergence tolerance in rice beyond *SUB1* . Euphytica, 209, 627–636. 10.1007/s10681-016-1636-z

[pld3240-bib-0021] Greenway, H. , & Setter, T. L. (1996). Is there anaerobic metabolism in submerged rice plants? A view point In SinghV. P., SinghR. K., SinghB. B., & ZeiglerR. S. (Eds.), Physiology of stress tolerance in plants (pp. 11–30). Los Banos, Philippines: International Rice Research Institute.

[pld3240-bib-0022] Hirabayashi, Y. , Mahendran, R. , Koirala, S. , Konoshima, L. , Yamazaki, D. , Watanabe, S. , … Kanae, S. (2013). Global flood risk under climate change. Nature Climate Change, 3, 816–821. 10.1038/nclimate1911

[pld3240-bib-0023] Hong, Y. F. , Ho, T. H. D. , Wu, C. F. , Ho, S. L. , Yeh, R. H. , Lu, C. A. , … Yu, S. M. (2012). Convergent starvation signals and hormone crosstalk in regulating nutrient mobilization upon germination in cereals. The Plant Cell, 24, 2857–2873. 10.1105/tpc.112.097741 22773748PMC3426119

[pld3240-bib-0024] Iftekharuddaula, K. M. , Ghosal, S. , Gonzaga, Z. J. , Amin, A. , Barman, H. N. , Yasmeen, R. , … Septiningsih, E. M. (2016). Allelic diversity of newly characterized submergence‐tolerant rice (*Oryza sativa* L.) germplasm from Bangladesh. Genetic Resources and Crop Evolution, 63, 859–867. 10.1007/s10722-015-0289-4

[pld3240-bib-0025] Iftekharuddaula, K. M. , Newaz, M. A. , Salam, M. A. , Ahmed, H. U. , Mahbub, M. A. A. , Septiningsih, E. M. , … Mackill, D. J. (2011). Rapid and high‐precision marker assisted backcrossing to introgress the SUB1 QTL into BR11, the rainfed lowland rice mega variety of Bangladesh. Euphytica, 178, 83–97. 10.1007/s10681-010-0272-2

[pld3240-bib-0026] Ishibashi, T. , Kimura, S. , Furukawa, T. , Hatanaka, M. , Hashimoto, J. , & Sakaguchi, K. (2001). Two types of replication protein A 70 kDa subunit in rice, *Oryza sativa*: Molecular cloning, characterization, and cellular & tissue distribution. Gene, 272, 335–343.1147054010.1016/s0378-1119(01)00555-8

[pld3240-bib-0027] Ismail, A. M. , Ella, E. S. , Vergara, G. V. , & Mackill, D. J. (2009). Mechanisms associated with tolerance to flooding during germination and early seedling growth in rice (*Oryza sativa*). Annals of Botany, 103, 197–209. 10.1093/aob/mcn211 19001425PMC2707318

[pld3240-bib-0028] Ismail, A. M. , Johnson, D. E. , Ella, E. S. , Vergara, G. V. , & Baltazar, A. M. (2012) Adaptation to flooding during emergence and seedling growth in rice and weeds, and implications for crop establishment. AoB Plants, 2012: pls019.2295713710.1093/aobpla/pls019PMC3434364

[pld3240-bib-0029] Ismail, A. M. , Singh, U. S. , Singh, S. , Dar, M. H. , & Mackill, D. J. (2013). The contribution of submergence‐tolerant (Sub1) rice varieties to food security in flood‐prone rainfed lowland areas in Asia. Field Crops Research, 152, 83–93. 10.1016/j.fcr.2013.01.007

[pld3240-bib-0030] Jung, K. H. , Seo, Y. S. , Walia, H. , Cao, P. , Fukao, T. , Canlas, P. E. , … Ronald, P. C. (2010). The submergence tolerance regulator *Sub1A* mediates stress‐responsive expression of *AP2/ERF* transcription factors. Plant Physiology, 152, 1674–1692.2010702210.1104/pp.109.152157PMC2832257

[pld3240-bib-0031] Juntawong, P. , Girke, T. , Bazin, J. , & Bailey‐Serres, J. (2014). Translational dynamics revealed by genome‐wide profiling of ribosome footprints in *Arabidopsis* . Proceedings of the National Academy of Sciences, 111, E203–E212. 10.1073/pnas.1317811111 PMC389078224367078

[pld3240-bib-0032] Kato, Y. , Collard, B. C. Y. , Septiningsih, E. M. , & Ismail, A. M. (2019). Increasing flooding tolerance in rice: Combining tolerance of submergence and of stagnant flooding. Annals of Botany, 124, 1199–1210. 10.1093/aob/mcz118 PMC694478231306479

[pld3240-bib-0033] Kretzschmar, T. , Pelayo, M. A. F. , Trijatmiko, K. R. , Gabunada, L. F. M. , Alam, R. , Jimenez, R. , … Septiningsih, E. M. (2015). A trehalose‐6‐phosphate phosphatase enhances anaerobic germination tolerance in rice. Nature Plants, 1, 15124 10.1038/nplants.2015.124 27250677

[pld3240-bib-0034] Kurokawa, Y. , Nagai, K. , Huan, P. D. , Shimazaki, K. , Qu, H. , Mori, Y. , … Ashikari, M. (2018). Rice leaf hydrophobicity and gas films are conferred by a wax synthesis gene (LGF1) and contribute to flood tolerance. New Phytologist, 218, 1558–1569.2949804510.1111/nph.15070

[pld3240-bib-0035] Lasanthi‐Kudahettige, R. , Magneschi, L. , Loreti, E. , Gonzali, S. , Licausi, F. , Novi, G. , … Perata, P. (2007). Transcript profiling of the anoxic rice coleoptile. Plant Physiology, 144, 218–231. 10.1104/pp.106.093997 17369434PMC1913783

[pld3240-bib-0036] Lee, K. W. , Chen, P. W. , Lu, C. A. , Chen, S. , Ho, T. H. D. , & Yu, S. M. (2009). Coordinated responses to oxygen and sugar deficiency allow rice seedlings to tolerate flooding. Science Signalling, 2, ra61 10.1126/scisignal.2000333 19809091

[pld3240-bib-0037] Lee, K. W. , Chen, P. W. , & Yu, S. M. (2014). Metabolic adaptation to sugar/O_2_ deficiency for anaerobic germination and seedling growth in rice. Plant, Cell and Environment, 37, 2234–2244.10.1111/pce.1231124575721

[pld3240-bib-0038] Li, Z. , & Trick, H. N. (2005). Rapid method for high‐quality RNA isolation from seed endosperm containing high levels of starch. BioTechniques, 38(6), 872–876.1601854710.2144/05386BM05

[pld3240-bib-0039] Lin, C.‐C. , Chao, Y.‐T. , Chen, W.‐C. , Ho, H.‐Y. , Chou, M.‐Y. , Li, Y.‐R. , … Shih, M.‐C. (2019). Regulatory cascade involving transcriptional and N‐end rule pathways in rice under submergence. Proceedings of the National Academy of Sciences of the United States of America, 116, 3300–3309. 10.1073/pnas.1818507116 30723146PMC6386710

[pld3240-bib-0040] Locke, A. M. , Barding, G. A., Jr. , Sathnur, S. , Larive, C. K. , & Bailey‐Serres, J. (2017). Rice *SUB1A* constrains remodelling of the transcriptome and metabolome during submergence to facilitate post‐submergence recovery. Plant, Cell and Environment, 41(4), 721–736. 10.1111/pce.13094 29094353

[pld3240-bib-0041] Mackill, D. J. , Ismail, A. M. , Singh, U. S. , Labios, R. V. , & Paris, T. R. (2012). Chapter six ‐ Development and rapid adoption of submergence‐tolerant (Sub1) rice varieties In SparksD. L. (Ed.), Advances in agronomy (pp. 299–352). Cham, Switzerland: Academic Press.

[pld3240-bib-0042] Magneschi, L. , Kudahettige, R. L. , Alpi, A. , & Perata, P. (2009). Comparative analysis of anoxic coleoptile elongation in rice varieties: Relationship between coleoptile length and carbohydrate levels, fermentative metabolism and anaerobic gene expression. Plant Biology, 11, 561–573. 10.1111/j.1438-8677.2008.00150.x 19538394

[pld3240-bib-0043] Mittler, R. (2017). ROS are good. Trends in Plant Science, 22, 11–19. 10.1016/j.tplants.2016.08.002 27666517

[pld3240-bib-0044] Mustroph, A. , Lee, S. C. , Oosumi, T. , Zanetti, M. E. , Yang, H. , Ma, K. , … Bailey‐Serres, J. (2010). Cross‐kingdom comparison of transcriptomic adjustments to low‐oxygen stress highlights conserved and plant‐specific responses. Plant Physiology, 152, 1484–1500. 10.1104/pp.109.151845 20097791PMC2832244

[pld3240-bib-0045] Nakamura, H. , Muramatsu, M. , Hakata, M. , Ueno, O. , Nagamura, Y. , Hirochika, H. , … Ichikawa, H. (2009). Ectopic overexpression of the transcription factor OsGLK1 induces chloroplast development in non‐green rice cells. Plant and Cell Physiology, 50, 1933–1949. 10.1093/pcp/pcp138 19808806PMC2775961

[pld3240-bib-0046] Narsai, R. , Edwards, J. M. , Roberts, T. H. , Whelan, J. , Joss, G. H. , & Atwell, B. J. (2015). Mechanisms of growth and patterns of gene expression in oxygen‐deprived rice coleoptiles. The Plant Journal, 82, 25–40. 10.1111/tpj.12786 25650041

[pld3240-bib-0047] Nghi, K. N. , Tondelli, A. , Valè, G. , Tagliani, A. , Marè, C. , Perata, P. , & Pucciariello, C. (2019). Dissection of coleoptile elongation in japonica rice under submergence through integrated genome‐wide association mapping and transcriptional analyses. Plant, Cell and Environment, 42, 1832–1846.10.1111/pce.1354030802973

[pld3240-bib-0048] Nuccio, M. L. , Wu, J. , Mowers, R. , Zhou, H.‐P. , Meghji, M. , Primavesi, L. F. , … Lagrimini, L. M. (2015). Expression of trehalose‐6‐phosphate phosphatase in maize ears improves yield in well‐watered and drought conditions. Nature Biotechnology, 33, 862–869. 10.1038/nbt.3277 26473199

[pld3240-bib-0049] Oszvald, M. , Primavesi, L. F. , Griffiths, C. A. , Cohn, J. , Basu, S. S. , Nuccio, M. L. , & Paul, M. J. (2018). Trehalose 6‐phosphate regulates photosynthesis and assimilate partitioning in reproductive tissue. Plant Physiology, 176, 2623–2638. 10.1104/pp.17.01673 29437777PMC5884609

[pld3240-bib-0050] Paul, M. J. , Gonzalez‐Uriarte, A. , Griffiths, C. A. , & Hassani‐Pak, K. (2018). The role of trehalose 6‐phosphate in crop yield and resilience. Plant Physiology, 177, 12–23. 10.1104/pp.17.01634 29592862PMC5933140

[pld3240-bib-0051] Pedersen, O. , Rich, S. M. , & Colmer, T. D. (2009). Surviving floods: Leaf gas films improve O_2_ and CO_2_ exchange, root aeration, and growth of completely submerged rice. The Plant Journal, 58, 147–156. 10.1111/j.1365-313X.2008.03769.x 19077169

[pld3240-bib-0052] Ramon, M. , Dang, T. V. T. , Broeckx, T. , Hulsmans, S. , Crepin, N. , Sheen, J. , & Rolland, F. (2019). Default activation and nuclear translocation of the plant cellular energy sensor SnRK1 regulate metabolic stress responses and development. The Plant Cell, 31, 1614–1632. 10.1105/tpc.18.00500 31123051PMC6635846

[pld3240-bib-0053] Schmitz, A. J. , Folsom, J. J. , Jikamaru, Y. , Ronald, P. , & Walia, H. (2013). SUB1A‐mediated submergence tolerance response in rice involves differential regulation of the brassinosteroid pathway. New Phytologist, 198, 1060–1070.2349614010.1111/nph.12202

[pld3240-bib-0054] Septiningsih, E. M. , Collard, B. C. Y. , Heuer, S. , Bailey‐Serres, J. , Ismail, A. M. , & Mackill, D. J. (2013) Applying genomics tools for breeding submergence tolerance in rice In TuberosaA. & VarshneyR. (Eds.), Translational genomics for crop breeding (pp. 9–30). Cham, Switzerland: John Wiley & Sons Ltd.

[pld3240-bib-0055] Septiningsih, E. M. , Hidayatun, N. , Sanchez, D. L. , Nugraha, Y. , Carandang, J. , Pamplona, A. M. , … Mackill, D. J. (2015). Accelerating the development of new submergence tolerant rice varieties: The case of Ciherang‐Sub1 and PSB Rc18‐Sub1. Euphytica, 202, 259–268. 10.1007/s10681-014-1287-x

[pld3240-bib-0056] Septiningsih, E. M. , Ignacio, J. C. I. , Sendon, P. M. D. , Sanchez, D. L. , Ismail, A. M. , & Mackill, D. J. (2013). QTL mapping and confirmation for tolerance of anaerobic conditions during germination derived from the rice landrace Ma‐Zhan Red. TAG. Theoretical and Applied Genetics, 126, 1357–1366. 10.1007/s00122-013-2057-1 23417074

[pld3240-bib-0057] Septiningsih, E. M. , & Mackill, D. J. (2018). Genetics and breeding of flooding tolerance in rice In SasakiT. & AshikariM. (Eds.), Rice genomics, genetics and breeding (pp. 275–295). Singapore: Springer Singapore.

[pld3240-bib-0058] Septiningsih, E. M. , Pamplona, A. M. , Sanchez, D. L. , Neeraja, C. N. , Vergara, G. V. , Heuer, S. , … Mackill, D. J. (2009). Development of submergence‐tolerant rice cultivars: The Sub1 locus and beyond. Annals of Botany, 103, 151–160. 10.1093/aob/mcn206 18974101PMC2707316

[pld3240-bib-0059] Septiningsih, E. M. , Sanchez, D. L. , Singh, N. , Sendon, P. M. D. , Pamplona, A. M. , Heuer, S. , & Mackill, D. J. (2012). Identifying novel QTLs for submergence tolerance in rice cultivars IR72 and Madabaru. TAG. Theoretical and Applied Genetics, 124, 867–874. 10.1007/s00122-011-1751-0 22083356

[pld3240-bib-0060] Sharma, N. , Dang, T. M. , Singh, N. , Ruzicic, S. , Mueller‐Roeber, B. , Baumann, U. , & Heuer, S. (2018). Allelic variants of *OsSUB1A* cause differential expression of transcription factor genes in response to submergence in rice. Rice, 11, 2 10.1186/s12284-017-0192-z 29313187PMC5758481

[pld3240-bib-0061] Shiono, K. , Ando, M. , Nishiuchi, S. , Takahashi, H. , Watanabe, K. , Nakamura, M. , … Kato, K. (2014). RCN1/OsABCG5, an ATP‐binding cassette (ABC) transporter, is required for hypodermal suberization of roots in rice (*Oryza sativa*). The Plant Journal, 80, 40–51.2504151510.1111/tpj.12614

[pld3240-bib-0062] Singh, N. , Dang, T. T. M. , Vergara, G. V. , Pandey, D. M. , Sanchez, D. , Neeraja, C. N. , … Heuer, S. (2010). Molecular marker survey and expression analyses of the rice submergence‐tolerance gene *SUB1A* . TAG. Theoretical and Applied Genetics, 121, 1441–1453. 10.1007/s00122-010-1400-z 20652530

[pld3240-bib-0063] Singh, P. , & Sinha, A. K. (2016). A positive feedback loop governed by SUB1A interaction with MITOGEN‐ACTIVATED PROTEIN KINASE3 imparts submergence tolerance in rice. The Plant Cell, 28, 1127–1143.2708118310.1105/tpc.15.01001PMC4904673

[pld3240-bib-0064] Singh, R. , Singh, Y. , Xalaxo, S. , Verulkar, S. , Yadav, N. , Singh, S. , … Singh, N. K. (2016). From QTL to variety‐harnessing the benefits of QTLs for drought, flood and salt tolerance in mega rice varieties of India through a multi‐institutional network. Plant Science, 242, 278–287. 10.1016/j.plantsci.2015.08.008 26566845

[pld3240-bib-0065] Taylor, D. L. (1942). Effects of oxygen on respiration, fermentation and growth in wheat and rice. Science, 95, 129–130. 10.1126/science.95.2457.129 17795659

[pld3240-bib-0066] Toledo, A. M. U. , Ignacio, J. C. I. , Casal, C. , Gonzaga, Z. J. , Mendioro, M. S. , & Septiningsih, E. M. (2015). Development of improved Ciherang‐Sub1 having tolerance to anaerobic germination conditions. Plant Breeding and Biotechnology, 3, 1–11. 10.9787/PBB.2015.3.2.077

[pld3240-bib-0067] Tuong, T. P. , Singh, A. K. , Siopongco, J. D. , & Wade, L. J. (2000). Constraints to high yield of dry‐seeded rice in the rainy season of a humid tropic environment. Plant Production Science, 3, 164–172. 10.1626/pps.3.164

[pld3240-bib-0068] Voesenek, L. A. C. J. , & Bailey‐Serres, J. (2015). Flood adaptive traits and processes: An overview. New Phytologist, 206, 57–73. 10.1111/nph.13209 25580769

[pld3240-bib-0069] Vreeburg, R. A. M. , Benschop, J. J. , Peeters, A. J. M. , Colmer, T. D. , Ammerlaan, A. H. M. , Staal, M. , … Voesenek, L. A. C. J. (2005). Ethylene regulates fast apoplastic acidification and expansin A transcription during submergence‐induced petiole elongation in *Rumex palustris* . The Plant Journal, 43, 597–610. 10.1111/j.1365-313X.2005.02477.x 16098112

[pld3240-bib-0070] Wang, L. , Si, Y. , Dedow, L. K. , Shao, Y. , Liu, P. , & Brutnell, T. P. (2011). A low‐cost library construction protocol and data analysis pipeline for Illumina‐based strand‐specific multiplex RNA‐seq. PLoS One, 6, e26426.2203948510.1371/journal.pone.0026426PMC3198403

[pld3240-bib-0071] Waterworth, W. M. , Bray, C. M. , & West, C. E. (2019). Seeds and the art of genome maintenance. Frontiers in Plant Science, 10, 706 10.3389/fpls.2019.00706 31214224PMC6554324

[pld3240-bib-0072] Winkel, A. , Colmer, T. D. , Ismail, A. M. , & Pedersen, O. (2013). Internal aeration of paddy field rice (*Oryza sativa*) during complete submergence–importance of light and floodwater O_2_ . New Phytologist, 197(4), 1193–1203. https://doi:10.1111/nph.12048 2321596710.1111/nph.12048

[pld3240-bib-0073] Winkel, A. , Pedersen, O. , Ella, E. , Ismail, A. M. , & Colmer, T. D. (2014). Gas film retention and underwater photosynthesis during field submergence of four contrasting rice genotypes. Journal of Experimental Botany, 65, 3225–3233. 10.1093/jxb/eru166 24759881PMC4071835

[pld3240-bib-0074] Xu, K. , Xu, X. , Fukao, T. , Canlas, P. , Maghirang‐Rodriguez, R. , Heuer, S. , … Mackill, D. J. (2006). Sub1A is an ethylene‐response‐factor‐like gene that confers submergence tolerance to rice. Nature, 442, 705–708. 10.1038/nature04920 16900200

[pld3240-bib-0075] Yadav, U. P. , Ivakov, A. , Feil, R. , Duan, G. Y. , Walther, D. , Giavalisco, P. , … Lunn, J. E. (2014). The sucrose‐trehalose 6‐phosphate (Tre6P) nexus: Specificity and mechanisms of sucrose signalling by Tre6P. Journal of Experimental Botany, 65, 1051–1068. 10.1093/jxb/ert457 24420566PMC3935566

[pld3240-bib-0076] Yamauchi, M. , Aguilar, A. M. , Vaughan, D. A. , & Seshu, D. V. (1993). Rice (*Oryza sativa* L.) germplasm suitable for direct sowing under flooded soil surface. Euphytica, 67, 177–184. 10.1007/BF00040619

[pld3240-bib-0077] Yeung, E. , Bailey‐Serres, J. , & Sasidharan, R. (2019). After the deluge: Plant revival post‐flooding. Trends in Plant Science, 24, 443–454. 10.1016/j.tplants.2019.02.007 30857921

[pld3240-bib-0078] Yeung, E. , van Veen, H. , Vashisht, D. , Sobral Paiva, A. L. , Hummel, M. , Rankenberg, T. , … Sasidharan, R. (2018). A stress recovery signaling network for enhanced flooding tolerance in *Arabidopsis thaliana* . Proceedings of the National Academy of Sciences, 115, E6085–E6094.10.1073/pnas.1803841115PMC604206329891679

[pld3240-bib-0079] Yu, S. M. , Lee, H. T. , Lo, S. F. , & Ho, T. H. D. (2019). How does rice cope with too little oxygen during its early life? New Phytologist. 10.1111/nph.16395 31880324

[pld3240-bib-0080] Yu, X. , Zhou, L. , Zhang, J. , Yu, H. , Xiong, F. , & Wang, Z. (2015). Comparison of starch granule development and physicochemical properties of starches in wheat pericarp and endosperm. Journal of the Science of Food and Agriculture, 95, 148–157. 10.1002/jsfa.6696 24740388

[pld3240-bib-0081] Zhang, Y. , Primavesi, L. F. , Jhurreea, D. , Andralojc, P. J. , Mitchell, R. A. C. , Powers, S. J. , … Paul, M. J. (2009). Inhibition of SNF1‐related protein kinase1 activity and regulation of metabolic pathways by trehalose‐6‐phosphate. Plant Physiology, 149, 1860–1871. 10.1104/pp.108.133934 19193861PMC2663748

# Supplementary material for: Flood resilience loci SUBMERGENCE 1 and ANAEROBIC GERMINATION 1 interact in seedlings established underwater
**Source:** Plant Direct. 2020 Jul 21;4(7):e00240. doi: 10.1002/pld3.240
**Supplement:** Supplementary file 13 — Fig S1‐S7

Flood resilience loci *SUBMERGENCE 1* and *ANAEROBIC GERMINATION 1* interact in seedlings established underwater

**Rejbana Alam^1^**^*^**, Maureen Hummel^1^**^*^**, Elaine Yeung^1^**^*^**, Anna M. Locke^1,3^, John Carlos I. Ignacio^2^, Miriam D. Baltazar^4^, Zhenyu Jia^1^, Abdelbagi M. Ismail^2^, Endang M. Septiningsih^2,5^ and Julia Bailey-Serres^1^**

**^*^** co-contributing authors

**Supplemental Figures and Legends**

**Figure S1.** *AG1* and *SUB1* alleles/haplotypes used in this study. (a) Representation of the chromosome 9 regions encoding *TPP7*/*AG1* from KHO and *SUB1A-1* from FR13A ([Kretzschmar et al., 2015](https://paperpile.com/c/C1XfY0/Tl9Ft); Xu et al., 2006). *AG1* was introgressed into IR64 to generate IR64(A*G1*) [(Kretzschmar et al., 2015)](https://paperpile.com/c/C1XfY0/Tl9Ft), and *SUB1A-1* was introgressed into IR64 to generate IR64(*SUB1*). IR64 lacks *AG1*. IR64 encodes *SUB1A-2*, which produces the *SUB1* transcript at lower levels than the *SUB1A-1* allele from FR13A. The paralogous genes *SUB1B* and *SUB1C* produce transcripts at different levels in the two haplotypes represented, but submergence tolerance is determined by *SUB1A-1* [(Fukao et al., 2006, 2009; Xu et al., 2006)](https://paperpile.com/c/C1XfY0/B0FWP+XpBtq+9nOVP). (b) RNA-seq analysis of the *AG1* region from 3 bioreplicates (r1, r2, r3) at the submergence time points assayed by transcriptomics for the 4 genotypes. Full experimental analysis presented later in the Results and Discussion. The data confirm that IR64(*AG1*) and IR64(*AG1,SUB1*) encode *TPP7,* whereas IR64 and IR64(*SUB1*) lack this gene*.* (c-d) RNA-seq analysis of the *SUB1A* and *SUB1C* regions in day 14 transcriptomes of submerged shoots of the four genotypes. Read mapping was to *SUB1A-1* and SUB1C-3 of IR64. Nucleotide polymorphisms confirm that IR64 and IR64(*AG1*) encode *SUB1A-2* and *SUB1C-3* [(Singh et al., 2010)](https://paperpile.com/c/C1XfY0/eA9vG), whereas IR64(*SUB1*) and IR64(*AG1,SUB1*) encode *SUB1A-1* and *SUB1C-1* from FR13A (Xu et al., 2006). Data highlight an alternative 3’ intron within the 3’ untranslated region of SUB1A that accumlates to higher levels in *SUB1A-1*.

**Figure S2.** Rice establishment by dry seeding followed by prolonged submergence is influenced by *AG1* and *SUB1*. (a) Schematic diagram of the experimental set-up of dry seeding and continual submergence. Dry seeds were sown directly into pots at a soil depth of 0.5 cm on top of a soft cotton net. Pots had small drainage holes at the bottom with 11 cm depth of fine soil covered with the net. (b) Control plants photographed after 7 d of growth in normal air conditions in a nethouse under ambient light. (c) Representative photographs of seedlings immediately after desubmergence at 6, 8, and 10 d of submergence. (d) Submerged plants photographed at 16 d of submergence in the aquaria. (e) Photo of desubmerged plants after 16 d of submergence. Photos are representative of 3 experimental replicates.

**Figure S3.** Visualization of harvested tissues, soluble sugar, and starch contents of the endosperm and shoot, and seedling biomass of plants grown under continual submergence. IR64, IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1,SUB1*) were dry seeded and maintained under constant complete submergence for up to 14 d. (a) Visualization and lists of tissues harvested for each assay. (b) Soluble sugar of endosperm-scutellar-embryo tissue from 0 d [dry seed] to 14 d. (c) Soluble sugar of coleoptile-shoot tissue (excluding seed tissue) at 8, 10, 12, and 14 d of submergence. (d) Starch content of endosperm-scutellar-embryo tissue and (e) shoot tissue. Soluble sugar and starch contents of shoots could not be measured from 0-6 d due to the unavailability of sufficient shoot tissue at these time points. (f) Fresh and (g) dry weight of the whole seedling (including the caryopsis) from 2 to 14 d. All data represent mean ± SE of 3 replicates (n=25-30 seedlings of each genotype per replicate). Different letters are significantly different across all days (*P* < 0.05, ANOVA with Tukey HSD test). Red bars and asterisks indicate significance in pairwise analyses per day.

**Figure S4.** Flowchart of the mRNA-sequencing and transcriptome analyses.

**Figure S5.** Allelic variation in temporal regulation of *AG1* and *SUB1A* transcript accumulation. Comparison of *TPP7* and *SUB1A* transcript levels in the genotypes IR64, IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1,SUB1*) monitored by (a-b) RNA-seq, based on mean log_2_ counts per million reads (CPM) of transcripts, and (c-d) qRT-PCR. For both, values are normalized to LOC_Os01g53520, observed to be near-constitutive across the time points sampled. Data are mean ± SD from 2 to 3 bioreplicates for RNA-seq and qRT-PCR. Letters indicate significant differences (*P* < 0.05, ANOVA with Tukey HSD test).

**Figure S6.** Overview of the cluster comparisons in Figure 3, Figure 4, and Figure S7. Arrows indicate the genotype and time point comparisons.

**Figure S7.** Transcriptomic comparisons between genotypes during seedling establishment under prolonged submergence. (a-d) PAM clustering of genotypic comparisons during 2, 4, 8, and 14 d of submergence for (a) IR64(*AG1*), (b) IR64(*SUB1*), (c) IR64(*AG1,SUB1*), and (d) IR64 relative to the other three genotypes. Genotypes in comparison are separated by an underscore (“_”). Data values for the single genotype used for comparision were the numerator and data values for the three genotypes were in the denominator of the fold change calculation. All clusters are composed of mean log_2_FC values of DEGs (log_2_FC > |1|; FDR < 0.05). Representative GO enrichment of notable clusters and genes are listed. More DEGs, log_2_FC values, and GO term associations are in Dataset S3.

**
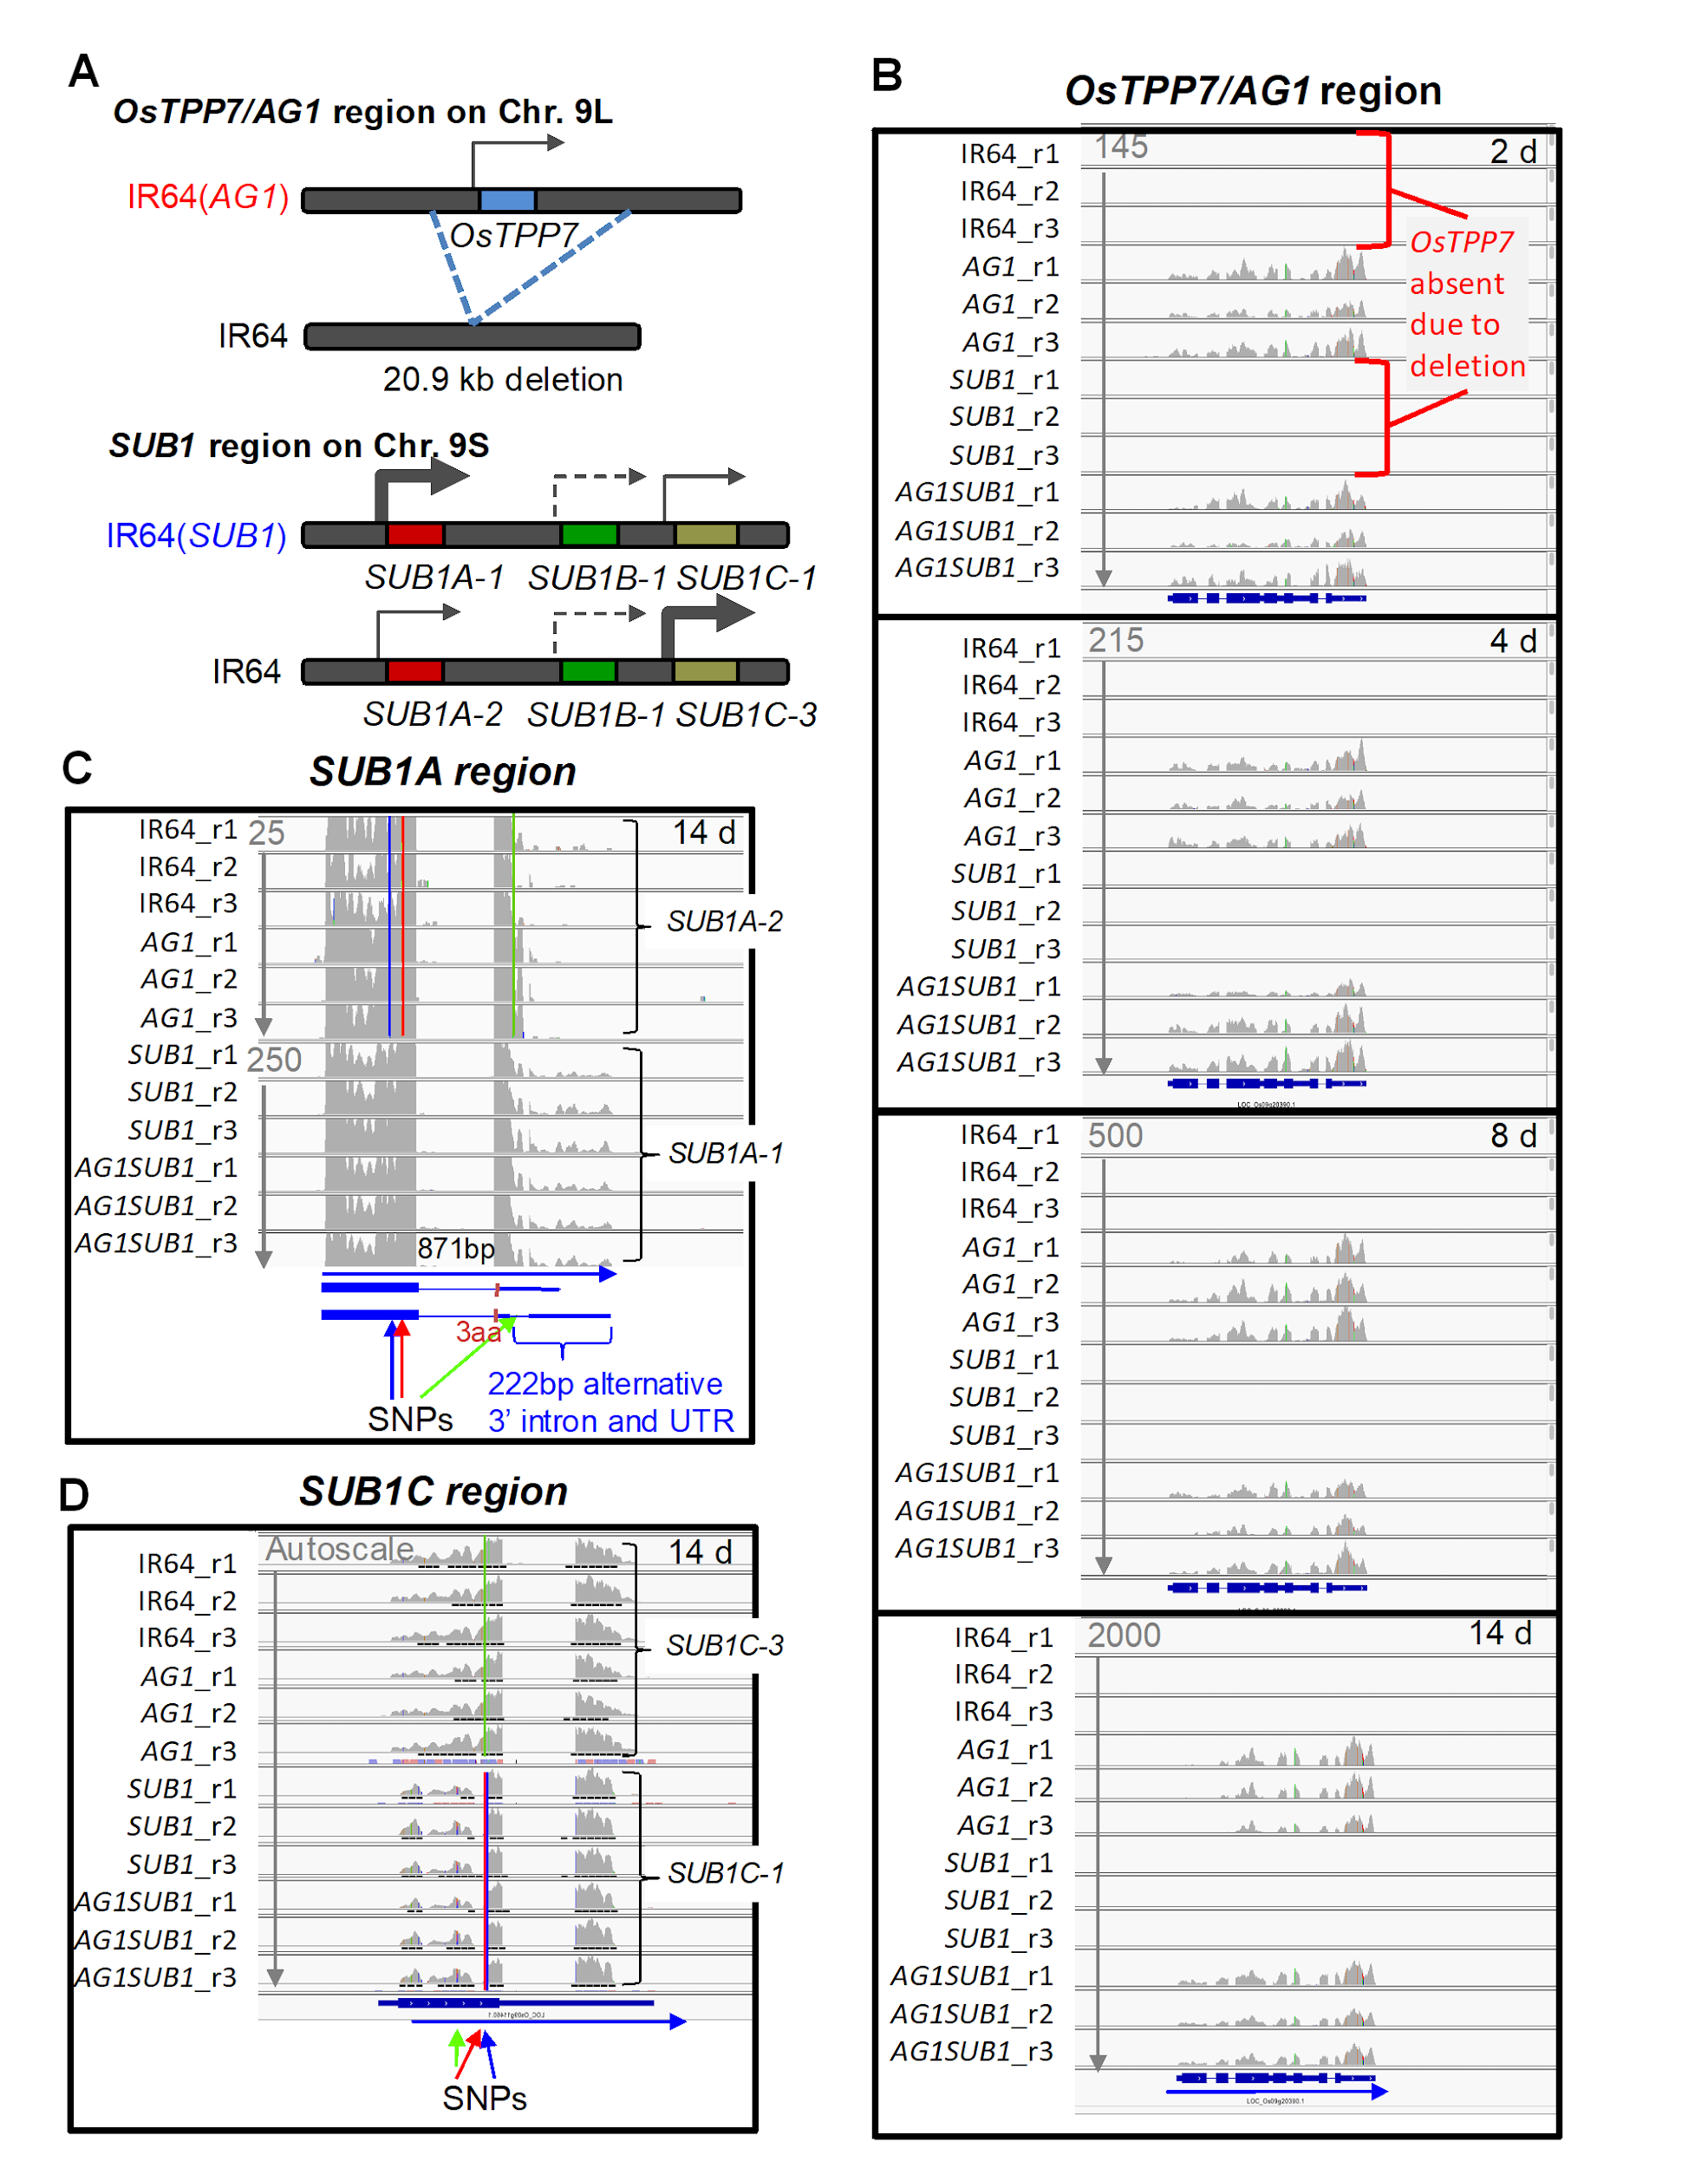
**

**Figure S1.** *AG1* and *SUB1* alleles/haplotypes used in this study. (a) Representation of the chromosome 9 regions encoding *TPP7*/*AG1* from KHO and *SUB1A-1* from FR13A. *AG1* was introgressed into IR64 to generate IR64(A*G1*) [(Kretzschmar et al., 2015)](https://paperpile.com/c/C1XfY0/Tl9Ft), and *SUB1A-1* was introgressed into IR64 to generate IR64(*SUB1*). The *SUB1* region haplotype of IR64 encodes *SUB1A-2*, which produces the *SUB1* transcript at lower levels than the *SUB1A-1* allele from FR13A. The paralogs *SUB1B* and *SUB1C* produce transcripts at different levels in the two haplotypes represented [(Fukao et al., 2006, 2009; Xu et al., 2006)](https://paperpile.com/c/C1XfY0/B0FWP+XpBtq+9nOVP), but submergence tolerance is solely determined by *SUB1A-1* (b) RNA-seq analysis of the *AG1* region from 3 bioreplicates (r1, r2, r3) at the submergence time points assayed for the 4 genotypes. IR64(*AG1*) and IR64(*AG1,SUB1*) encode *TPP7,* whereas IR64 and IR64(*SUB1*) lack this gene*.* (c-d) RNA-seq analysis of the *SUB1A* and *SUB1C* regions. The genotypes IR64 and IR64(*AG1*) encode *SUB1A-2* and *SUB1C-3*, therefore having low submergence tolerance. IR64(*SUB1*) and IR64(*AG1,SUB1*) encode *SUB1A-1* and *SUB1C-1* from the submergence tolerant donor FR13A. *AG1* was validated by *TPP7* presence. *SUB1A* alleles were confirmed by single nucleotide polymorphism distinctions in the linked *SUB1A-1* and *SUB1C-1* loci in *SUB1-*containing lines (FR13A) and *SUB1A-2* and *SUB1C-3* loci of IR64 [(Singh et al., 2010)](https://paperpile.com/c/C1XfY0/eA9vG).

**
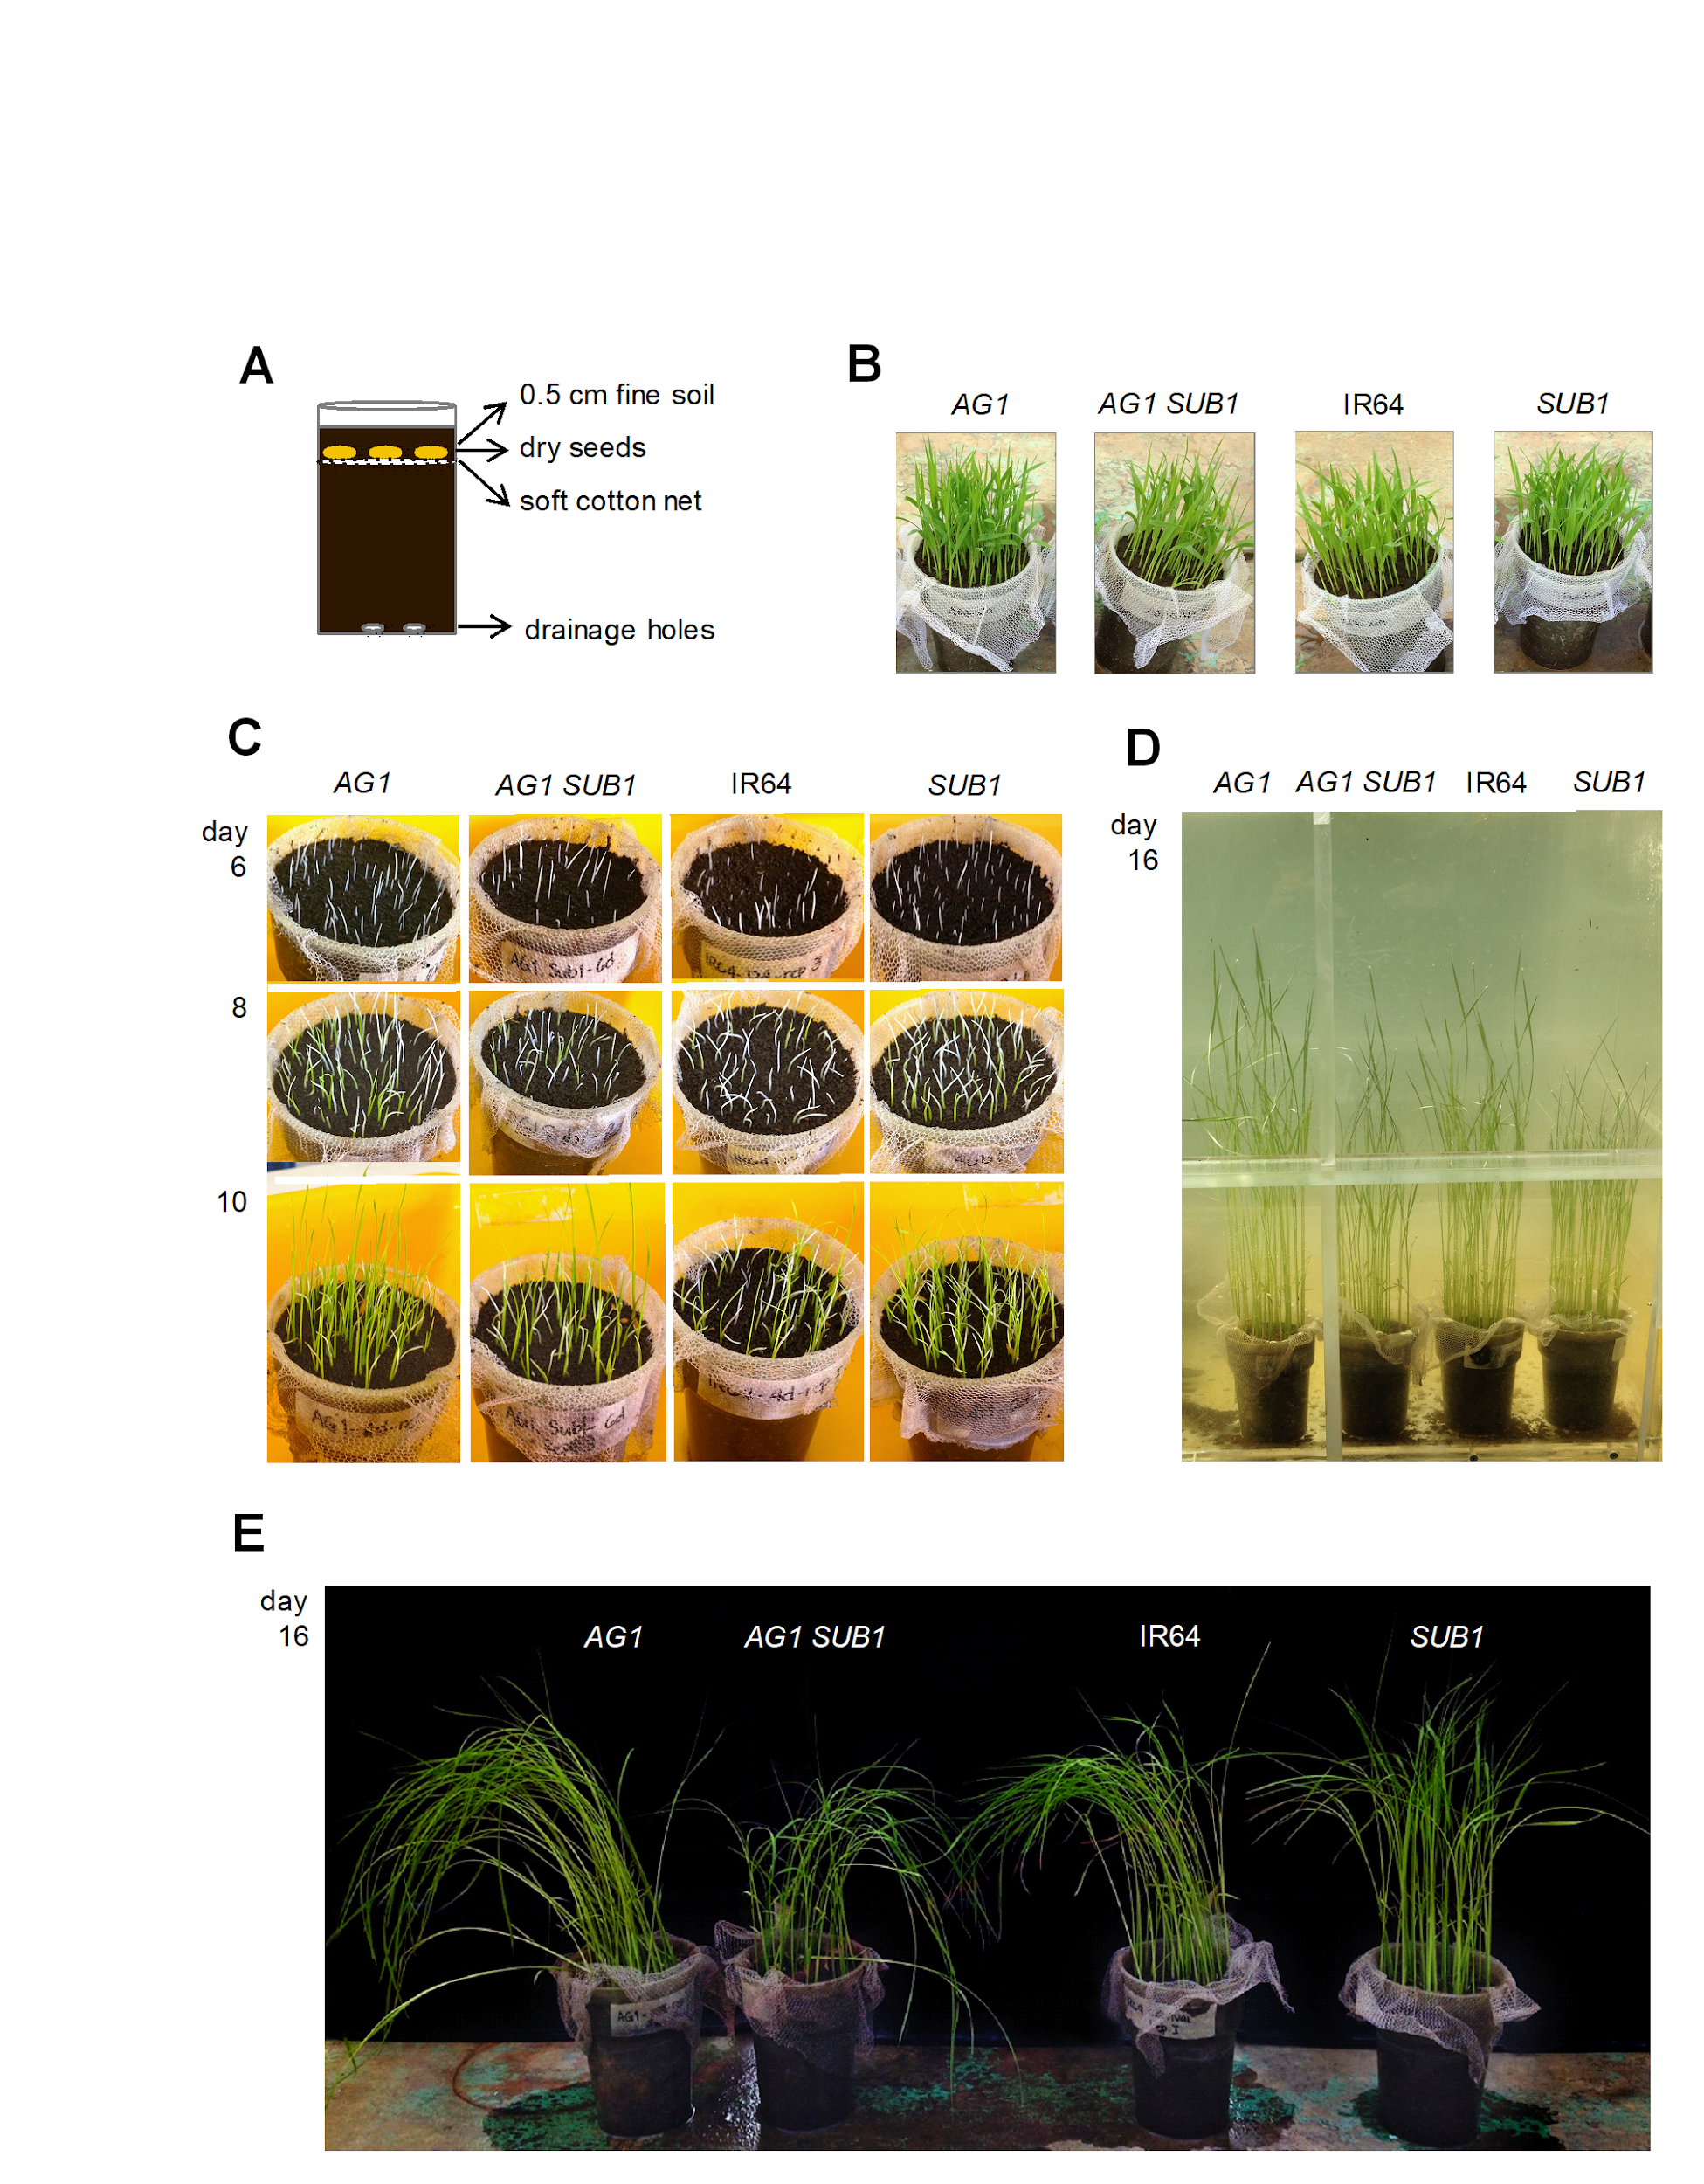
Figure S2.** Rice establishment by dry seeding followed by prolonged submergence is influenced by *AG1* and *SUB1*. (a) Schematic diagram of the experimental set-up of dry seeding and continual submergence. Dry seeds were sown directly into pots at a soil depth of 0.5 cm on top of a soft cotton net. Pots had small drainage holes at the bottom with 11 cm depth of fine soil covered with the net. (b) Control plants photographed after 7 d of growth in normal air conditions. (c) Representative photographs of seedlings immediately after desubmergence at 6, 8, and 10 d of submergence. (d) Submerged plants photographed at 16 d of submergence in the aquaria. (e) Photo of desubmerged plants after 16 d of submergence. Photos are representative of 3 experimental replicates.

**
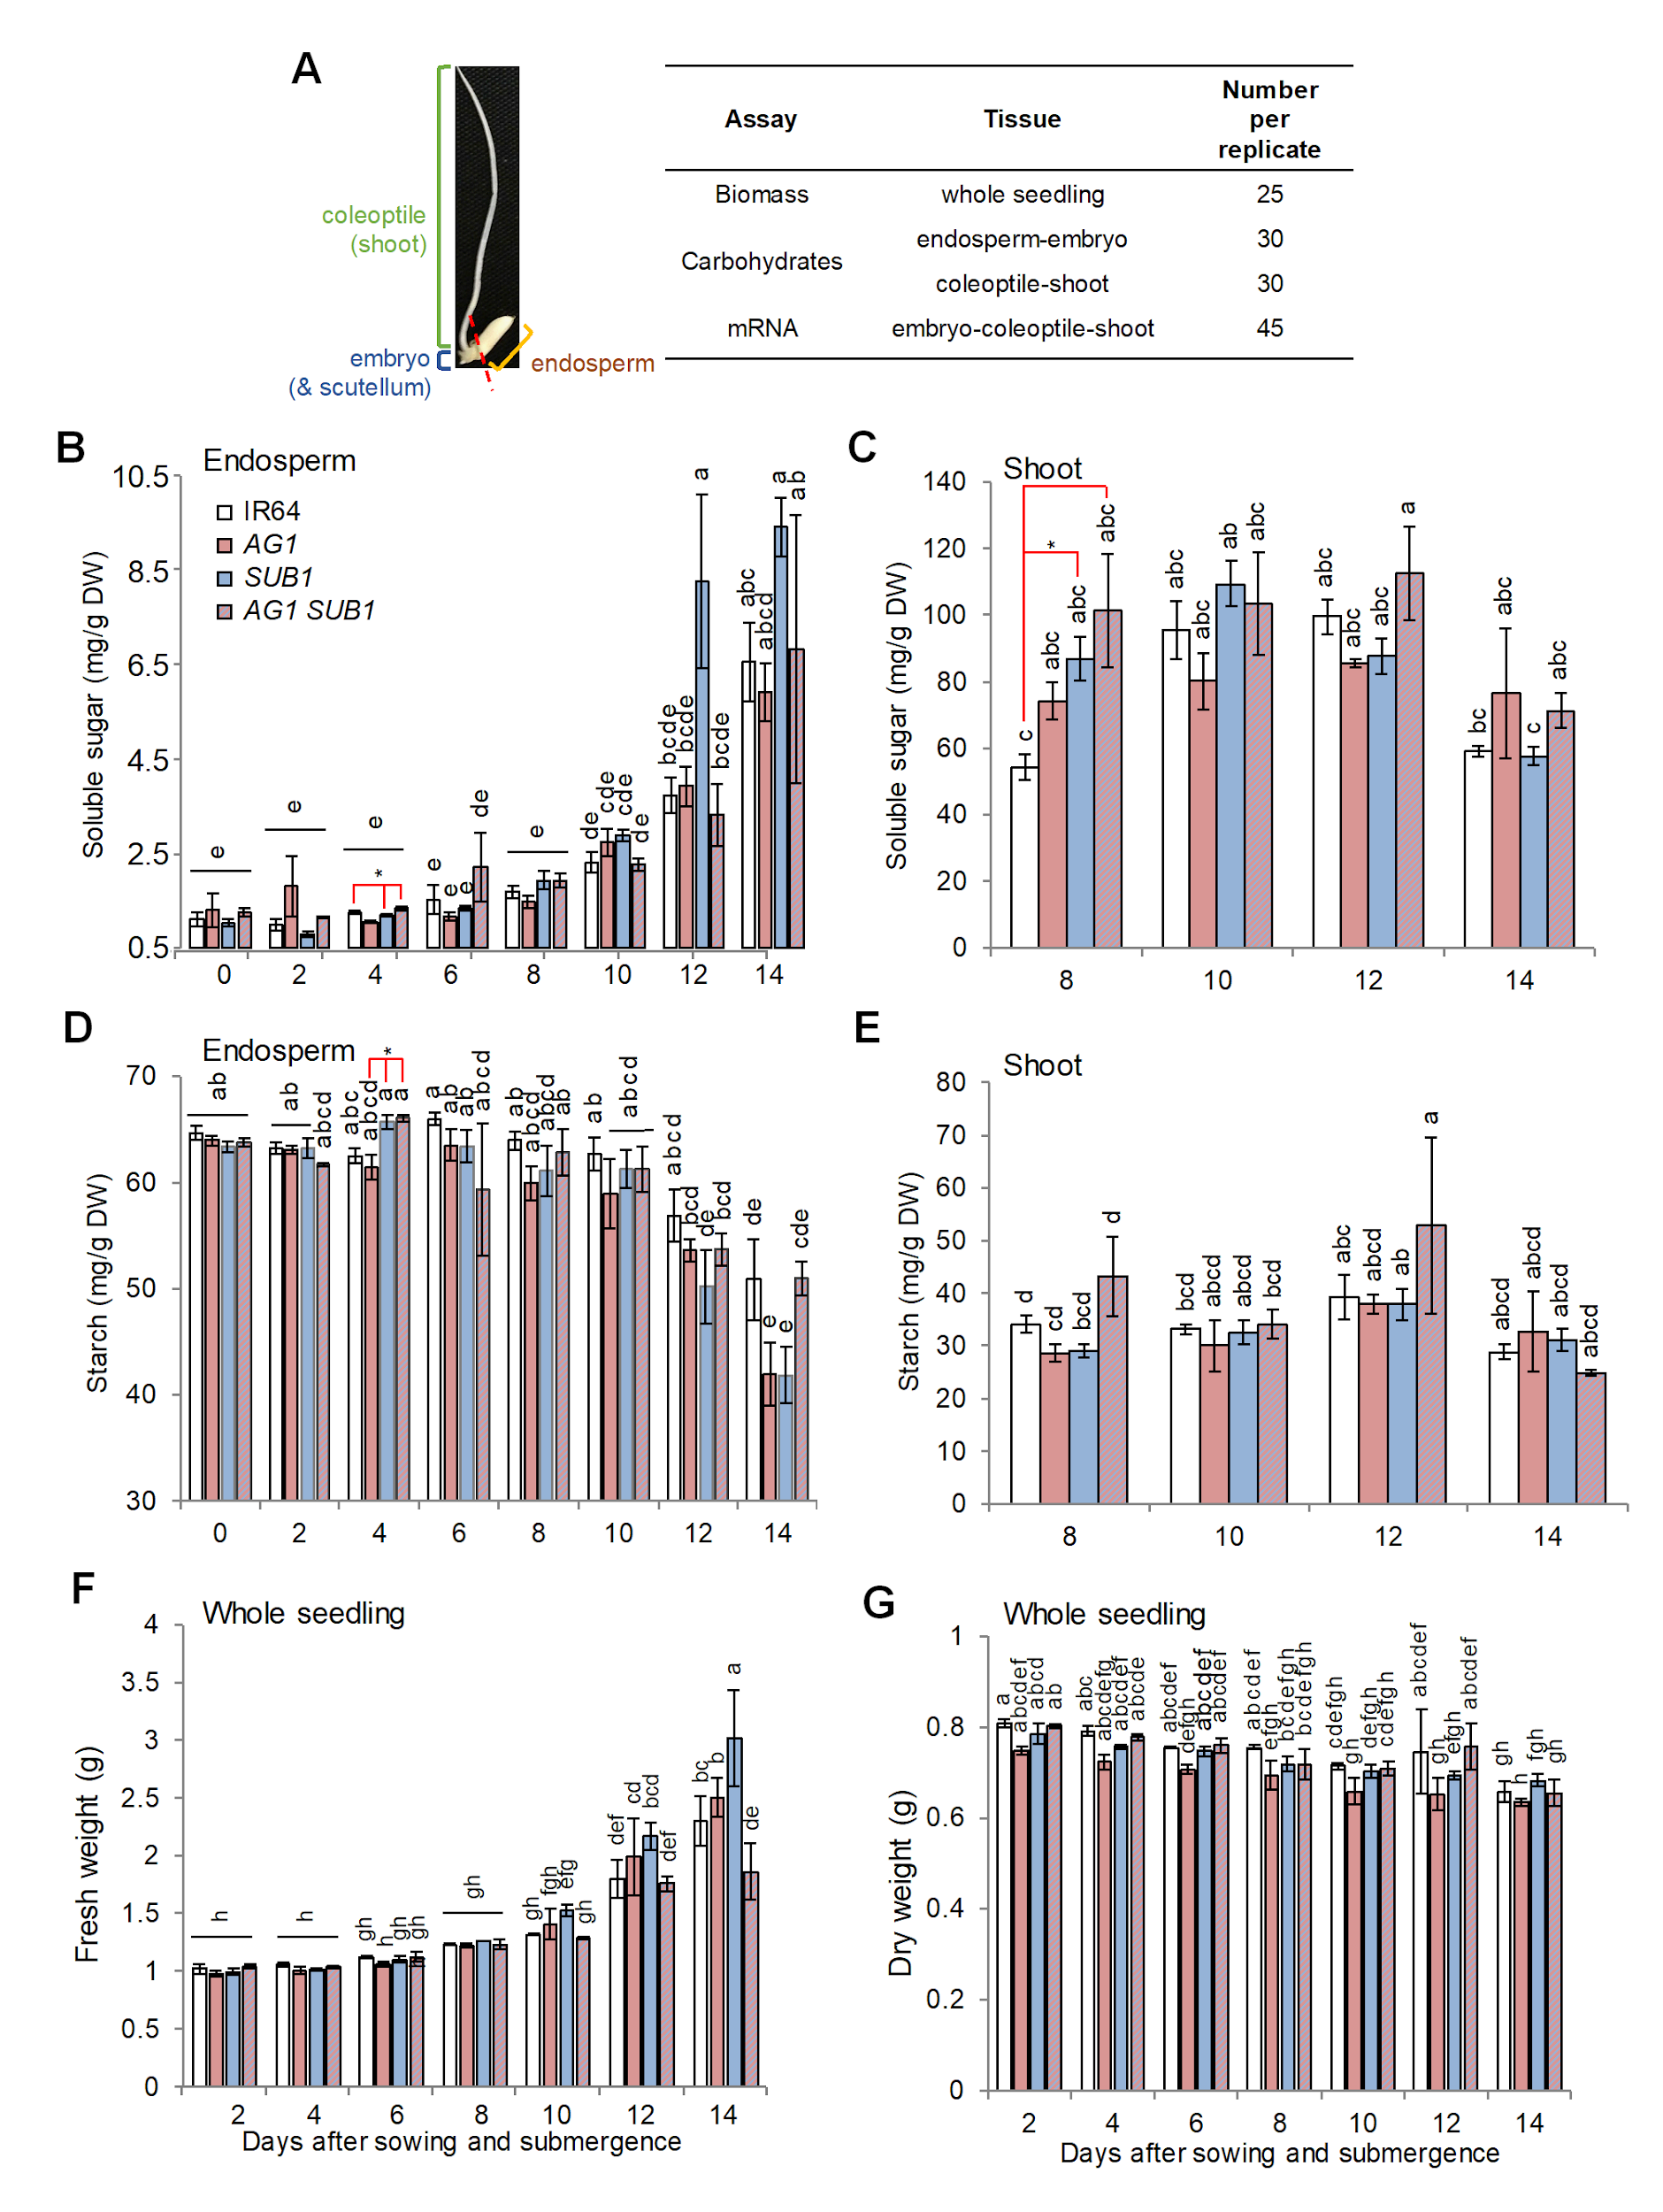
**

**Figure S3.** Visualization of harvested tissues, soluble sugar, and starch contents of the endosperm and shoot, and seedling biomass of plants grown under continual submergence. IR64, IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1,SUB1*) were dry seeded and maintained under constant complete submergence for up to 14 d. (a) Visualization and lists of tissues harvested for each assay. (b) Soluble sugar of endosperm-scutellar-embryo tissue from 0 d [dry seed] to 14 d. (c) Soluble sugar of coleoptile-shoot tissue (excluding seed tissue) at 8, 10, 12, and 14 d of submergence. (d) Starch content of endosperm-scutellar-embryo tissue and (e) shoot tissue. Soluble sugar and starch contents of shoots could not be measured from 0-6 d due to the unavailability of sufficient shoot tissue at these time points. (f) Fresh and (g) dry weight of the whole seedling (including the caryopsis) from 2 to 14 d. All data represent mean ± SE of 3 replicates (n=25-30 seedlings of each genotype per replicate). Different letters are significantly different across all days (*P* < 0.05, ANOVA with Tukey HSD test). Red bars and asterisks indicate significance in pairwise analyses per day.

**
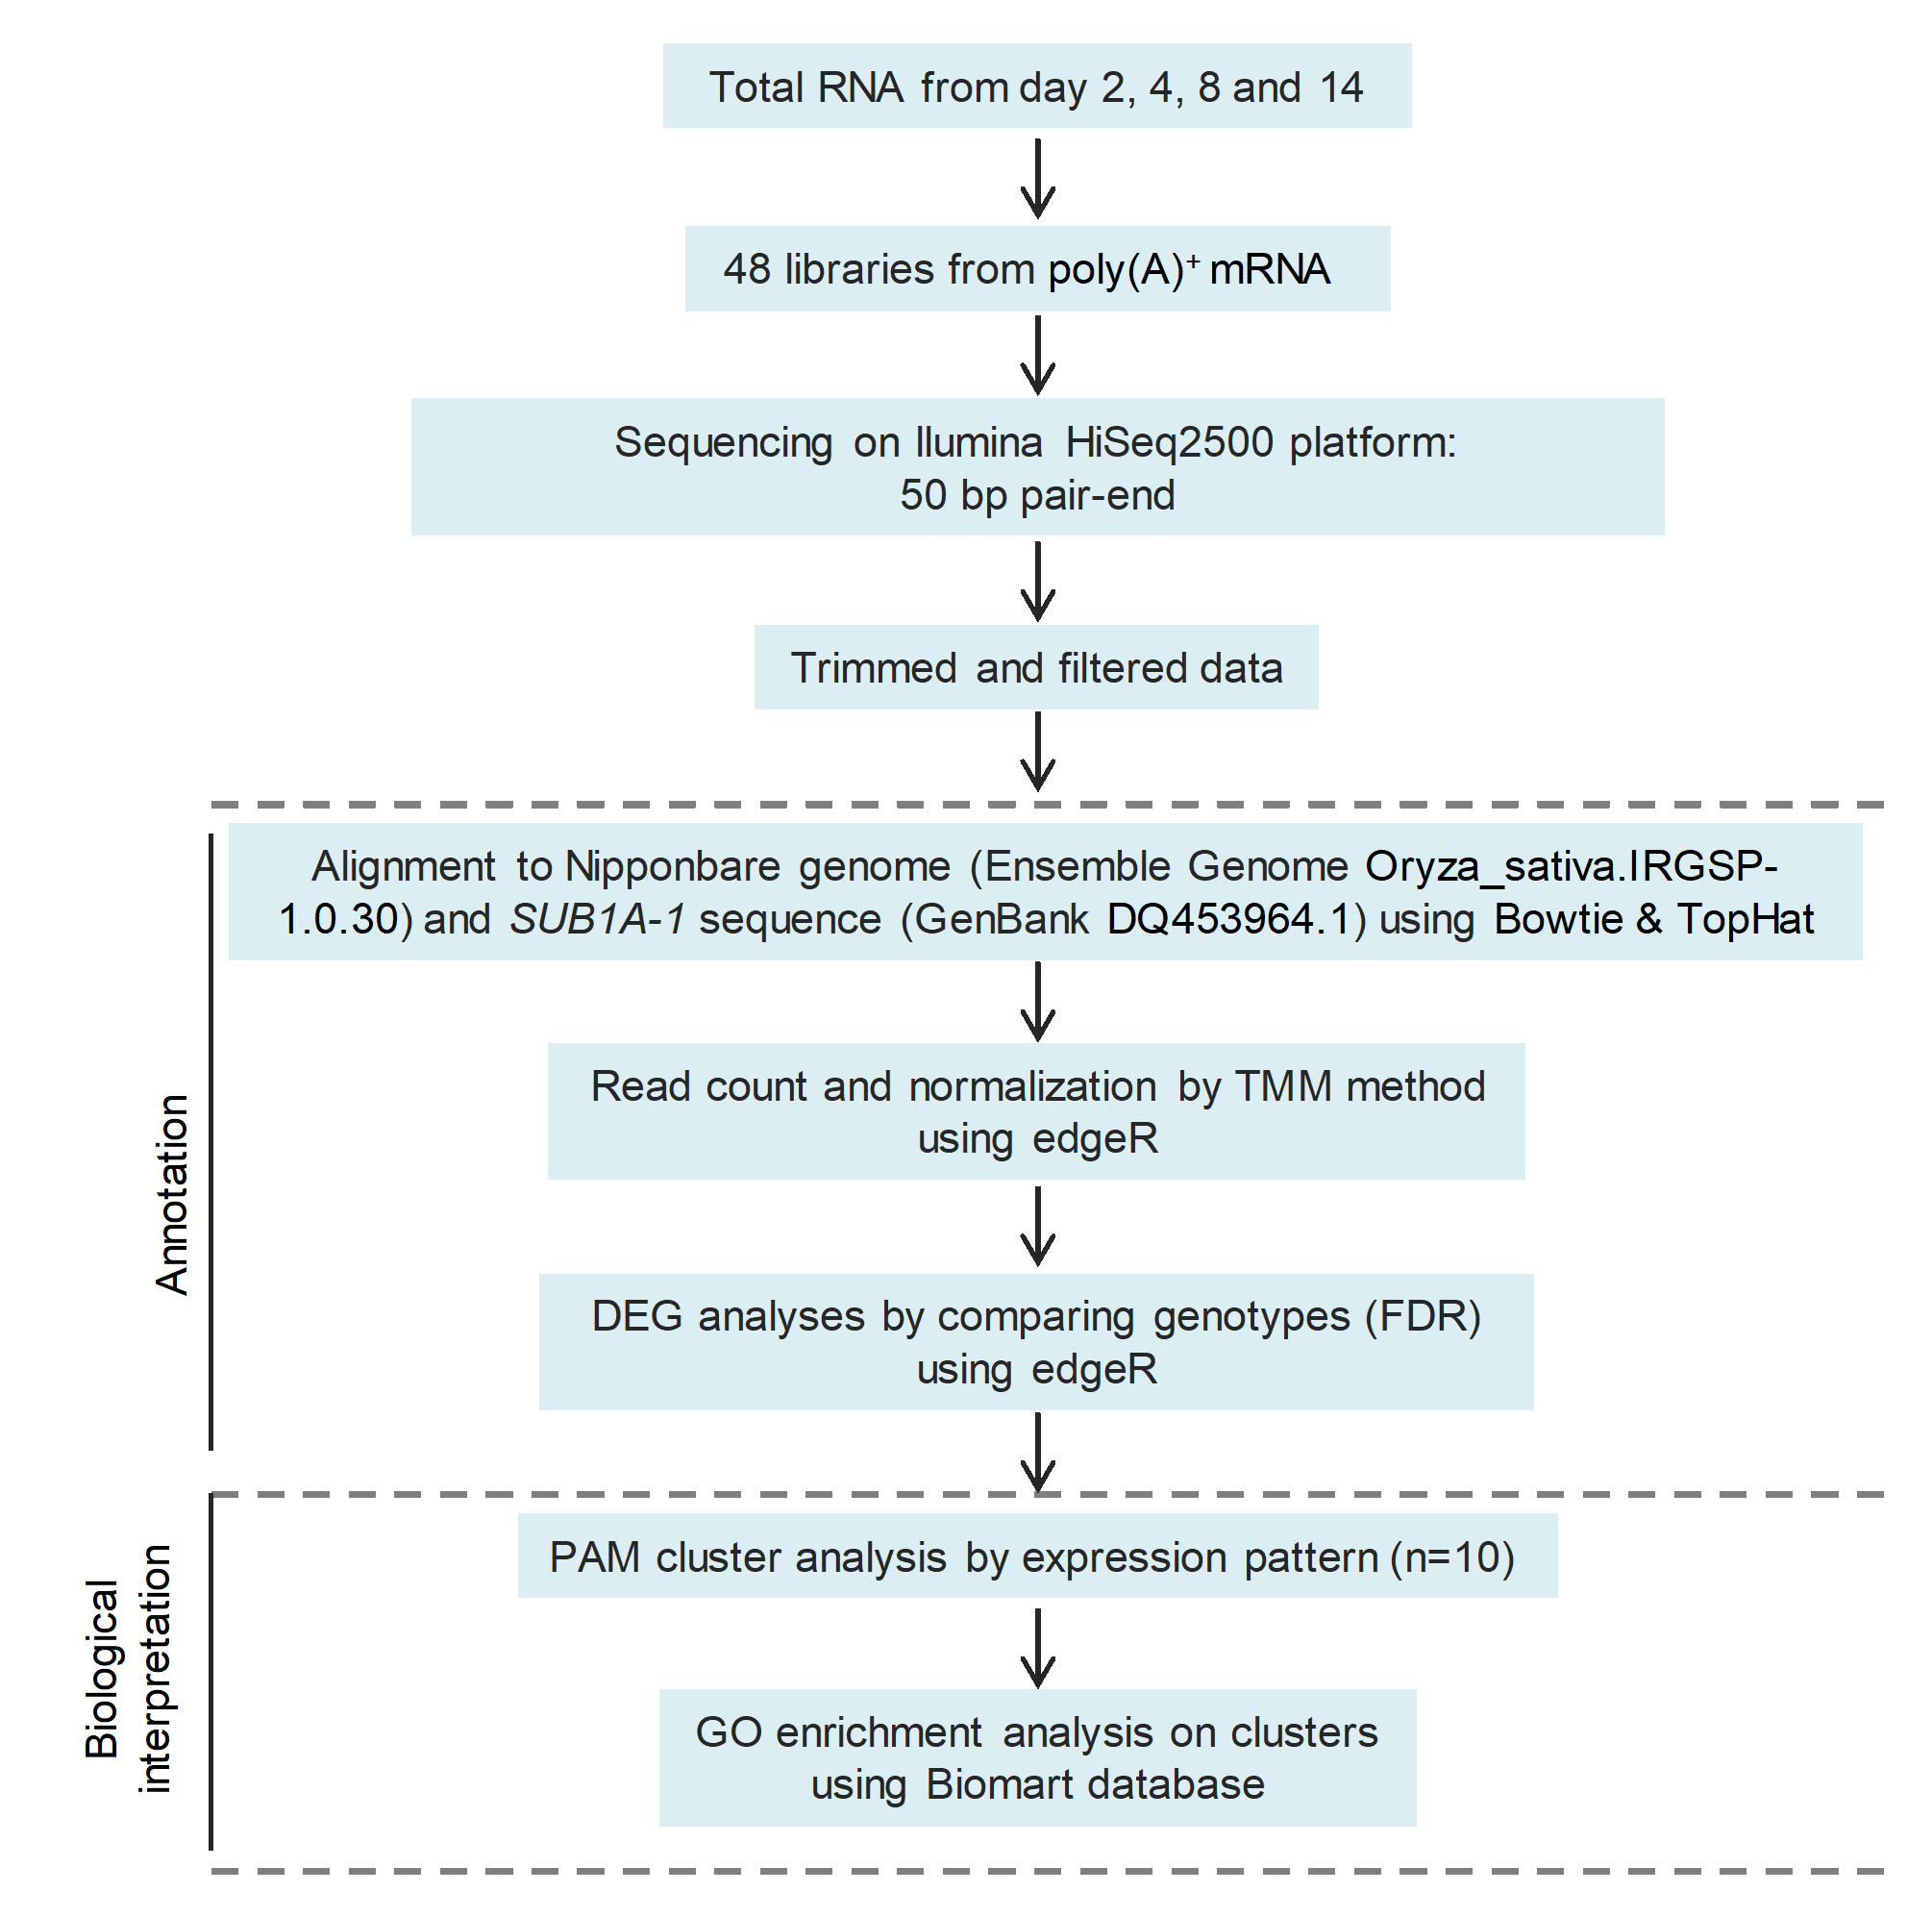
**

**Figure S4.** Flowchart of the mRNA-sequencing and transcriptome analyses.

**
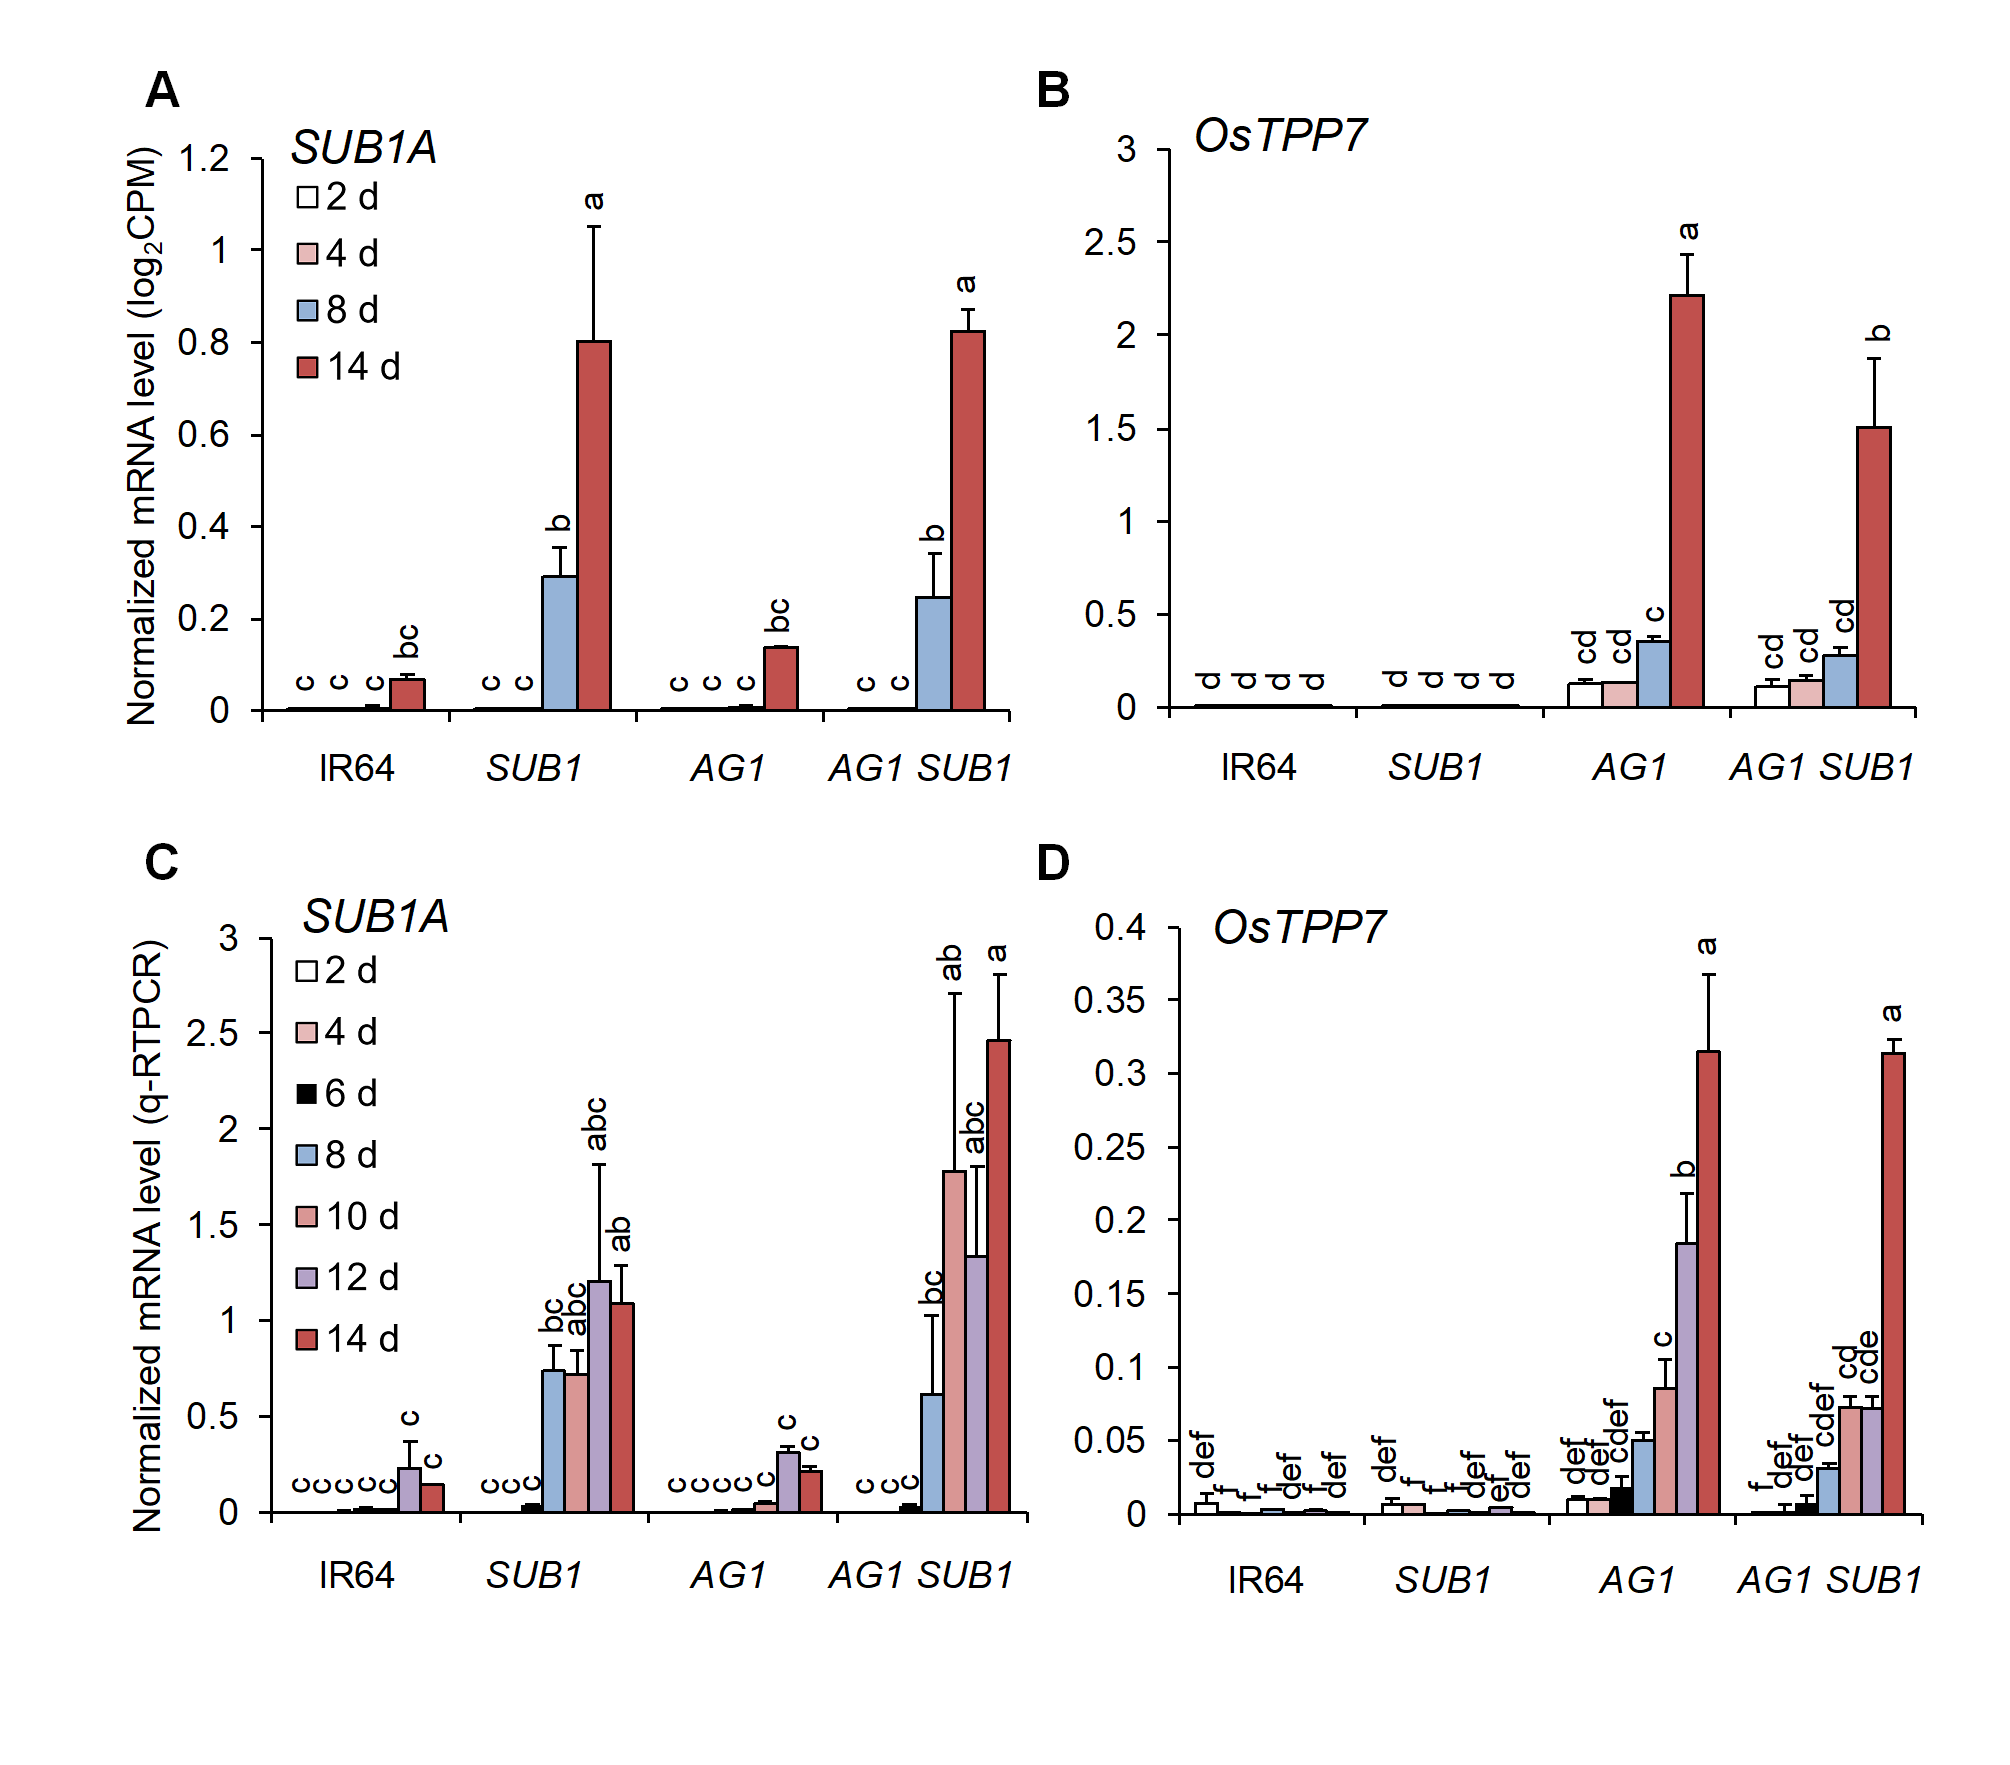
 Figure S5.** Allelic variation in temporal regulation of *AG1* and *SUB1A* transcript accumulation. Comparison of *TPP7* and *SUB1A* transcript levels in the genotypes IR64, IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1,SUB1*) monitored by (a-b) RNA-seq, based on mean log_2_ counts per million reads (CPM) of transcripts, and (c-d) qRT-PCR. For both, values are normalized to LOC_Os01g53520, observed to be near-constitutive across the time points sampled. Data are mean ± SD from 2 to 3 bioreplicates for RNA-seq and qRT-PCR. Letters indicate significant differences (*P* < 0.05, ANOVA with Tukey HSD test).

**
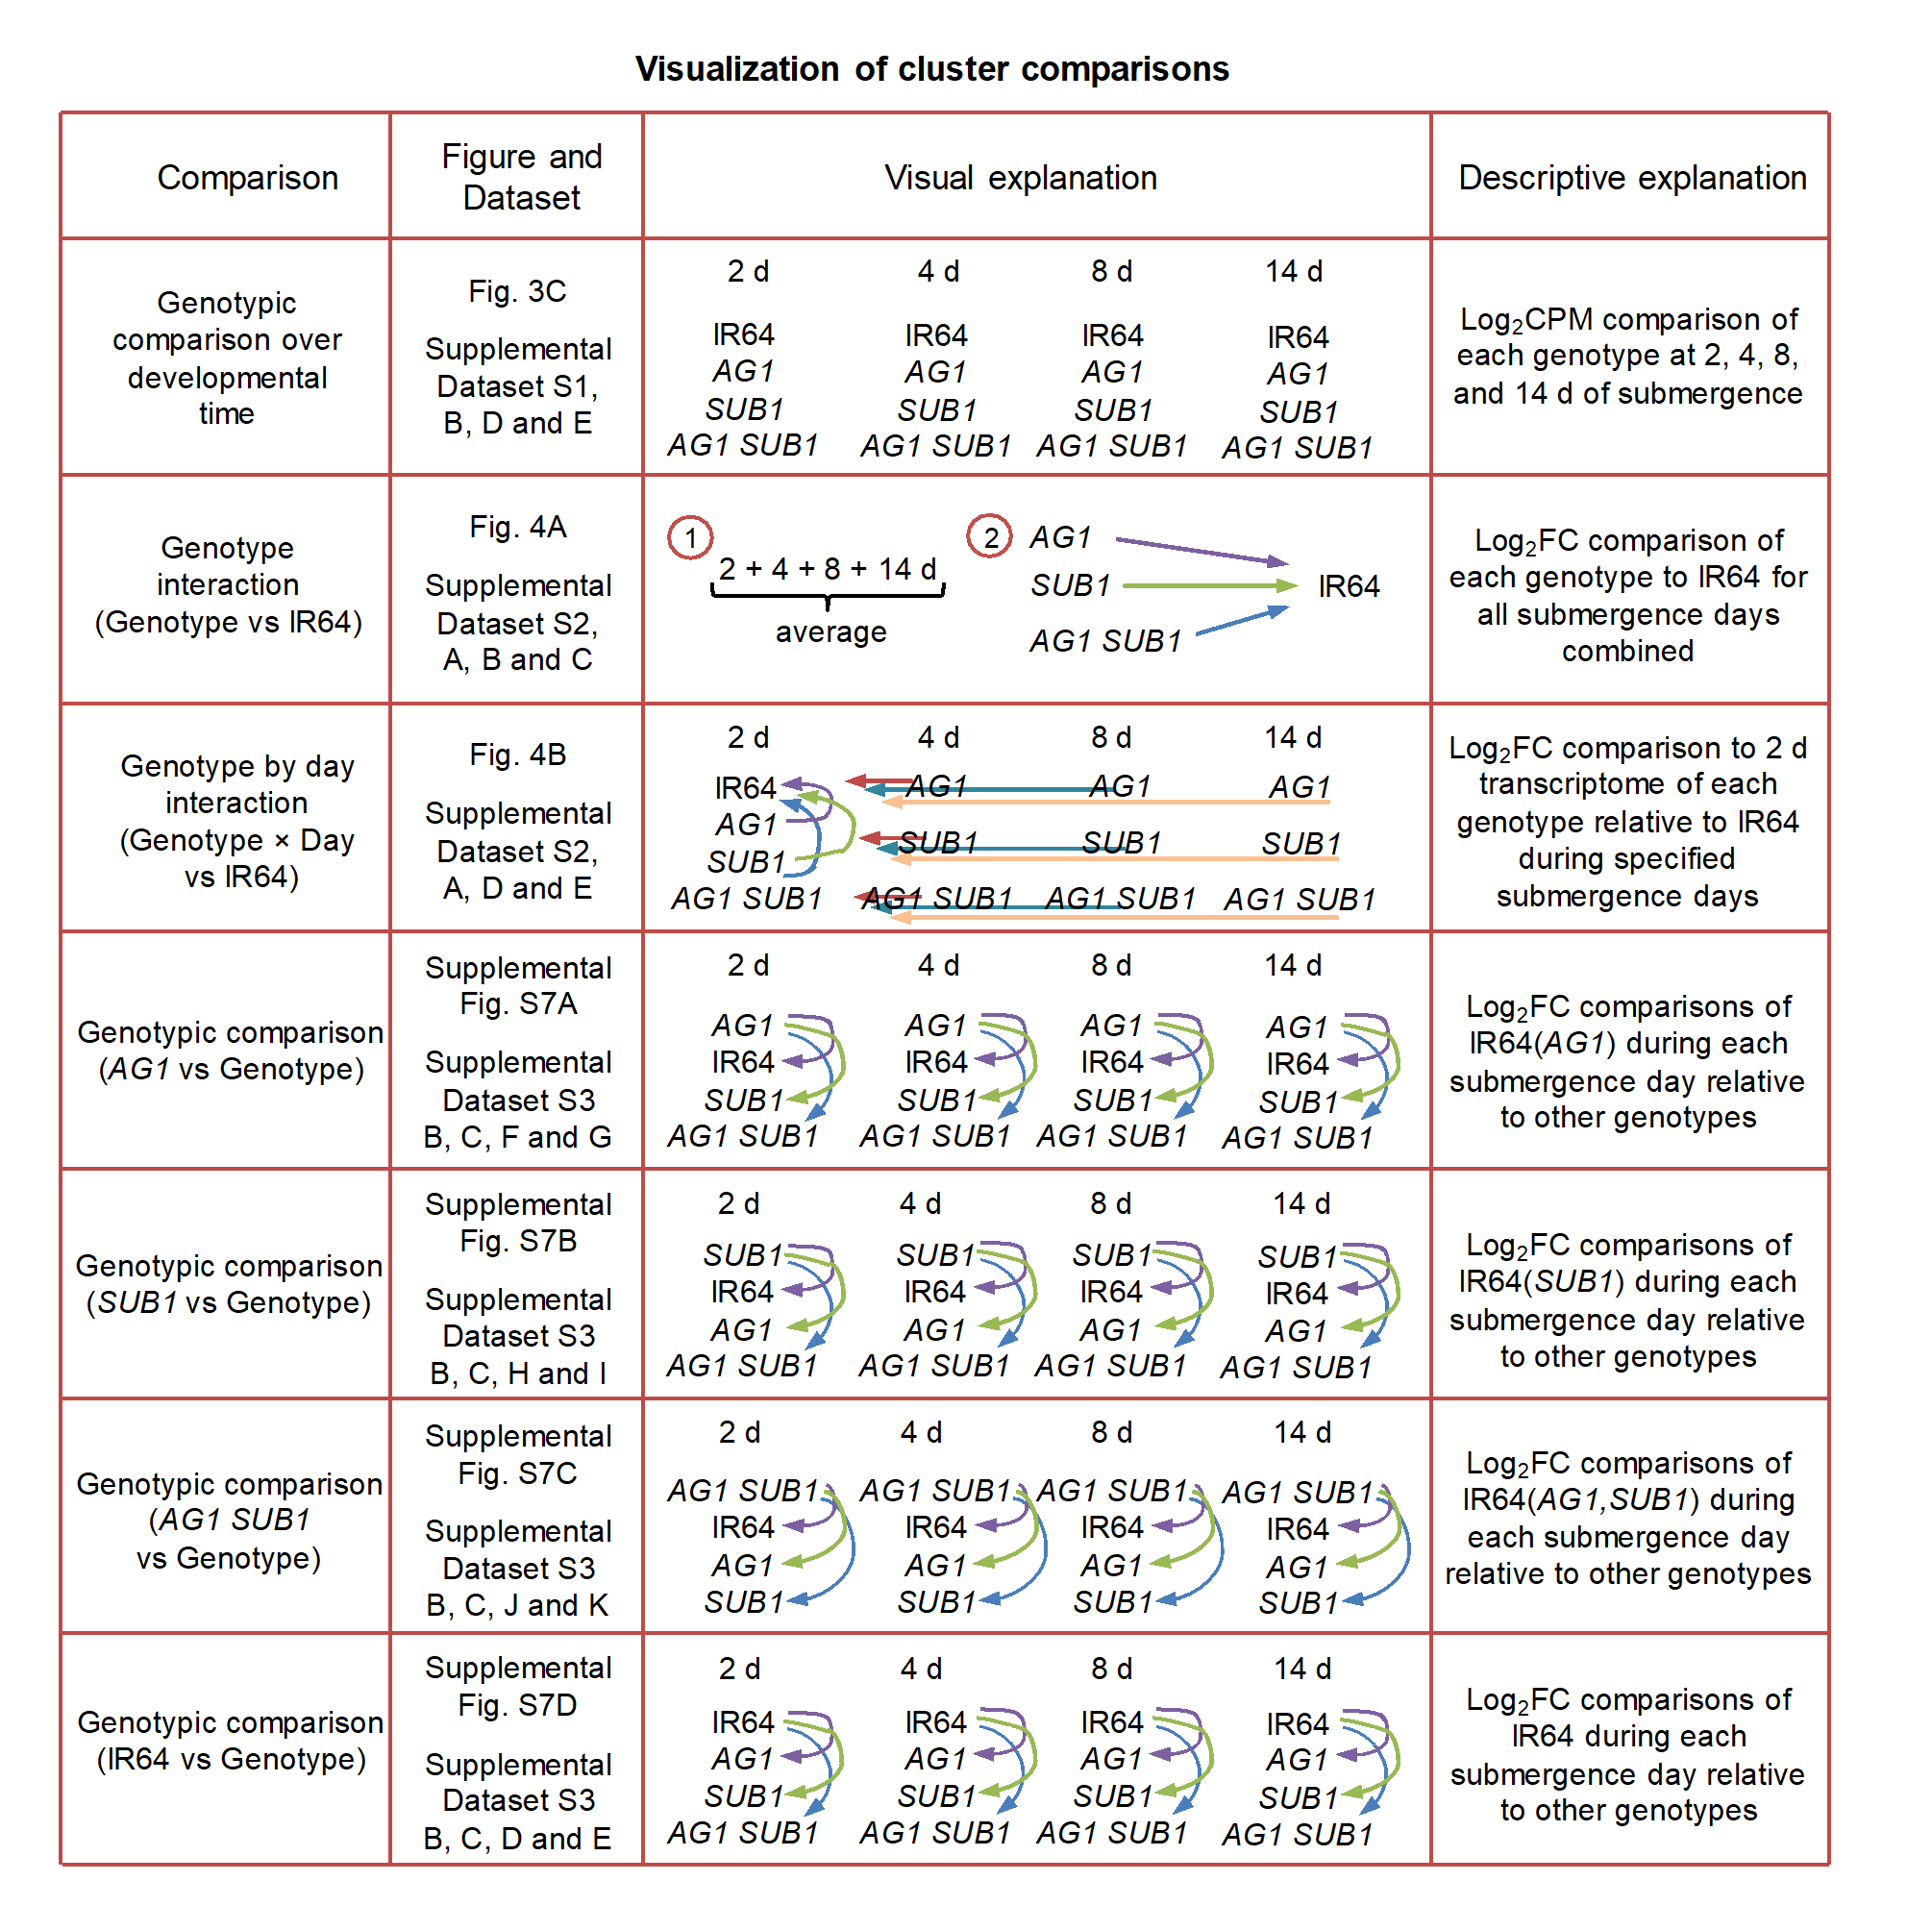
Figure S6.** Overview of the cluster comparisons in Figure 3, Figure 4, and Figure S7. Arrows indicate the genotype and time point comparisons.

**
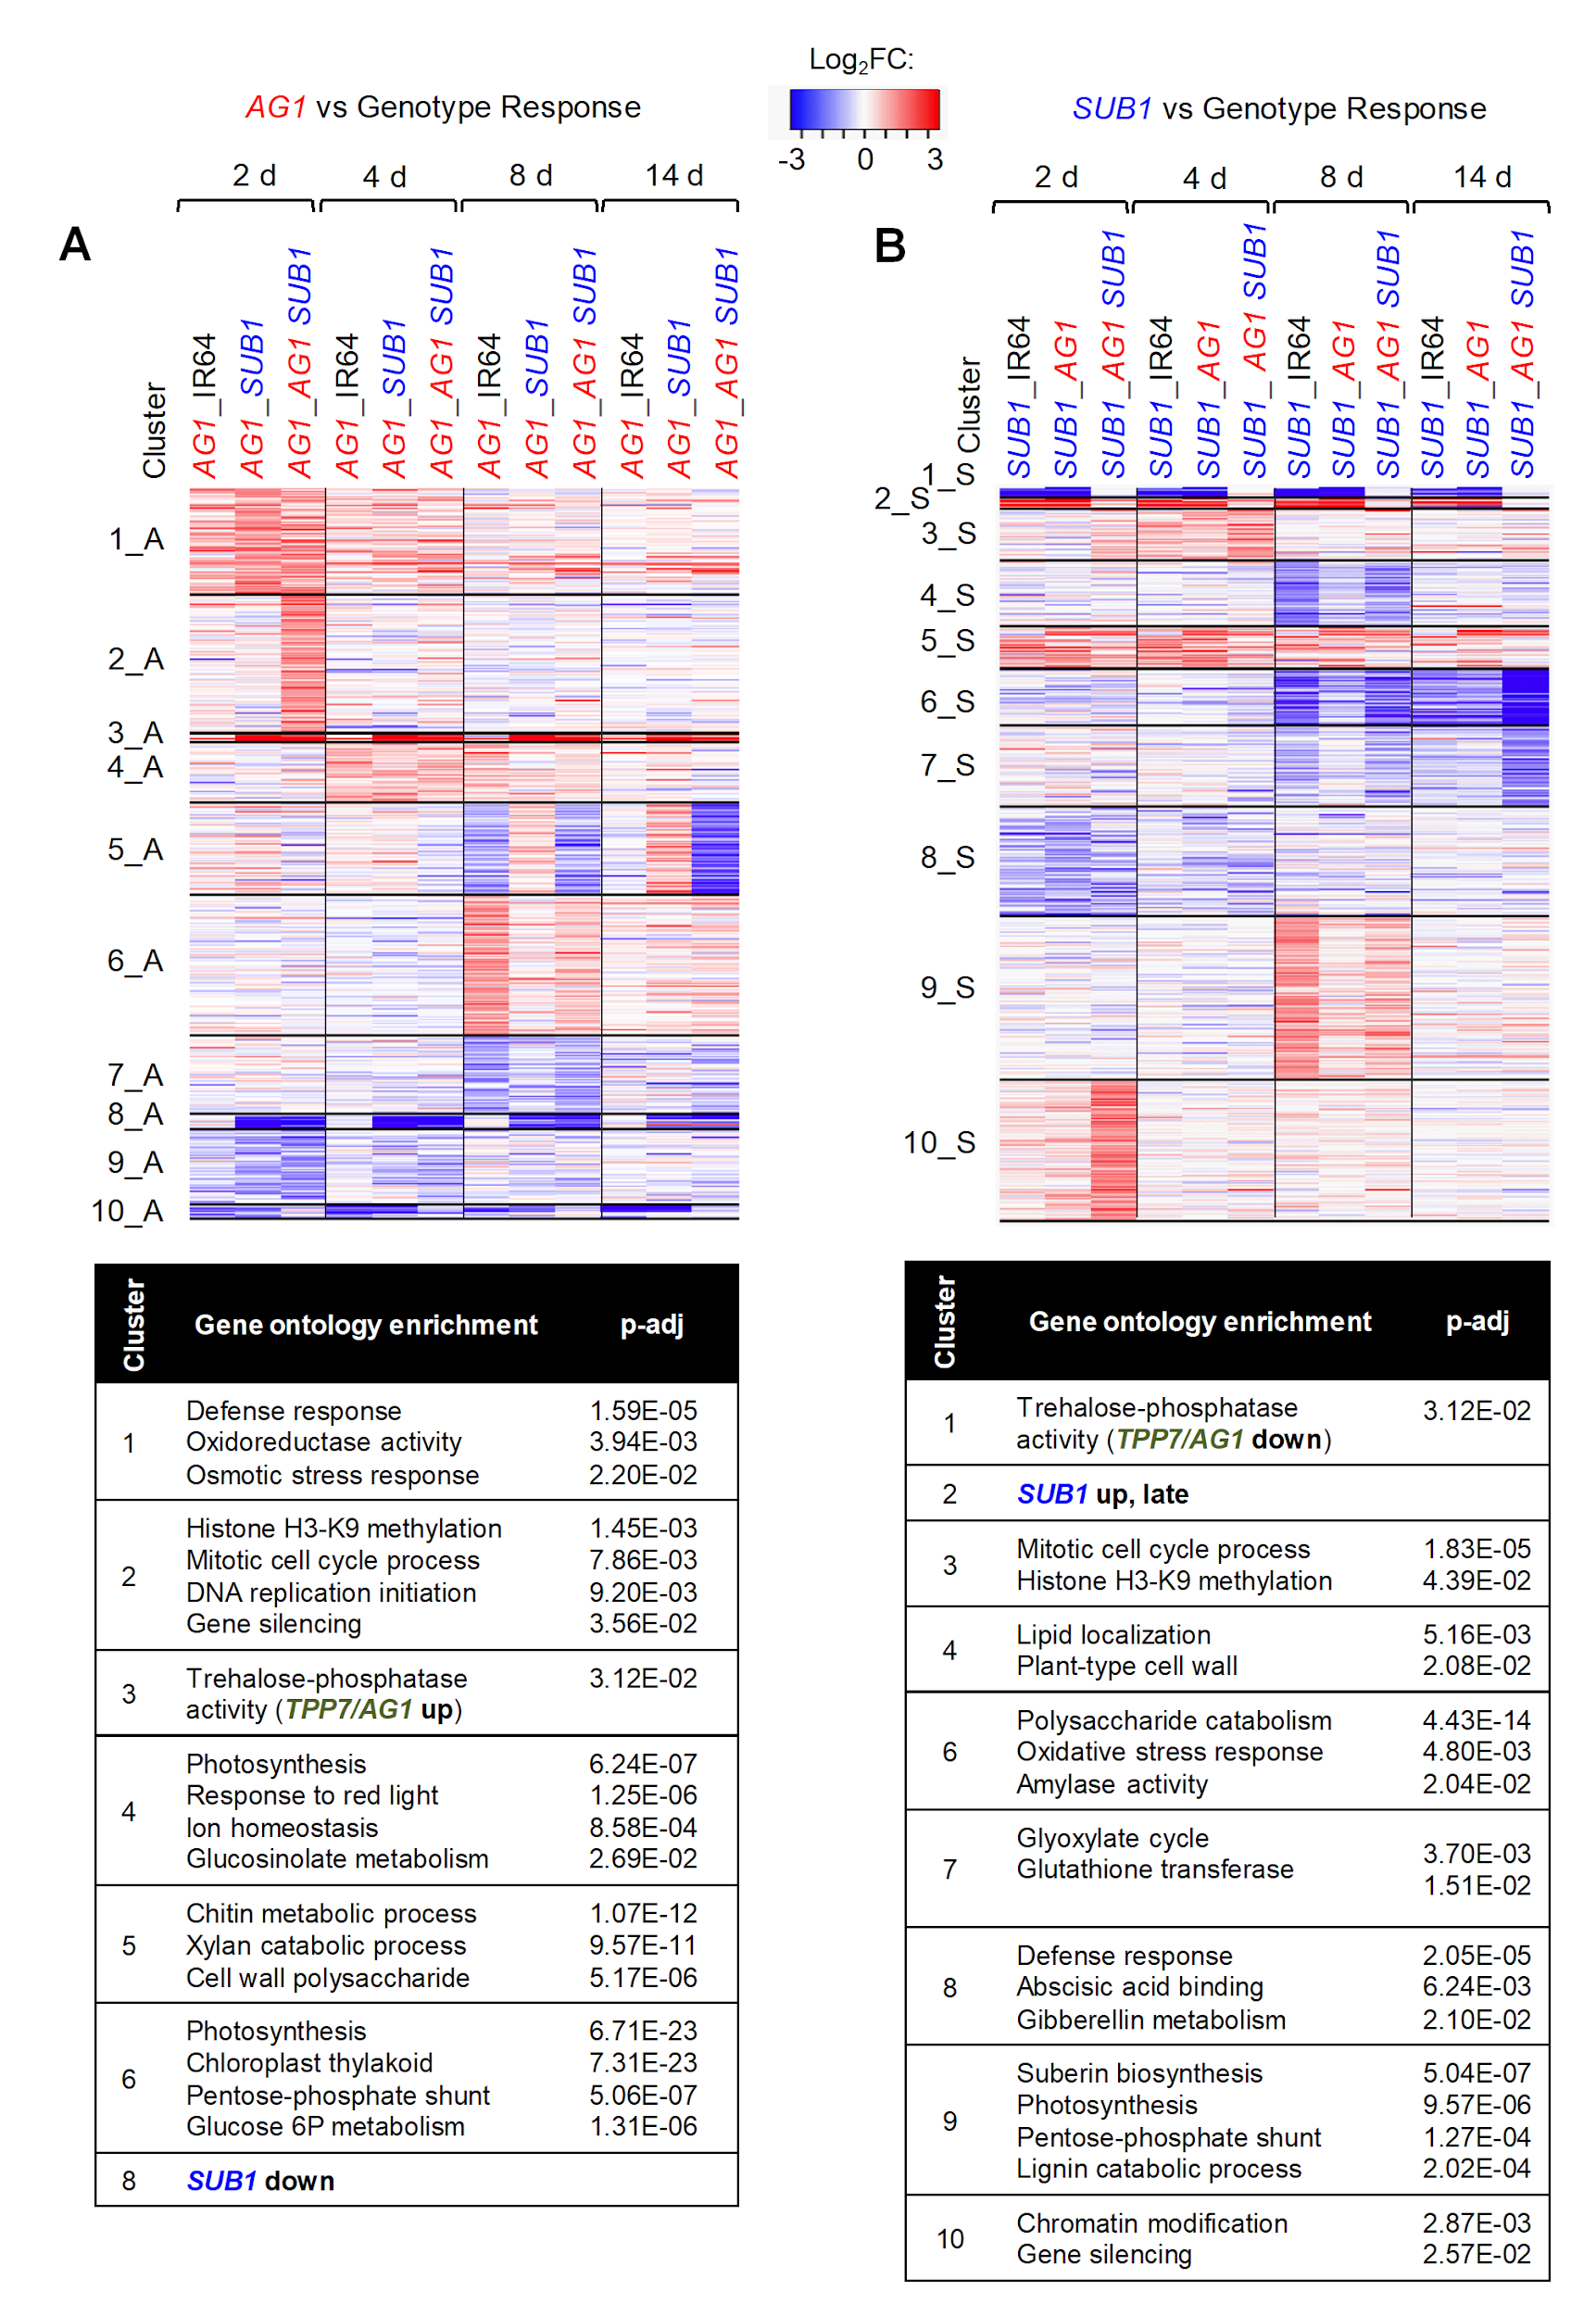
**

**
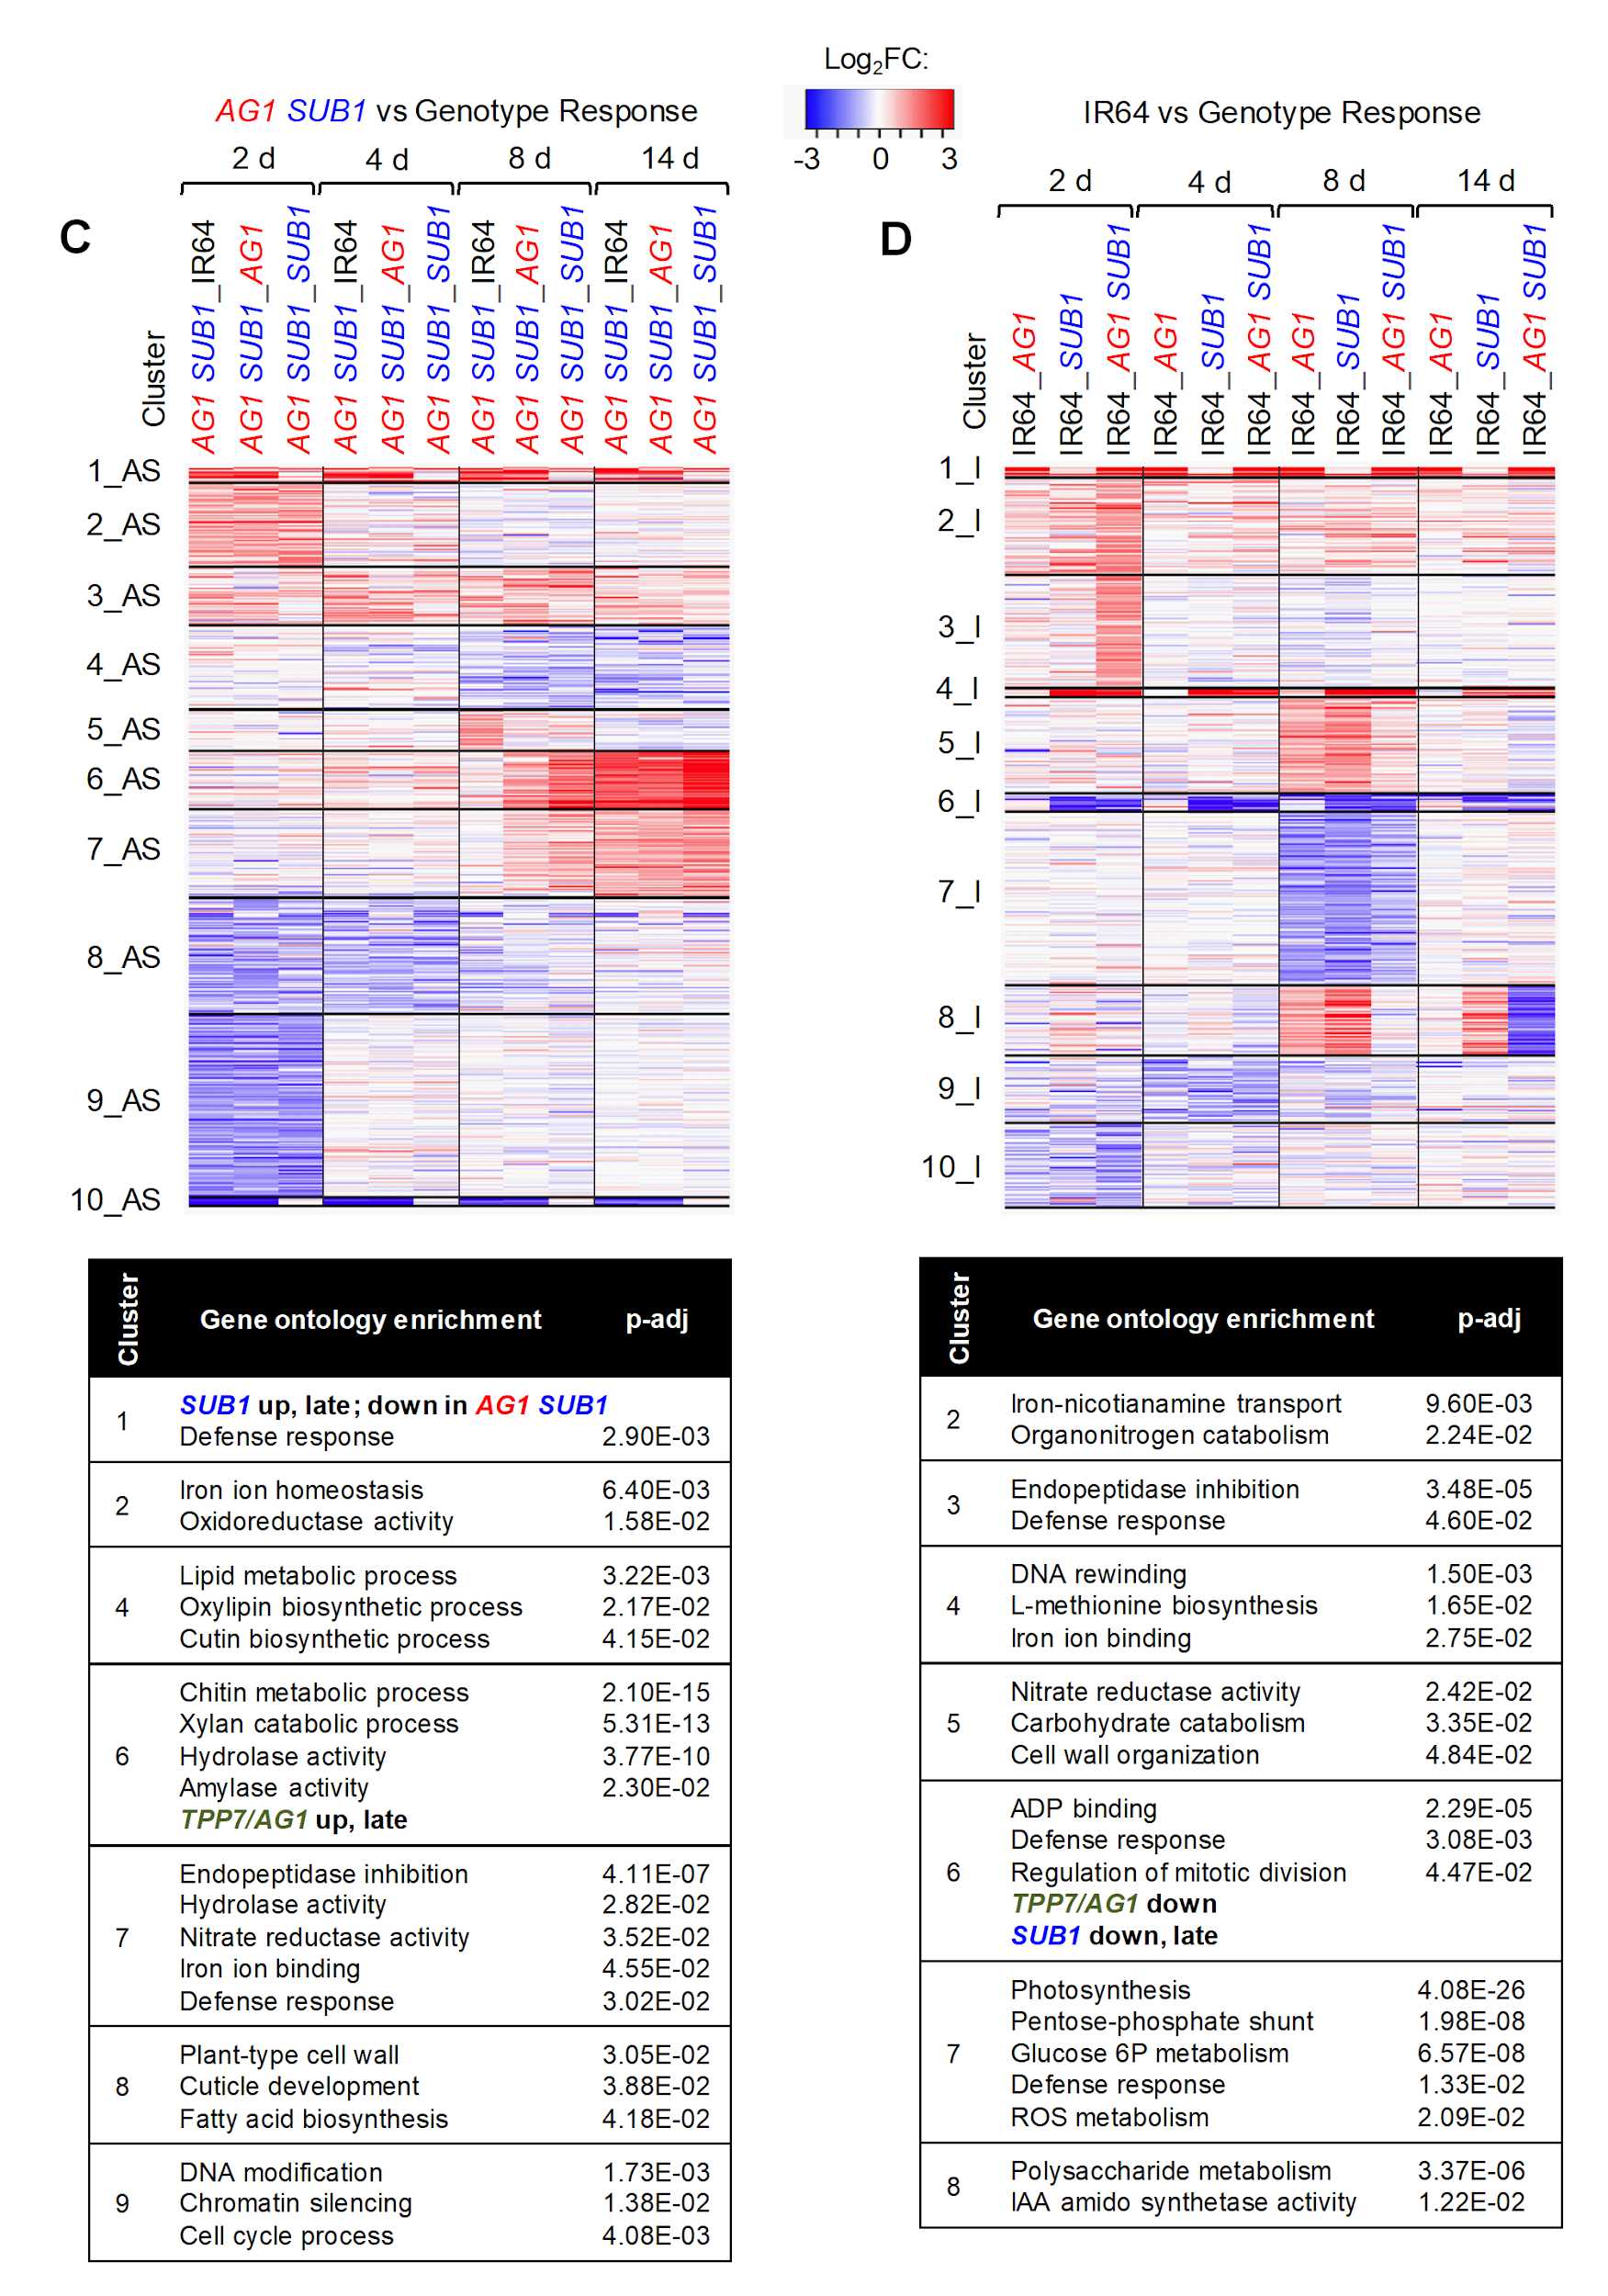
**

**Figure S7.** Transcriptomic comparisons between genotypes during seedling establishment under prolonged submergence. (a-d) PAM clustering of genotypic comparisons during 2, 4, 8, and 14 d of submergence for (a) IR64(*AG1*), (b) IR64(*SUB1*), (c) IR64(*AG1,SUB1*), and (d) IR64 relative to the other three genotypes. Genotypes in comparison are separated by an underscore (“_”). All clusters composed of mean log_2_FC values of DEGs. Representative GO enrichment of notable clusters and genes are listed. More DEGs, log_2_FC values, and GO term associations are in Dataset S3.

# Supplementary material for: Flood resilience loci SUBMERGENCE 1 and ANAEROBIC GERMINATION 1 interact in seedlings established underwater
**Source:** Plant Direct. 2020 Jul 21;4(7):e00240. doi: 10.1002/pld3.240
**Supplement:** Supplementary file 14 — Supplementary Material

Flood resilience loci *SUBMERGENCE 1* and *ANAEROBIC GERMINATION 1* interact in seedlings established underwater

Rejbana Alam<sup>1\*</sup>, Maureen Hummel<sup>1\*</sup>, Elaine Yeung<sup>1\*</sup>, Anna M. Locke<sup>1,3</sup>, John Carlos I. Ignacio<sup>2</sup>, Miriam D. Baltazar<sup>4</sup>, Zhenyu Jia<sup>1</sup>, Abdelbagi M. Ismail<sup>2</sup>, Endang M. Septiningsih<sup>2,5</sup> and Julia Bailey-Serres<sup>1</sup>

\* co-contributing authors

## Supplemental Figures and Legends

**Figure S1.** *AG1* and *SUB1* alleles/haplotypes used in this study. (a) Representation of the chromosome 9 regions encoding *TPP7/AG1* from KHO and *SUB1A-1* from FR13A (Kretzschmar et al., 2015; Xu et al., 2006). *AG1* was introgressed into IR64 to generate IR64(*AG1*) (Kretzschmar et al., 2015), and *SUB1A-1* was introgressed into IR64 to generate IR64(*SUB1*). IR64 lacks *AG1*. IR64 encodes *SUB1A-2*, which produces the *SUB1* transcript at lower levels than the *SUB1A-1* allele from FR13A. The paralogous genes *SUB1B* and *SUB1C* produce transcripts at different levels in the two haplotypes represented, but submergence tolerance is determined by *SUB1A-1* (Fukao et al., 2006, 2009; Xu et al., 2006). (b) RNA-seq analysis of the *AG1* region from 3 bioreplicates (r1, r2, r3) at the submergence time points assayed by transcriptomics for the 4 genotypes. Full experimental analysis presented later in the Results and Discussion. The data confirm that IR64(*AG1*) and IR64(*AG1*,*SUB1*) encode *TPP7*, whereas IR64 and IR64(*SUB1*) lack this gene. (c-d) RNA-seq analysis of the *SUB1A* and *SUB1C* regions in day 14 transcriptomes of submerged shoots of the four genotypes. Read mapping was to *SUB1A-1* and *SUB1C-3* of IR64. Nucleotide polymorphisms confirm that IR64 and IR64(*AG1*) encode *SUB1A-2* and *SUB1C-3* (Singh et al., 2010), whereas IR64(*SUB1*) and IR64(*AG1*,*SUB1*) encode *SUB1A-1* and *SUB1C-1* from FR13A (Xu et al., 2006). Data highlight an alternative 3' intron within the 3' untranslated region of *SUB1A* that accumulates to higher levels in *SUB1A-1*.

**Figure S2.** Rice establishment by dry seeding followed by prolonged submergence is influenced by *AG1* and *SUB1*. (a) Schematic diagram of the experimental set-up of dry seeding and continual submergence. Dry seeds were sown directly into pots at a soil depth of 0.5 cm on top of a soft cotton net. Pots had small drainage holes at the bottom with 11 cm depth of fine soil covered with the net. (b) Control plants photographed after 7 d of growth in normal air conditions in a nethouse under ambient light. (c) Representative photographs of seedlings immediately after desubmergence at 6, 8, and 10 d of submergence. (d) Submerged plants photographed at 16 d of

submergence in the aquaria. (e) Photo of desubmerged plants after 16 d of submergence. Photos are representative of 3 experimental replicates.

**Figure S3.** Visualization of harvested tissues, soluble sugar, and starch contents of the endosperm and shoot, and seedling biomass of plants grown under continual submergence. IR64, IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1,SUB1*) were dry seeded and maintained under constant complete submergence for up to 14 d. (a) Visualization and lists of tissues harvested for each assay. (b) Soluble sugar of endosperm-scutellar-embryo tissue from 0 d [dry seed] to 14 d. (c) Soluble sugar of coleoptile-shoot tissue (excluding seed tissue) at 8, 10, 12, and 14 d of submergence. (d) Starch content of endosperm-scutellar-embryo tissue and (e) shoot tissue. Soluble sugar and starch contents of shoots could not be measured from 0-6 d due to the unavailability of sufficient shoot tissue at these time points. (f) Fresh and (g) dry weight of the whole seedling (including the caryopsis) from 2 to 14 d. All data represent mean  $\pm$  SE of 3 replicates (n=25-30 seedlings of each genotype per replicate). Different letters are significantly different across all days ( $P < 0.05$ , ANOVA with Tukey HSD test). Red bars and asterisks indicate significance in pairwise analyses per day.

**Figure S4.** Flowchart of the mRNA-sequencing and transcriptome analyses.

**Figure S5.** Allelic variation in temporal regulation of *AG1* and *SUB1A* transcript accumulation. Comparison of *TPP7* and *SUB1A* transcript levels in the genotypes IR64, IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1,SUB1*) monitored by (a-b) RNA-seq, based on mean  $\log_2$  counts per million reads (CPM) of transcripts, and (c-d) qRT-PCR. For both, values are normalized to LOC\_Os01g53520, observed to be near-constitutive across the time points sampled. Data are mean  $\pm$  SD from 2 to 3 bioreplicates for RNA-seq and qRT-PCR. Letters indicate significant differences ( $P < 0.05$ , ANOVA with Tukey HSD test).

**Figure S6.** Overview of the cluster comparisons in Figure 3, Figure 4, and Figure S7. Arrows indicate the genotype and time point comparisons.

**Figure S7.** Transcriptomic comparisons between genotypes during seedling establishment under prolonged submergence. (a-d) PAM clustering of genotypic comparisons during 2, 4, 8, and 14 d of submergence for (a) IR64(*AG1*), (b) IR64(*SUB1*), (c) IR64(*AG1,SUB1*), and (d) IR64 relative to the other three genotypes. Genotypes in comparison are separated by an underscore (“\_”). Data values for the single genotype used for comparison were the numerator and data values for the three genotypes were in the denominator of the fold change calculation. All clusters are composed of mean  $\log_2$ FC values of DEGs ( $\log_2$ FC  $> |1|$ ; FDR  $< 0.05$ ). Representative GO

enrichment of notable clusters and genes are listed. More DEGs,  $\log_2$ FC values, and GO term associations are in Dataset S3.

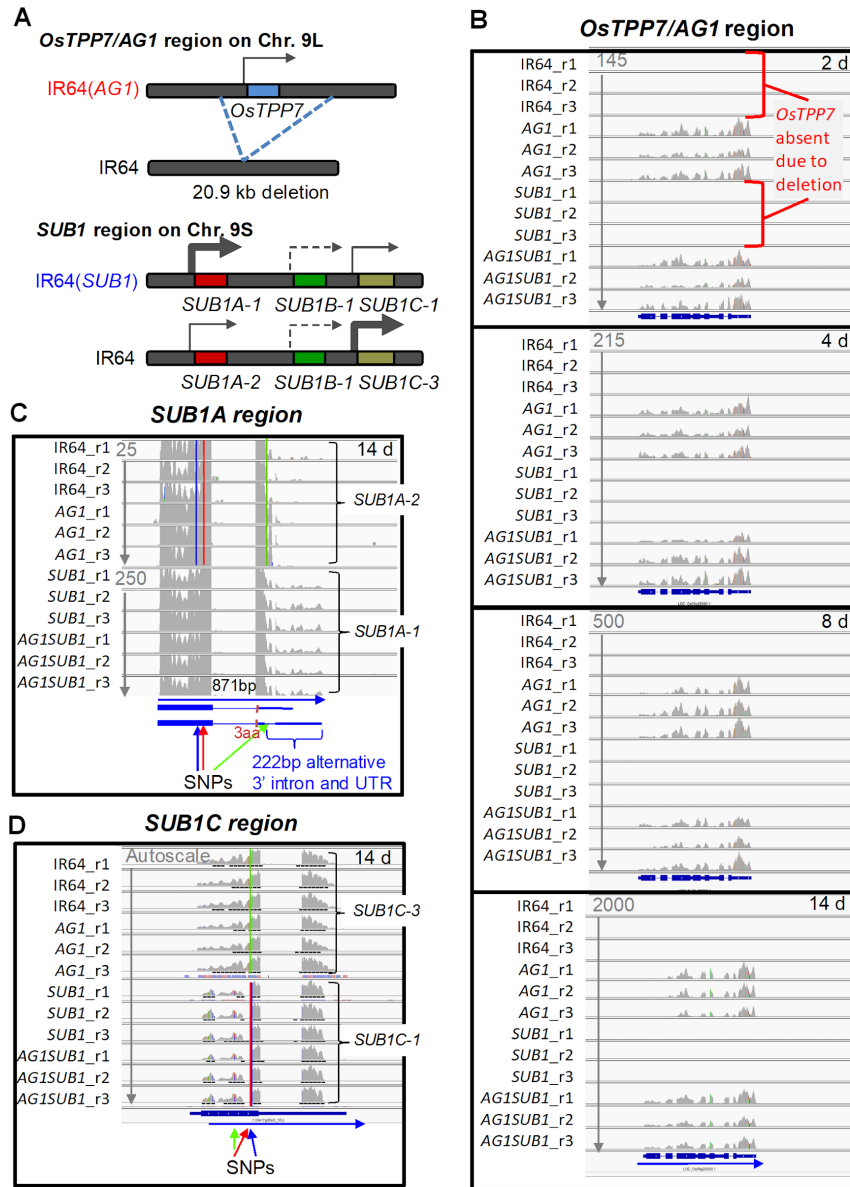

**Figure S1.** AG1 and SUB1 alleles/haplotypes used in this study. (a) Representation of the chromosome 9 regions encoding *TPP7*/AG1 from KHO and *SUB1A-1* from FR13A. AG1 was introgressed into IR64 to generate IR64(AG1) (Kretzschmar et al., 2015), and *SUB1A-1* was introgressed into IR64 to generate IR64(SUB1). The SUB1 region haplotype of IR64 encodes SUB1A-2, which produces the SUB1 transcript at lower levels than the SUB1A-1 allele from FR13A. The paralogs SUB1B and SUB1C produce transcripts at different levels in the two haplotypes represented (Fukao et al., 2006, 2009; Xu et al., 2006), but submergence tolerance is solely determined by SUB1A-1 (b) RNA-seq analysis of the AG1 region from 3 bioreplicates (r1, r2, r3) at the submergence time points assayed for the 4 genotypes. IR64(AG1) and IR64(AG1, SUB1) encode *TPP7*, whereas IR64 and IR64(SUB1) lack this gene. (c-d) RNA-seq analysis of the SUB1A and SUB1C regions. The genotypes IR64 and IR64(AG1) encode SUB1A-2 and SUB1C-3, therefore having low submergence tolerance. IR64(SUB1) and IR64(AG1, SUB1) encode SUB1A-1 and SUB1C-1 from the submergence tolerant donor FR13A. AG1 was validated by *TPP7* presence. SUB1A alleles were confirmed by single nucleotide polymorphism distinctions in the linked SUB1A-1 and SUB1C-1 loci in SUB1-containing lines (FR13A) and SUB1A-2 and SUB1C-3 loci of IR64 (Singh et al., 2010).

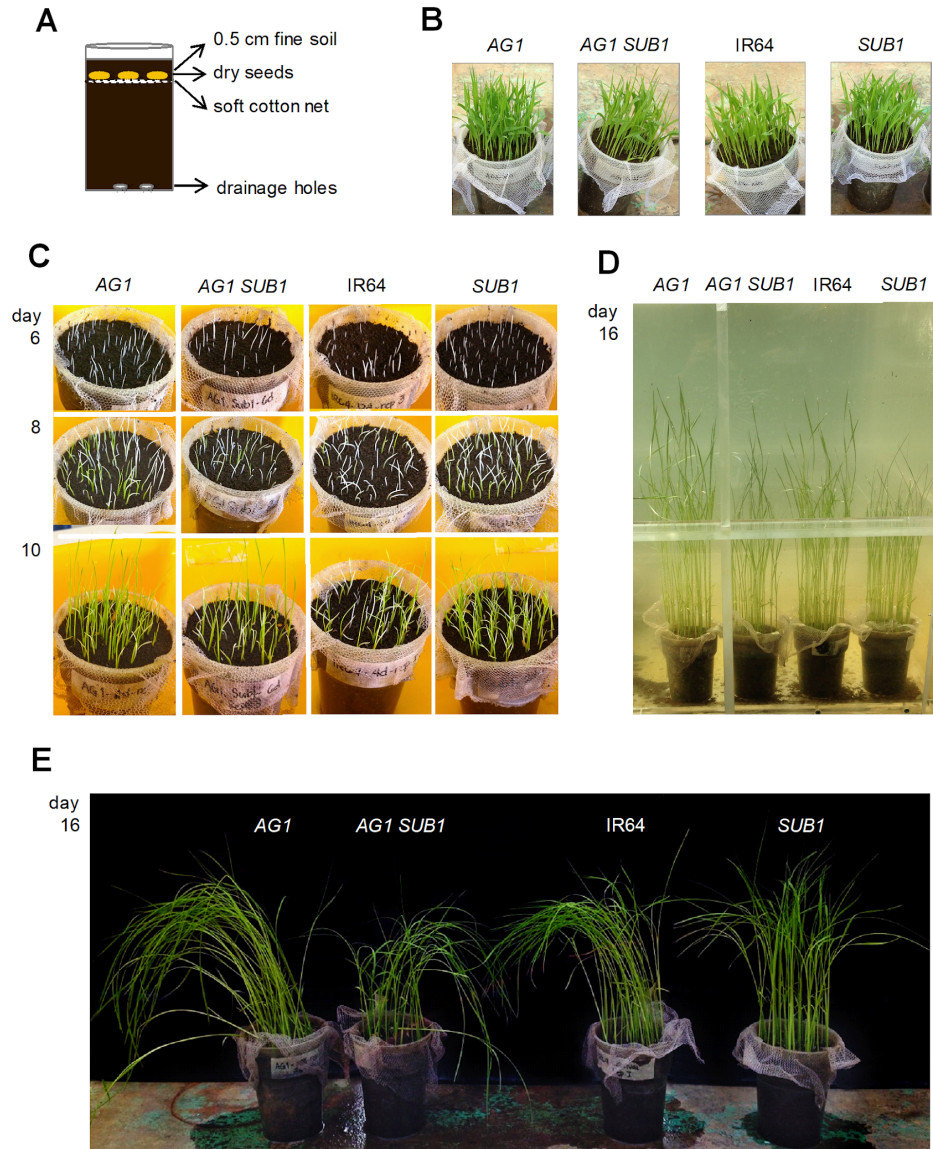

**Figure S2.** Rice establishment by dry seeding followed by prolonged submergence is influenced by *AG1* and *SUB1*. (a) Schematic diagram of the experimental set-up of dry seeding and continual submergence. Dry seeds were sown directly into pots at a soil depth of 0.5 cm on top of a soft cotton net. Pots had small drainage holes at the bottom with 11 cm depth of fine soil covered with the net. (b) Control plants photographed after 7 d of growth in normal air conditions. (c) Representative photographs of seedlings immediately after desubmergence at 6, 8, and 10 d of submergence. (d) Submerged plants photographed at 16 d of submergence in the aquaria. (e) Photo of desubmerged plants after 16 d of submergence. Photos are representative of 3 experimental replicates.

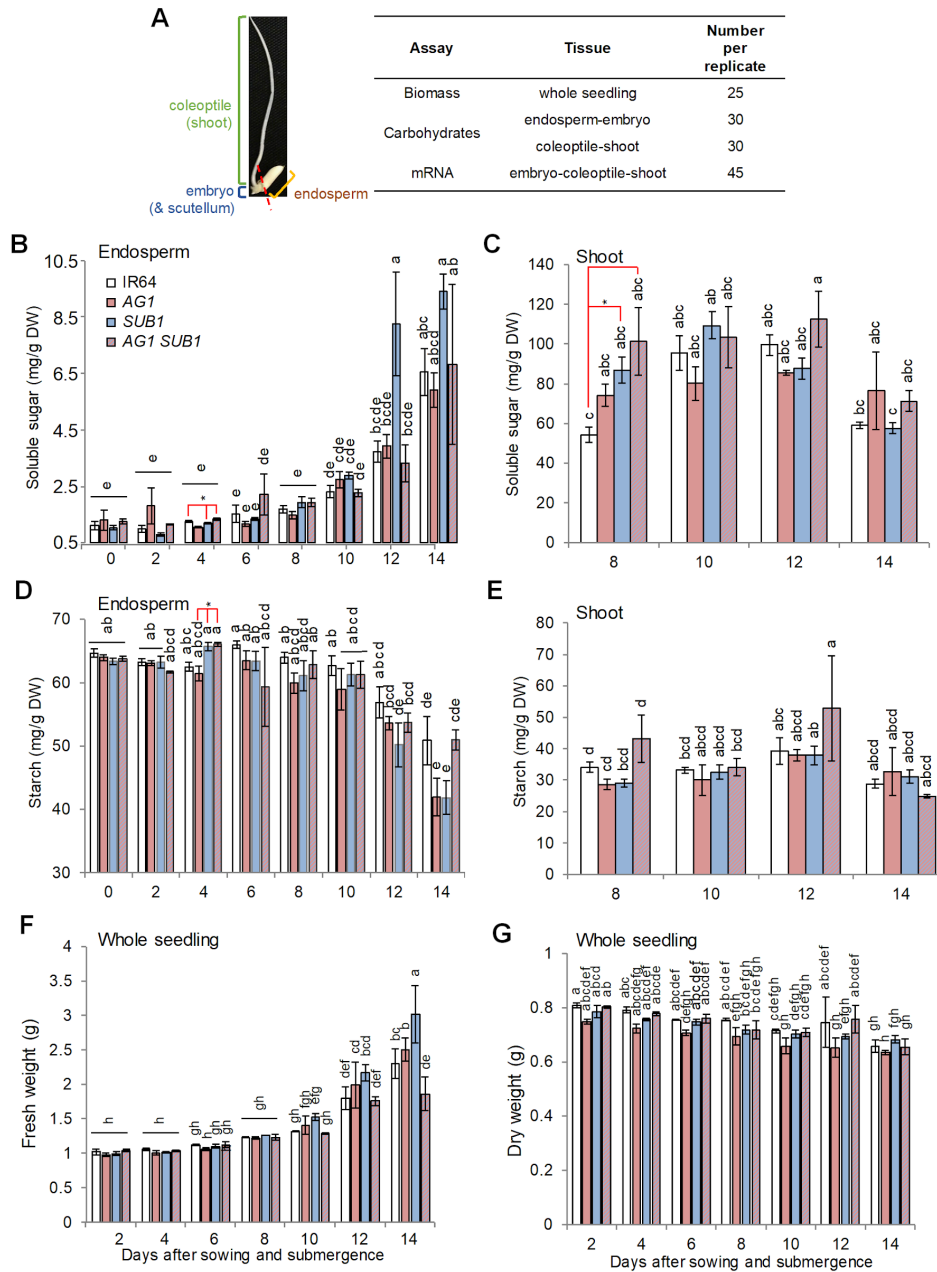

**Figure S3.** Visualization of harvested tissues, soluble sugar, and starch contents of the endosperm and shoot, and seedling biomass of plants grown under continual submergence. IR64, IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1*,*SUB1*) were dry seeded and maintained under constant complete submergence for up to 14 d. (a) Visualization and lists of tissues harvested for each assay. (b) Soluble sugar of endosperm-scutellar-embryo tissue from 0 d [dry seed] to 14 d. (c) Soluble sugar of coleoptile-shoot tissue (excluding seed tissue) at 8, 10, 12, and 14 d of submergence. (d) Starch content of endosperm-scutellar-embryo tissue and (e) shoot tissue. Soluble sugar and starch contents of shoots could not be measured from 0-6 d due to the unavailability of sufficient shoot tissue at these time points. (f) Fresh and (g) dry weight of the whole seedling (including the caryopsis) from 2 to 14 d. All data represent mean  $\pm$  SE of 3 replicates ( $n=25-30$  seedlings of each genotype per replicate). Different letters are significantly different across all days ( $P < 0.05$ , ANOVA with Tukey HSD test). Red bars and asterisks indicate significance in pairwise analyses per day.

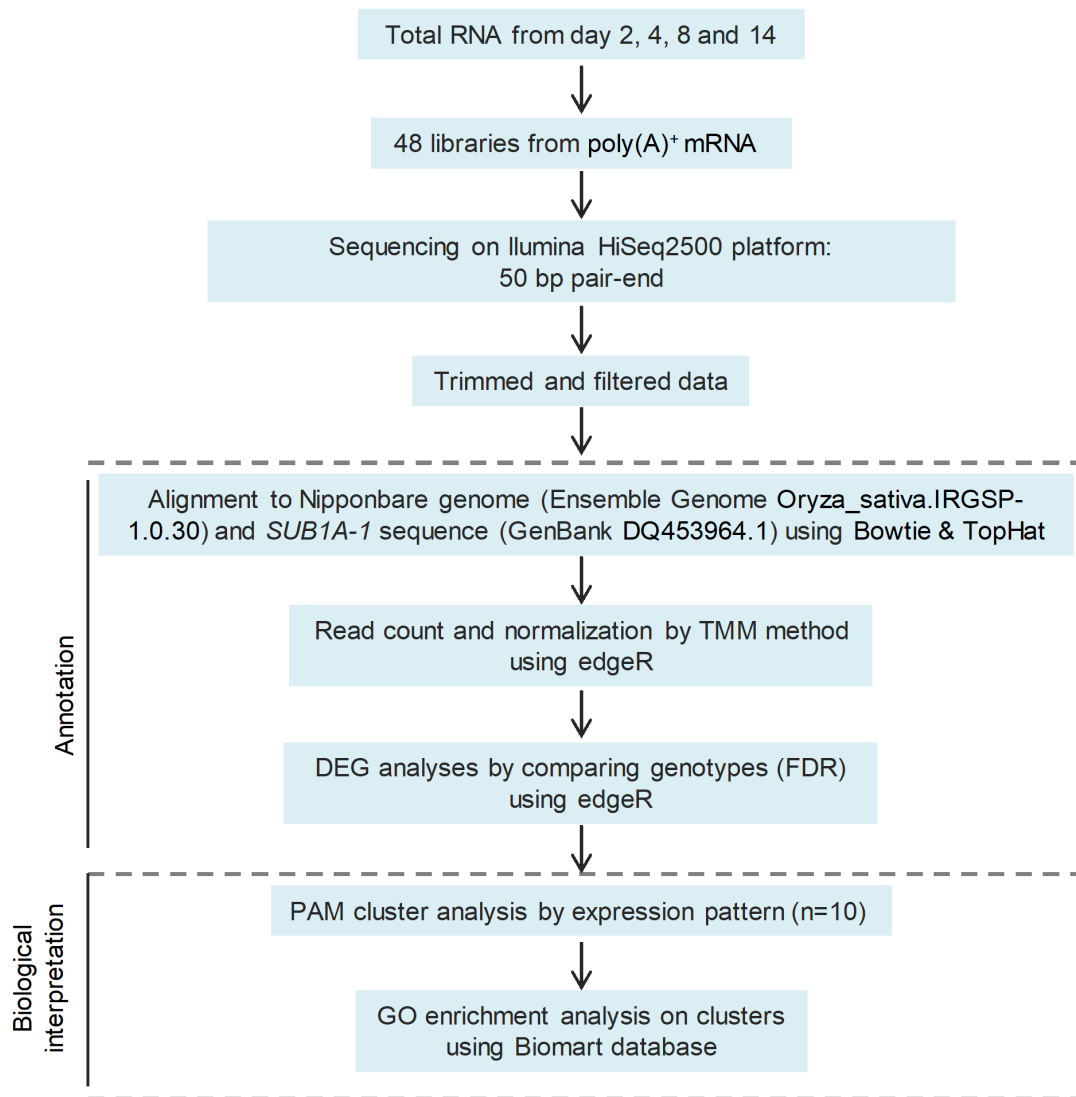

**Figure S4.** Flowchart of the mRNA-sequencing and transcriptome analyses.

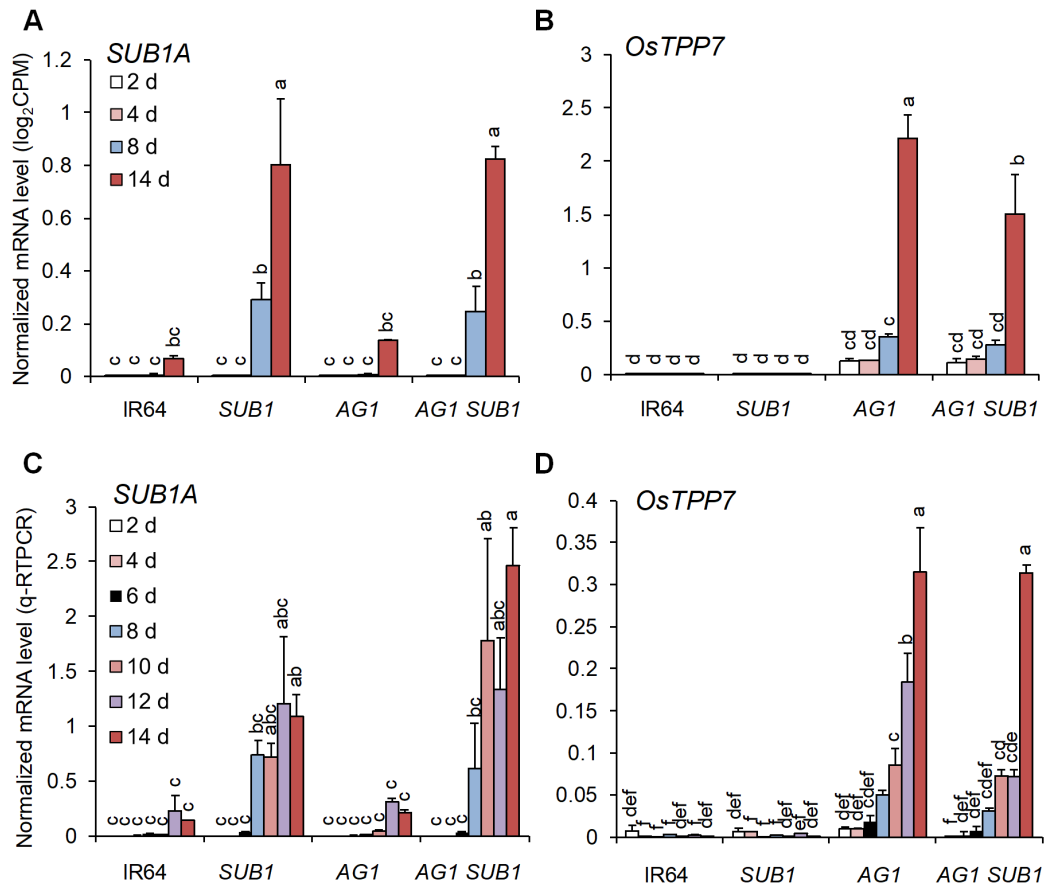

**Figure S5.** Allelic variation in temporal regulation of *AG1* and *SUB1A* transcript accumulation. Comparison of *TPP7* and *SUB1A* transcript levels in the genotypes IR64, IR64(*AG1*), IR64(*SUB1*), and IR64(*AG1*, *SUB1*) monitored by (a-b) RNA-seq, based on mean log<sub>2</sub> counts per million reads (CPM) of transcripts, and (c-d) qRT-PCR. For both, values are normalized to LOC\_Os01g53520, observed to be near-constitutive across the time points sampled. Data are mean  $\pm$  SD from 2 to 3 bioreplicates for RNA-seq and qRT-PCR. Letters indicate significant differences ( $P < 0.05$ , ANOVA with Tukey HSD test).

### Visualization of cluster comparisons

| Comparison                                           | Figure and Dataset                                             | Visual explanation | Descriptive explanation                                                                                                 |
|------------------------------------------------------|----------------------------------------------------------------|--------------------|-------------------------------------------------------------------------------------------------------------------------|
| Genotypic comparison over developmental time         | Fig. 3C<br>Supplemental Dataset S1, B, D and E                 |                    | Log <sub>2</sub> CPM comparison of each genotype at 2, 4, 8, and 14 d of submergence                                    |
| Genotype interaction (Genotype vs IR64)              | Fig. 4A<br>Supplemental Dataset S2, A, B and C                 |                    | Log <sub>2</sub> FC comparison of each genotype to IR64 for all submergence days combined                               |
| Genotype by day interaction (Genotype × Day vs IR64) | Fig. 4B<br>Supplemental Dataset S2, A, D and E                 |                    | Log <sub>2</sub> FC comparison to 2 d transcriptome of each genotype relative to IR64 during specified submergence days |
| Genotypic comparison (AG1 vs Genotype)               | Supplemental Fig. S7A<br>Supplemental Dataset S3 B, C, F and G |                    | Log <sub>2</sub> FC comparisons of IR64(AG1) during each submergence day relative to other genotypes                    |
| Genotypic comparison (SUB1 vs Genotype)              | Supplemental Fig. S7B<br>Supplemental Dataset S3 B, C, H and I |                    | Log <sub>2</sub> FC comparisons of IR64(SUB1) during each submergence day relative to other genotypes                   |
| Genotypic comparison (AG1 SUB1 vs Genotype)          | Supplemental Fig. S7C<br>Supplemental Dataset S3 B, C, J and K |                    | Log <sub>2</sub> FC comparisons of IR64(AG1, SUB1) during each submergence day relative to other genotypes              |
| Genotypic comparison (IR64 vs Genotype)              | Supplemental Fig. S7D<br>Supplemental Dataset S3 B, C, D and E |                    | Log <sub>2</sub> FC comparisons of IR64 during each submergence day relative to other genotypes                         |

**Figure S6.** Overview of the cluster comparisons in Figure 3, Figure 4, and Figure S7. Arrows indicate the genotype and time point comparisons.

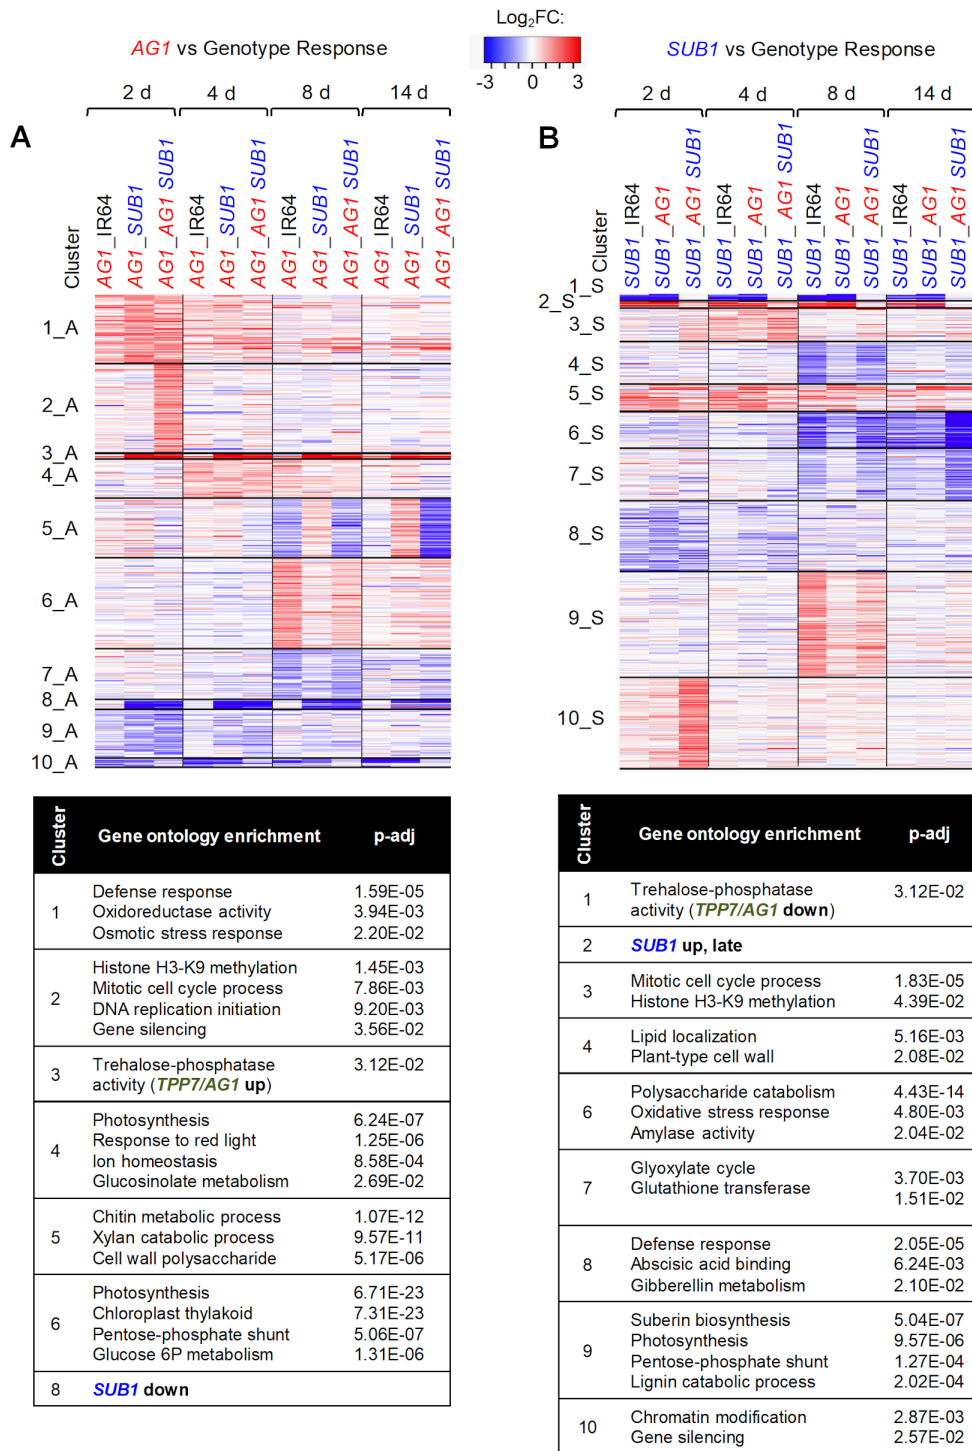

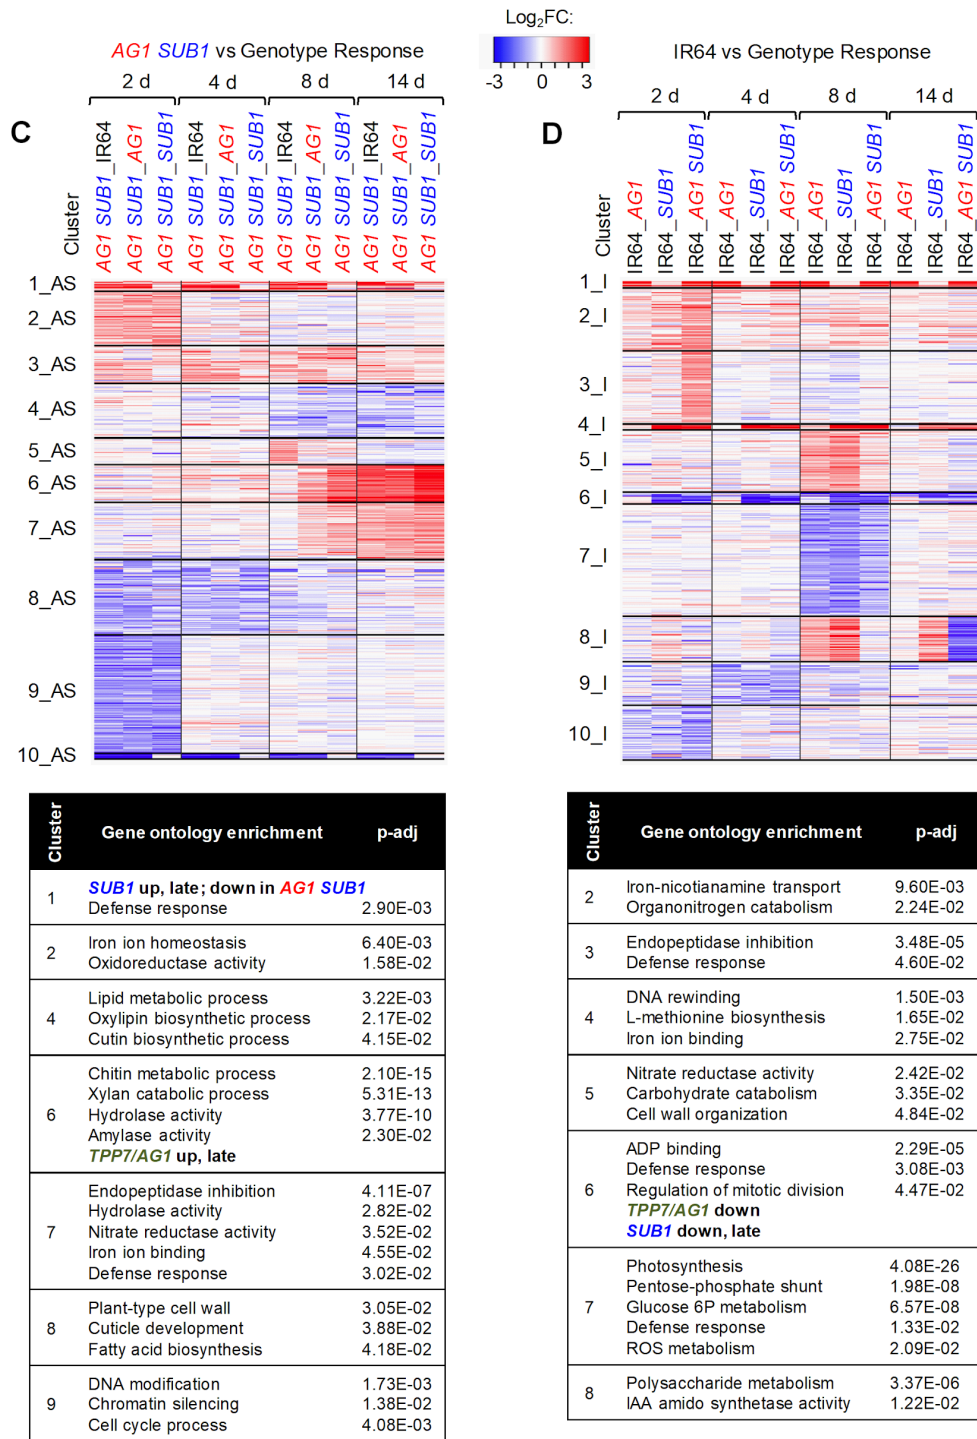

**Figure S7.** Transcriptomic comparisons between genotypes during seedling establishment under prolonged submergence. (a-d) PAM clustering of genotypic comparisons during 2, 4, 8, and 14 d of submergence for (a) IR64(AG1), (b) IR64(SUB1), (c) IR64(AG1,SUB1), and (d) IR64 relative to the other three genotypes. Genotypes in comparison are separated by an underscore (“\_”). All clusters composed of mean log<sub>2</sub>FC values of DEGs. Representative GO enrichment of notable clusters and genes are listed. More DEGs, log<sub>2</sub>FC values, and GO term associations are in Dataset S3.

How the deposited data were processed for this re-analysis (not part of the article)

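RNA was taken from embryo, coleoptile and shoot tissue of IR64, IR64(AG1), IR64(SUB1) and IR64(AG1,SUB1) kept underwater for 2, 4, 8 and 14 d. The count table holds 45 libraries in 16 groups of genotype and day, and all 45 were used. Per the methods of the paper, the authors trimmed the paired-end reads with trim_galore, aligned them with TopHat and Bowtie2 to the Nipponbare genome with the SUB1A-1 sequence added, and counted the reads on exons per gene in union mode to make the counts as deposited. The values are whole numbers with 0 as the minimum. The 5 counts that the authors add to each gene are not in them, since 4043 of the 35677 genes have 0 in all libraries. TMM normalization and the filter on low counts were applied here and not by the authors to these values.

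The total count per library was 12256409 to 24870831 (median 20459708). At the lowest total, a count of 3 was taken as the floor under which a level was not interpreted, and a fold against a group at or under it is given as a lower bound. Genes with expected counts near this floor are not detectable as different at this depth.

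Counts were analysed in R 4.3.3 with edgeR 4.0.16. The filter filterByExpr on the 16 groups kept 26180 genes, TMM factors were computed on them, and 1 quasi-likelihood model with a coefficient per group was fitted to all 45 libraries (estimateDisp, glmQLFit and glmQLFTest). A gene was called at a Benjamini-Hochberg FDR under 0.05 with a log2 fold change above 1 or below -1. The contrasts were the 6 pairs of genotypes on each day, successive days in each genotype, each introgression line against IR64 as the mean of the 4 days, each line against IR64 on a day relative to 2 d, and the interaction of the loci on each day. Levels are CPM with TMM library sizes. For MDS, the stage scores and the shares of distance, log2 CPM with a prior count of 2 was used, and the MDS took the 500 genes of largest pairwise difference from limma 3.58.1. Separation of the genotypes on a day was tested by an exact permutation of the genotype labels. Neighbouring genes were taken along the order of the gene identifiers, in windows of 100 tested genes, and tested by permuting the positions of the called genes among the tested genes.

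The fit was tested on simulated data. In simulated counts of the same groups with 200 genes changed 4-fold among 25151 tested, it recovered 188 (94.0%) in a contrast of 3 libraries against 3 and 179 (89.5%) in a contrast of 2 against 3, with 3 and 2 false calls. In an unchanged contrast, it made 0 calls. The simulated genes were independent, followed the dispersion trend and, apart from the changes, had the same mean in every group. Only genes of higher counts were changed. The simulation had no spread specific to a gene or a day and no shift shared by genes within a library. It therefore does not give the error rate of the fit on the real counts.

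The tests, the alternatives and the rule for the genes to be named were set before the data were examined, apart from 4 alternatives and the tests named as later choices in the closing section. The rule took each gene the paper names with an MSU identifier that a table of the paper pairs with the count table, and, for each line over all days, up to 3 genes with the largest rise and up to 3 with the largest fall whose libraries did not overlap those of IR64 on any day. Of the latter, no more than 2 that rose and 2 that fell are printed, as the files do not pair their identifiers with names. The paper's datasets paired 13 named genes and SUB1A with the count table. TPP7 and the other named genes are not analysed here.

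The alternatives were DESeq2 1.42.0 with its size factors and Wald test, no filter on low counts, the steps the paper describes (5 counts added, no filter, TMM and the likelihood ratio test of edgeR), a linear model on log2 CPM with 5 counts added, day and genotype coefficients of a factorial model on the same values, the replicate number as a model term, only the libraries of the 2 groups compared in the fit, only replicates 2 and 3 at 2 d and, added later, at 8 d, other gene sets for the MDS, the separation and the line similarity, a window of 50 genes, and each library left out in turn. Fits with a library left out kept the dispersion trend of all libraries. A library of a group of 2 was not left out where the result is a count of genes, since a single library would remain. Gene set tests and the clusters of the paper were not run, because the copies of the datasets describe only part of the genes. The ratio of SUB1A to the reference gene of Figure S5 was not run, because its locus name could not be paired with the count table.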

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

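The tests in this part were chosen only after the result was seen, except for the permutations of gene positions, the fits without a library, those with DESeq2 and those with replicates 2 and 3 at 2 d, and the counts over 100 random splits of the libraries.

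On each day, the pyramided line differed from the sum of the differences of the single-locus lines from IR64, by a direct test of the interaction. Each genotype was a single line, so differences elsewhere in the genomes of the lines enter this test beside the loci. In both IR64(AG1) and IR64(SUB1), 11 genes were changed in the same direction on all 4 days. A gene changed alike in all 3 lines can be called here without an interaction of the loci. The numbers of genes called were 641 at 2 d, 168 at 4 d, 1904 at 8 d and 478 at 14 d. With every library thinned to a total of 12256409, which left 25159 genes to test, 534, 112, 1839 and 423 genes were called, so unequal depth of the libraries is not the whole cause. With DESeq2, the numbers were 856, 313, 2227 and 599, so they do not hang on the normalization alone. The fewest genes called in any fit without a library of a group of 3 were 485, 98, 1212 and 362. Of these, 98 at 4 d came without replicate 1 of IR64, and 1212 at 8 d also without replicate 1 of IR64. No single library of a group of 3 made up a whole count. At 2 d, where IR64(AG1,SUB1) lacks replicate 1, 470 genes were called with replicates 2 and 3 only. IR64(AG1,SUB1) had 2 libraries at 2 d and 2 at 4 d, and IR64(SUB1) had 2 at 8 d, so what a library of these groups adds was not tested. At 14 d, 1 of 100 splits of the 12 libraries gave as many genes as the real split, which was the real split itself. Fitted on these libraries alone, it gave 397 genes, and the other splits gave 63 at most.

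A difference in developmental stage alone can also give an interaction, if the pyramided line was at another stage than both loci add up to. Stage alone would leave few called genes without a change over time. At 2, 4 and 14 d, 10.1, 11.3 and 4.39% of the called genes had no call between successive days in any genotype. Among all tested genes, it was 39.1%. A direct effect on a single day can also give a change between days, so a low percentage does not favour stage. The limit for few was set at 10%, first for the percentage itself. By that rule, 10.1% at 2 d and 11.3% at 4 d would argue against stage alone. After the value at 4 d was seen, the limit was set for the lower end of the 95% binomial interval. This interval ran from 7.91 to 12.7% at 2 d (65 of 641 genes) and from 6.95 to 17.1% at 4 d (19 of 168). Both intervals hold 10%, so the later rule does not decide these days. Stages before 2 d and after 14 d were not sampled. A difference in stage alone and a direct effect of the loci cannot be told apart at 2, 4 and 14 d by these percentages. At 2 d, the interaction had a Pearson r of -0.0369 across genes with the change from 4 to 14 d. At 4 d, r was -0.136 with the change from 2 to 8 d, and at 14 d, -0.130 with that from 4 to 8 d. Of the called genes, 48.2, 29.2 and 25.5% lay on the side of these changes at 2, 4 and 14 d. At 2 and 14 d, the change used does not span the day itself. The interaction at 8 d had an r of -0.607 across genes with the change from 4 to 14 d. This is in line with a difference in developmental stage, with the pyramided line less advanced than the sum of both loci. A difference in stage and a direct effect of the loci on these genes may both be present, and which came first is open. With replicates 2 and 3 only at 8 d, an alternative chosen after seeing the data because IR64(SUB1) lacks replicate 1, 1822 genes were called. Genes are not independent replicates, and the biological explanation, an interaction of the loci in transcription, was tested only through these counts.

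For the interaction at 14 d, the tables leave open a biological effect of the genotype and a difference in stage. They also leave open other genomic differences between the lines, and differences in growth or handling of the seedlings that these values do not record. The 10 most abundant genes held 3.52 to 3.56% of the counts in IR64(AG1,SUB1) at 14 d and 2.92 to 3.57% in the other genotypes. Reads shared between gene copies, GC content and gene length were not tested.

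The differences of the lines from IR64 also changed from 2 d to the later days. At 4 d, 13 genes were called in IR64(AG1), 31 in IR64(SUB1) and 189 in IR64(AG1,SUB1). At 8 d, 203, 375 and 543 were called, and at 14 d, 74, 162 and 640. Random splits that exchanged the genotypes within each day, 100 for each comparison with 3 libraries per group, gave as many genes as the real split in 3 of 100 for IR64(AG1) at 4 d, 3 for IR64(SUB1) at 4 d, 2 for IR64(AG1) at 8 d, 1 for IR64(AG1) at 14 d and 3 for IR64(SUB1) at 14 d, the real split included. In these fits on the libraries compared alone, the real split gave 40, 94, 38, 58 and 169 genes and the highest other split 59, 222, 73, 56 and 191. With equal depth, 171, 336 and 444 genes were called at 8 d in IR64(AG1), IR64(SUB1) and IR64(AG1,SUB1), which argues against unequal depth of the libraries as the whole cause on that day. The small counts at 4 d rest on single libraries, with 3 genes for IR64(AG1) without replicate 2 of IR64(AG1) at 2 d and 14 for IR64(SUB1) without its replicate 1 of 2 d. At 8 d, 84 genes were called for IR64(AG1) without its replicate 3 of 8 d and 541 without its replicate 1, and 172 for IR64(SUB1) without replicate 1 of IR64 and 612 without replicate 2 of IR64. At 14 d, 49 were called for IR64(AG1) without replicate 3 of IR64 at 2 d. The libraries of 2 d enter all 9 comparisons, so a shift in them moves all of them together. Whether stage, genotype or handling of the seedlings lies behind these changes was not separated here.

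Genes changed in the same direction on all 4 days lay close together on the chromosomes. The paper raises insertions, deletions, copy number and other chromosomal variation as a possibility for some genotypic differences, but does not analyse the positions of the changed genes. The fullest window of 100 tested genes held 18 of them in IR64(AG1), 10 in IR64(SUB1) and 14 in IR64(AG1,SUB1), against at most 6, 5 and 7 in permuted positions (permutation test, p = 1e-04 for each, the smallest they can give). Chance placement of the genes along the chromosomes is therefore not a sufficient account. Of the 18 genes of the window on chromosome 2 in IR64(AG1), 14 were changed in the same direction on all 4 days in IR64(AG1,SUB1), and 3 in IR64(SUB1). Of the 10 genes of the window on chromosome 7 in IR64(SUB1), 9 were so changed in IR64(AG1,SUB1) and 0 in IR64(AG1). A candidate explanation is a donor segment of each line that the pyramided line also carries, but the 3 genes shared with IR64(SUB1) are not accounted for by it. In such a segment, sequence differences from the Nipponbare reference, differences in gene content and regulation in place may each change a count. These cannot be separated from the counts, and no map of the segments was used here.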

How the results depend on the processing

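Of the tests in this part, the fits at equal depth and 4 alternatives, 2 for the MDS, 1 for the stage score and 1 with replicates 2 and 3 only at 8 d, were chosen only after the result was seen.

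Of 52 counts of called genes, none moved by more than 1.5 times without the filter on low counts, 4 did with the steps the paper describes (5 counts added, no filter and the likelihood ratio test) and 15 with DESeq2. Of 36 counts, 9 did with only the 2 groups compared in the fit. The number called in any comparison between successive days and the number with an interaction on any day stayed within that factor under all alternatives run on them and without each library. So did the union of the genotype comparisons, except with only the 2 groups compared. The genotype separation on each day stayed past its threshold with 5 counts added, with the 500 most variable genes, with replicates 2 and 3 only at 2 d and without each library. The windows of genes changed on all 4 days stayed at p = 1e-04 with DESeq2, without the filter, with the steps the paper describes and with a window of 50 genes, and past the threshold without each library.

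With DESeq2 in place of edgeR, the count rose at 2 d from 239 to 395 in IR64(AG1) and from 402 to 612 in IR64(SUB1) against IR64. At 4 d, it rose from 156 to 268 in IR64(AG1) and from 284 to 428 in IR64(AG1,SUB1) against IR64, and from 226 to 380 in IR64(AG1,SUB1) against IR64(SUB1). Over all days, it rose from 215 to 329 in IR64(AG1), and the interaction at 4 d from 168 to 313. For genotype by day, the counts in IR64(AG1), IR64(SUB1) and IR64(AG1,SUB1) were 115, 126 and 429 at 4 d and 475, 601 and 884 at 8 d, and at 14 d they were 164 and 311 in the first 2 lines. In any of these comparisons, 2329 genes were called. The cause was not tested.

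With only the 2 groups compared in the fit, the spread rests on 4 to 6 libraries. The 9 counts that moved by more than 1.5 times fell, and some of the others rose, such as IR64(AG1) against IR64 at 4 d from 156 to 168. At 2 d, these 9 included 539, 457 and 537 for IR64(AG1,SUB1) against IR64, IR64(AG1) and IR64(SUB1). At 8 d, they included 71 for IR64(AG1), 200 for IR64(SUB1) and 122 for IR64(AG1,SUB1) against IR64, and 167 for IR64(AG1,SUB1) against IR64(AG1). The count was 273 for IR64(AG1,SUB1) against IR64 at 14 d, 1839 for IR64(AG1,SUB1) between 2 and 4 d, and 2473 in any comparison between genotypes on a day. With replicates 2 and 3 only at 2 d, which leaves fewer libraries, IR64(AG1) gave 154 genes against IR64 and 383 against IR64(SUB1). With replicates 2 and 3 only at 8 d, an alternative chosen after seeing the data, the count in IR64(SUB1) against IR64 fell from 924 to 531, and the other 6 of that day stayed within 1.5 times. The cause was not tested.

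With the steps the paper describes, 366 genes were called in IR64(AG1,SUB1) against IR64 at 8 d. Over all days, 128, 260 and 265 were called in IR64(AG1), IR64(SUB1) and IR64(AG1,SUB1), and 434 in any line. A linear model on log2 CPM gave 108, 213 and 239 over all days and 357 in any line. For genotype by day, that model gave 5 genes in IR64(AG1) at 4 d, 13, 199 and 85 in IR64(SUB1) at 4, 8 and 14 d, 99, 292 and 397 in IR64(AG1,SUB1) at 4, 8 and 14 d, and 847 in any line. Factorial coefficients on log2 CPM gave the same numbers for these comparisons of the single-locus lines, 9 and 120 in IR64(AG1,SUB1) at 4 and 14 d, and 744 in any line. In the factorial model the value of the pyramided line is what remains after both loci, which is another quantity. The cause of the other changes was not tested.

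The share of Dimension 1 of the MDS rose from 67.4 to 72.7% with all genes and to 71.6% with 5 counts added, and that of Dimension 2 went from 8.52% to 7.06 and 10.1%. With the means of the 16 groups and 5 counts added, an alternative chosen after seeing the data, the shares were 74.9 and 10.6%. With all genes in addition, also chosen after seeing the data, Dimension 1 held 80.6%. Averaging removes the spread between replicates by construction, and the cause of the other changes was not tested. For the stage score of IR64(SUB1) at 4 d, the average with the 2 libraries of 8 d was the third alternative chosen after seeing the data.

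The correlation across genes between the effects of 2 lines was taken again in the genes called in either line. Between IR64(AG1) and IR64(SUB1), it went from 0.379 to 0.296 at 2 d, from 0.393 to 0.233 at 4 d and from 0.282 to 0.130 at 14 d. Between IR64(SUB1) and IR64(AG1,SUB1), it rose from 0.474 to 0.662 at 2 d, from 0.506 to 0.808 at 4 d, from 0.587 to 0.713 at 8 d and from 0.319 to 0.534 at 14 d, and between IR64(AG1) and IR64(AG1,SUB1) from 0.382 to 0.491 at 2 d. Simulated lines without a genotype effect gave a median between 0.436 and 0.510 over all genes. The genes were selected on the values that are correlated, so the subset has another composition by construction.

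Fits that each left out a library kept the dispersion trend of all libraries. Of 369 such counts, 39 in 13 of 51 results moved by more than 1.5 times. At 4 d, IR64(AG1) against IR64 gave 99 (without replicate 1 of IR64) to 128 genes over 6 fits, and IR64(AG1,SUB1) against IR64(SUB1) gave 123 (without replicate 3 of IR64(SUB1)) to 241 over 3 fits. At 8 d, IR64(AG1) against IR64 gave 223 (without replicate 3 of IR64(AG1)) to 1148 (without its replicate 1), and IR64(SUB1) against IR64 gave 388 (without replicate 1 of IR64) to 1449 (without replicate 2 of IR64). IR64(AG1,SUB1) gave 195 to 564 against IR64(AG1), without its replicates 3 and 1, and 233 (without replicate 2 of IR64(AG1,SUB1)) to 475 against IR64(SUB1). For genotype by day, the ranges were 3 to 16 in IR64(AG1) and 14 to 40 in IR64(SUB1) at 4 d, the lowest without replicate 2 of IR64(AG1) and replicate 1 of IR64(SUB1) of 2 d. At 8 d, they were 84 to 541 in IR64(AG1), without its replicates 3 and 1, and 172 to 612 in IR64(SUB1), without replicates 1 and 2 of IR64. At 14 d, the range was 49 (without replicate 3 of IR64 of 2 d) to 90 in IR64(AG1). The interaction gave 98 (without replicate 1 of IR64) to 169 at 4 d and 1212 (without replicate 1 of IR64) to 2562 (without replicate 1 of IR64(AG1)) at 8 d. A fit with fewer libraries has less power by construction, but the cause of the rises was not tested.

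Of 71 comparisons of single genes, 40 kept their direction and their side of the threshold in every setting run. Under an alternative, 13 lost the call, 2 gained it and 0 changed direction. Without a library, 15 lost the call, 5 gained it and 4 changed direction, none of them called. In IR64(SUB1) against IR64 at 4 d, GLO1 went from -0.56 to 1.12 (without replicate 1 of IR64), and it was 0.15 without replicate 1 of IR64(SUB1). Also against IR64, at 8 d, GLO3 in IR64(SUB1) went from -0.0468 (without replicate 2 of IR64) to 0.16, EXPB11 in IR64(SUB1) from -0.0670 (without replicate 3 of IR64) to 0.33, and PDC1 in IR64(AG1,SUB1) from -0.14 (without replicate 2 of IR64) to 0.32, each on the log2 scale. PDC1 was also below 0 without replicates 1 and 2 of IR64(AG1,SUB1). GLO1 had 2 to 21 counts per library in IR64 at 4 d. The cause of these changes of direction was not tested.

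With the replicate number as a replicate block, none of the 24 and 28 counts moved by more than 1.5 times, and the largest relative change between genotypes on a day was from 237 to 306 genes in IR64(AG1,SUB1) against IR64 at 8 d. The deviations of libraries with the same number from their group means had a mean correlation across genes of 0.0163 at 2 d, 0.012 at 4 d, 0.160 at 8 d and 0.0949 at 14 d, against -0.00815, -0.00597, -0.0769 and -0.0475 for other numbers. At 8 and 14 d, the number thus goes with part of the spread. The single correlations were between 0.00516 and 0.0375 at 2 d, -0.00642 and 0.0258 at 4 d, -0.0300 and 0.274 at 8 d, and -0.0998 and 0.235 at 14 d, so not every pair was above 0.1, and the number was not taken to pair the libraries.

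For each of the 23 comparisons with 3 libraries against 3, 1 of the 10 splits of the 6 libraries gave as many genes as the real split, which was the real split itself. With 10 splits, the share cannot fall below 0.1. Fitted on these libraries alone, the real splits between genotypes gave from 71 to 624 genes and those between days from 1794 to 8132. The other splits gave 0 calls in 20 of the comparisons and at most 50, 32 and 4 in the 3 comparisons of IR64(AG1,SUB1) at 14 d. Over all days, 1 of 100 splits within days gave as many genes for each line, again the real split. It gave 184, 397 and 399 genes, and the highest other split gave 5, 69 and 288.

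Depth limits what is seen in genes of low count. With every library thinned to 12256409, the counts fell in most comparisons, for example from 156 to 118 in IR64(AG1) against IR64 at 4 d. The tests of gene sets with an estimated correlation or a replicate term were not run, as only part of the identifiers could be paired with descriptions. Nor was the ratio of SUB1A to the reference gene of Figure S5.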

Differences from the paper's values

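The placement of libraries by stage used below was chosen only after the result was seen, and the other tests were set before the data were examined.

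At 8 d, 237 genes were called between IR64(AG1,SUB1) and IR64, against the paper's 364. Of the alternatives set before the data were examined, the steps the paper describes (366), DESeq2 (305) and the replicate number within each day as a model term (306) came within 1.5 times the paper's number, and no filter on low counts (241) and only the 2 groups compared in the fit (122) did not. At 14 d, 183 genes were called between IR64(SUB1) and IR64, against the paper's 278. The steps the paper describes (273), DESeq2 (266), the replicate number within each day (210) and no filter (206) came within that factor, and only the 2 groups compared (144) did not.

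For the lines against IR64 over all days, the paper gives 817 genes in any line. The means over the 4 days gave 813, but the coefficients at 2 d of a factorial model on log2 CPM, another quantity, gave 817, and for the means the steps the paper describes gave 434 and a linear model on log2 CPM 357.

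For the genotype-by-day comparison, 1351 genes were called in any line, against the paper's 742. In IR64(AG1) at 4 d, 13 genes were called, against the paper's 5. In IR64(SUB1), they were 31 at 4 d, 375 at 8 d and 162 at 14 d, against the paper's 13, 199 and 85. In IR64(AG1,SUB1), they were 189 at 4 d and 640 at 14 d, against the paper's 9 and 120. With the coefficients of a factorial model on log2 CPM, in which the value of the pyramided line is what remains after the effects of both loci, the numbers were 5, 13, 199, 85, 9 and 120 in the same order and 744 in any line. A linear model on log2 CPM that compares each line with IR64 gave 5, 13, 199 and 85 for the single-locus lines and 847 in any line, and for the pyramided line 99 and 397, which stay above the paper's numbers. DESeq2, no filter on low counts, the steps the paper describes and the replicate number as a model term closed none of these gaps, with 2329, 1320, 1344 and 1388 genes in any line.

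The paper describes the rise of SUB1A-2 in IR64 and IR64(AG1) from 8 to 14 d as not significant. Its figure used an ANOVA with Tukey's test on values normalized to a reference gene, unlike the test and normalization here. The SUB1A entry of the count table does not separate the alleles, but per the paper these lines carry SUB1A-2. In these lines, the entry rose by log2 fold changes of 3.85 and 4.33, and both rises were called under each alternative run.

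The paper states that IR64(SUB1) went through the transition at 4 d, before IR64(AG1). At 4 d, the stage scores here were 0.171 in IR64(SUB1) and 0.170 in IR64(AG1). The scores use all tested genes and not the gene groups of the paper's statement. Against IR64 at 4 d, CAB and GLO3 were called in IR64(SUB1), with log2 fold changes of 2.44 and 1.74. In IR64(AG1), they were not called, with 0.57 and -0.14. The CAB call was lost in some fits without a library. GUN4, GLO1 and RCN1 were called in neither line at 4 d. The paper also describes IR64(AG1,SUB1) as the most distinct genotype by the number of called genes, most clearly at 2 and 14 d. Its mean number over the comparisons was the highest on these days (1016 and 532). At 4 d, it was 249.7, against 247 in IR64(SUB1), and with the replicate number within each day as a model term that of IR64(SUB1) was higher, with 260.3 against 259. At 8 d, which the paper does not single out, it was the lowest, with 321 genes, and that of IR64 the highest, with 607. The order depends on the setting. With only the 2 groups compared, the means at 8 d were 131 in IR64, 118 in IR64(AG1), 223 in IR64(SUB1) and 214 in IR64(AG1,SUB1), and at 2 d that of IR64(SUB1) was the highest, with 523 against 511.

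For GUN4, GLO1 and RCN1, which the paper lists among genes brought forward in IR64(SUB1), the difference from IR64 was not called at 4 d under any alternative run. The log2 fold changes of GUN4 and GLO1 were 0.38 and -0.20, and RCN1 had no more than 3 counts in any library of IR64(SUB1). GLO1 and RCN1 had so few counts at 4 d that their values do not decide the statement, and the paper gives no day for RCN1. CAB and GLO3 were called at 4 d. At 8 d, RCN1 was called at a log2 fold change of 1.63, a call lost with only the 2 groups compared. GLO1 and GUN4 had an FDR under 0.05 at 8 d, with log2 fold changes of 0.96 and 0.82, under the threshold. In Dataset S3c, of which the copy used here holds 1991 genes and leaves out 2275, the paper calls GUN4 higher in IR64(AG1,SUB1) than in IR64 at 4 d. Here, its log2 fold change was 1.12 with an FDR of 0.0863 in edgeR's quasi-likelihood test, and 0.0526 with the steps the paper describes. Of 144 comparisons of 12 named genes in that table, the paper calls 23 and 21 were called here, all 21 of them in the paper's direction.

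The paper states that RPA70B was raised in IR64(AG1) at 2 d. It was not called here (log2 fold change 2.67, FDR 0.0694, edgeR quasi-likelihood test). It was called with DESeq2 (FDR 0.00237), with the steps the paper describes (FDR 0.03) and with the replicate number within each day as a model term (FDR 0.0471), and over all alternatives the FDR ranged from 0.00237 to 0.416. The paper also states that MST4 was lower in IR64(SUB1) at 2 d. Against IR64, its log2 fold change was -0.90 with an FDR of 0.0923 in edgeR's quasi-likelihood test. With only the 2 groups compared, the FDR was 9.12e-05 at a log2 fold change of -0.93, and in the other alternatives it was between 0.0703 and 0.269.

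For MYBS1, the paper places the rise in IR64(AG1) before that in IR64(SUB1). From 2 to 4 d, the log2 fold change was 0.66 in IR64(AG1), not called under any alternative, and 1.27 in IR64(SUB1), a call lost without its replicate 1 of 4 d (log2 fold change 0.88, FDR 0.13, edgeR quasi-likelihood test). At 2 d, every library of IR64(AG1) already lay above those of IR64(SUB1), with means of 1.04 and 0.575 CPM, a difference that was not called, so the order of the rises was not settled here. For PDC1, the paper gives higher levels in the pyramided line than in the other genotypes at 8 and 14 d. Against IR64 at 8 d, the log2 fold change was 0.07, with an FDR of 0.989 in edgeR's quasi-likelihood test and between 0.991 and 1 in the alternatives. For EXPA1 at 2 d, IR64(AG1) was 9.69-fold higher than IR64(SUB1), above the range the paper gives.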

Other observations

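The tests in this part were chosen only after the result was seen.

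At 8 d, 661 genes were called in IR64(AG1) and 924 in IR64(SUB1) against IR64. Across genes, the differences from IR64 had a Pearson r of 0.526 in IR64(AG1) and 0.543 in IR64(SUB1) with the change from 4 to 14 d in the mean of all genotypes, which leaves out the 8 d libraries. Single libraries within groups of 3 at 8 d had an r between -0.339 and 0.309 with that change. These values are consistent with a later stage of development in both lines than in IR64 at 8 d. IR64(SUB1) lacks replicate 1 at 8 d, and in the other genotypes the stage scores of replicates 1, 2 and 3 were 0.525, 0.629 and 0.575 in IR64, 0.633, 0.724 and 0.751 in IR64(AG1), and 0.619, 0.596 and 0.655 in IR64(AG1,SUB1). Replicate 1 was thus the lowest in IR64 and IR64(AG1) but not in IR64(AG1,SUB1). With replicates 2 and 3 only at 8 d, an alternative chosen after seeing the data, 531 genes were called in IR64(SUB1) and 627 in IR64(AG1), so part of the 924 may be tied to the missing replicate. These values do not say whether the loci or the handling of the seedlings moved the stage, and genes that lead or follow development cannot be separated by them. A library of a group of 3 was not the whole cause, as the fewest genes called in a fit without one were 223 in IR64(AG1), without its replicate 3, and 388 in IR64(SUB1), without replicate 1 of IR64.

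At 4 d, IR64(SUB1) did not lie ahead of the other genotypes by its stage score (exact permutation test, 2-sided, p = 0.158; Benjamini-Hochberg adjusted over 12 tests, 0.315). IR64 lay behind the introgression lines with p = 0.0364 in the same exact permutation test, but 0.17 after the adjustment. Whether IR64 was behind at 4 d cannot be told apart from chance with 3 libraries.

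Dataset S1d of the paper lists the mean log2 CPM of each group. The copy used here holds 1465 genes and leaves out 34212. For 15 of the 16 groups, the listed values differed from the mean of the group's own libraries by a constant, with an SD across genes of 0.000124 at most. For IR64(SUB1) at 4 d, the SD of the difference from the mean of its 3 libraries was 0.533. A regression of the listed values on the 45 libraries gave a weight of 0.2 to each of 5 libraries, the 3 of IR64(SUB1) at 4 d and the 2 of IR64(SUB1) at 8 d, and weights of 1e-05 at most to the others. From the mean of these 5 libraries, the SD of the difference was 5.01e-05. These values are consistent with a column that averages the 3 libraries of 4 d with the 2 libraries of 8 d in the genes listed in the copy, and argue against a mean of the 3 libraries of 4 d. A library of 4 d taken from a later stage would also raise the column, but the highest stage score of the 3 in the count table was 0.181.

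On the genes of that copy, the stage score of IR64(SUB1) at 4 d was 0.529 from the listed means and 0.166 from its own 3 libraries, against 0.139 in IR64, 0.171 in IR64(AG1) and 0.147 in IR64(AG1,SUB1) from both the listed and the deposited values. With the 4 d libraries averaged with the 2 of 8 d, an alternative chosen after seeing the data, the score over all tested genes was 0.53. In the 4 genes of cluster 7 of the paper that the copy holds, out of the paper's 155, the listed mean of IR64(SUB1) at 4 d was 3.82, that of its own libraries 1.87, that of its 8 d libraries 6.70 and that of IR64 1.60, each in log2 CPM. The copy holds too few genes of each cluster to redraw Figure 3c, and whether the clusters were made from these listed means was not tested.

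Dataset S2b lists values for each line against IR64. The copy holds 1941 genes and leaves out 33736. The columns of IR64(AG1) and IR64(SUB1) equal the differences from IR64 at 2 d in log2 CPM, with an SD of the difference of 6.81e-06 and 6.95e-06, where the mean of the 4 days gave 0.232 and 0.253. The column of the pyramided line differed from the AG1 by SUB1 interaction at 2 d with an SD of 1.58e-05 and from the difference of the means over the 4 days with an SD of 0.441. In these genes, the column is consistent with the interaction at 2 d and not with an average over the days.

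Dataset S1a of the paper lists 47 libraries, of which 45 are in the count table. The other 2 are a library of IR64(SUB1) at 8 d with 10939792 reads and a library of IR64(AG1,SUB1) at 2 d with 60896594 reads. They were not analysed here.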
